# Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in *Caenorhabditis elegans* Germ Cells

**DOI:** 10.1534/g3.113.007849

**Published:** 2013-11-26

**Authors:** Tomoko M. Tabuchi, Andreas Rechtsteiner, Susan Strome, Kirsten A. Hagstrom

**Keywords:** gene regulation, development, chromatin, germ cells, X chromosome

## Abstract

During animal development, gene transcription is tuned to tissue-appropriate levels. Here we uncover antagonistic regulation of transcript levels in the germline of *Caenorhabditis elegans* hermaphrodites. The histone methyltransferase MES-4 (Maternal Effect Sterile-4) marks genes expressed in the germline with methylated lysine on histone H3 (H3K36me) and promotes their transcription; MES-4 also represses genes normally expressed in somatic cells and genes on the X chromosome. The DRM transcription factor complex, named for its Dp/E2F, Retinoblastoma-like, and MuvB subunits, affects germline gene expression and prevents excessive repression of X-chromosome genes. Using genome-scale analyses of germline tissue, we show that common germline-expressed genes are activated by MES-4 and repressed by DRM, and that MES-4 and DRM co-bind many germline-expressed genes. Reciprocally, MES-4 represses and DRM activates a set of autosomal soma-expressed genes and overall X-chromosome gene expression. Mutations in *mes-4* and the DRM subunit *lin-54* oppositely skew the transcript levels of their common targets and cause sterility. A double mutant restores target gene transcript levels closer to wild type, and the concomitant loss of *lin-54* suppresses the severe germline proliferation defect observed in *mes-4* single mutants. Together, “yin-yang” regulation by MES-4 and DRM ensures transcript levels appropriate for germ-cell function, elicits robust but not excessive dampening of X-chromosome-wide transcription, and may poise genes for future expression changes. Our study reveals that conserved transcriptional regulators implicated in development and cancer counteract each other to fine-tune transcript dosage.

Proper development requires that genes be expressed at appropriate levels in appropriate tissues. Developmental gene regulation often is viewed as a series of all-or-none switches that turn genes on or off to promote cell identity and function. However, a gene that is “on” may only be expressed at moderate levels. Similarly, a gene that is “off” may not be completely or irreversibly inactivated but may instead be expressed at very low levels and poised for reactivation. Such fine-tuning is particularly important for genes for which a relatively small degree of transcriptional variability may have a profound influence on cell identity or function. For example, transcription of Oct3/4, which is critical for self-renewal, is precisely regulated in embryonic stem cells; either too much or too little Oct3/4 expression leads to differentiation (Niwa *et al.* 2000). How the transcriptional regulatory machinery precisely controls and maintains proper transcript levels is not well understood. In some cases, tuning is achieved through the combined action of factors that activate and factors that repress transcription (Reynolds *et al.* 2013). In this study, we investigated gene expression regulation in the germ cells of *Caenorhabditis elegans* and uncovered a system of transcriptional fine-tuning by antagonistic transcriptional regulators. This transcriptional fine-tuning system acts on sets of autosomal genes and on the X chromosomes and is essential for germ-cell development.

Germ cells give rise to gametes and the next generation of an organism. To serve this critical role, germ cells must express genes required for germline functions and silence genes that might interfere with germline development, including genes associated with somatic development. Key regulators of the transcriptional program in *C. elegans* germ cells are the MES histone methyltransferases (Capowski *et al.* 1991). MES-4 methylates histone H3 on lysine 36 (H3K36me), a mark associated with active gene expression (Bender *et al.* 2006; Rechtsteiner *et al.* 2010). MES-2, MES-3, and MES-6 form the worm version of polycomb repressive complex 2 and generate H3K27me3, which leads to gene repression (Bender *et al.* 2004; Ketel *et al.* 2005; Pengelly *et al.* 2013; Xu *et al.* 2001). Together, the MES proteins define domains of germline-expressed genes marked with MES-4 and H3K36me and mutually exclusive domains of germline-repressed genes marked with H3K27me3 (Gaydos *et al.* 2012). Loss of MES-4 or MES-2/3/6 results in down-regulation of germline-expressed genes and ectopic up-regulation of somatically expressed genes (Gaydos *et al.* 2012). These patterns of misexpression are thought to underlie the maternal-effect sterile phenotype displayed by mutants: worms that inherit *mes(+)* product from their mothers develop into fertile adults, whereas worms that do not inherit maternal *mes(+)* product develop into sterile adults (Capowski *et al.* 1991). Thus, the MES proteins cooperate to promote development of healthy germ cells by activating germline genes and repressing somatic genes.

Another feature of gene regulation in *C. elegans* hermaphrodite germ cells is the significant dampening of transcription from the X chromosomes. Somatic cells reduce X-linked gene expression by approximately twofold in XX worms (hermaphrodites) to match expression in XO worms (males) through a process called X-chromosome dosage compensation (Meyer 2010). Germ cells instead exhibit near-complete silencing of the single X in males and partial silencing of both Xs in hermaphrodites (Bean *et al.* 2004; Kelly *et al.* 2002; Strome and Kelly 2006). MES proteins serve pivotal roles in X-chromosome regulation in the germ cells of hermaphrodites. The MES-2/3/6 complex concentrates repressive H3K27me3 on the X chromosomes (Bender *et al.* 2004; Gaydos *et al.* 2012). MES-4 and H3K36me, which are concentrated on the autosomes, antagonize methylation of H3K27 and help focus MES-2/3/6-generated H3K27me3 on the X chromosomes (Bender *et al.* 2004, 2006; Fong *et al.* 2002; Gaydos *et al.* 2012). Loss of MES-4 or MES-2/3/6 results in up-regulation of genes on the X chromosome (Bender *et al.* 2006; Gaydos *et al.* 2012). The sensitivity of the maternal-effect sterile mutant phenotype to X-chromosome dosage (Garvin *et al.* 1998) suggests that up-regulation of X-linked genes contributes to sterility and thus that repression of genes on the X is crucial for normal germline development.

A recent study implicated another player, the multiprotein DRM complex, in germline X-chromosome regulation and showed that DRM loss affects the X in an opposite manner to the MES proteins (Tabuchi *et al.* 2011). DRM is a conserved transcription factor complex that includes a retinoblastoma-related pocket protein (LIN-35), an E2F/DP heterodimer (EFL-1/DPL-1), and the Multi-vulva class B core subunits (LIN-9, LIN-37, LIN-52, LIN-53, and LIN-54) (Harrison *et al.* 2006; Sadasivam and Decaprio 2013; van den Heuvel and Dyson 2008). *C. elegans* DRM and its homologs in other species regulate genes involved in cell cycle and development, and its dysfunction is linked to sterility, developmental defects, and cancer (*e.g.*, Chi and Reinke 2006; Dimova *et al.* 2003; Georlette *et al.* 2007; Korenjak *et al.* 2004; Kudron *et al.* 2013; Litovchick *et al.* 2007; Reichert *et al.* 2010; Sadasivam and Decaprio 2013; Tabuchi *et al.* 2011; Thomas *et al.* 2003). In *C. elegans* germ cells, DRM predominantly localizes to autosomes, yet loss of the DRM subunit LIN-54 leads to excessive repression of X-linked genes (Tabuchi *et al.* 2011). Autosomally concentrated LIN-54 affecting the expression of genes on the X is reminiscent of MES-4. Although DRM and MES-4 share the unique feature of acting on the X from a distance, it was not previously known whether DRM and MES-4 oppositely influence the same set of X-linked genes, and if they antagonistically regulate genes on the autosomes.

In this work, we show that MES-4 and DRM oppositely regulate a common set of genes to maintain proper transcript dosages for germ cells. We found that DRM counteracts activation of germline genes and repression of somatic genes and X-linked genes by MES-4. Loss of either factor oppositely skewed transcript levels of those genes, whereas loss of both restored their levels closer to wild type. Moreover, the maternal-effect sterile phenotype of *mes-4* mutants was ameliorated by concomitant loss of DRM, highlighting the importance of the oppositely-acting gene regulatory activities of MES-4 and DRM for the development of germ cells. Such opposing regulation was particularly striking for genes located on the X chromosome, illustrating how the X chromosomes in *C. elegans* germ cells are not silenced but tuned to low levels of transcription. We propose that the combined action of MES-4 and DRM prevents transcripts from deviating toward excessive or insufficient levels incompatible with germ-cell function, achieves significant but not complete dampening of X chromosome-wide transcription, and perhaps lowers the barrier to future gene expression changes in the soma. This work illustrates how the action of antagonistic transcriptional regulators on common target genes can control the precise levels of transcripts in a tissue during development.

## Materials and Methods

### Strains

All strains were cultured at 20°, using standard methods. The following strains were used: N2 (Bristol) as wild type, *lin-54(n3423) IV/nT1[qIS51]* (IV;V) and *lin-54(n2990) IV/nT1[qIS51]* (IV;V), *mes-4(ok2326)* V*/nT1[qIs51]* (IV;V), *dpy-11(e224) mes-4(bn23) unc-76(e911) V/*D*nT1[unc(n754)let]* (IV;V), and *dpy-11(e224) mes-4(bn58) V/*D*nT1[unc(n754)let]* (IV;V). See Supporting Information, File S1 for descriptions of alleles.

### Microarray analysis of dissected germlines

A total of 50-70 germlines were dissected from wild-type and mutant (M+Z- generation) young adult hermaphrodites (24 hr after L4 stage) in 1× egg buffer containing 0.1% Tween20, and cut germlines extending from the mitotic tip through meiotic late pachytene were transferred to a tube containing Trizol (Invitrogen) for RNA isolation. The MessageAmp II aRNA Amplification Kit (Ambion) was used to create cDNA, to amplify antisense RNA (aRNA), and to label aRNA with biotinylated UTP. This differs from the labeled amplified RNA preparation method in Tabuchi *et al.* (2011), in which an additional linear amplification step was included. Fragmentation of biotin-labeled aRNA, hybridization to Affymetrix GeneChip *C. elegans* genome arrays, and scanning were performed at the Genomics Core Facility at University of Massachusetts Medical School. Three biological replicates were performed for each strain. Germlines from each genotype were collected and analyzed in parallel to facilitate comparison and are not the same samples used for germline microarray analysis in previous studies (Bender *et al.* 2006; Gaydos *et al.* 2012; Tabuchi *et al.* 2011). We compared our data with these previous microarray data sets and found high reproducibility, despite differences in amplification methods, germline regions harvested, microarray platforms, and *mes-4* alleles used. Correlation coefficients for significantly changed genes in (Tabuchi *et al.* 2011) and our current *lin-54 vs.* wild type are R = 0.92 for autosomal genes and R = 0.76 for X-linked genes; comparing (Gaydos *et al.* 2012) and our current *mes-4 vs.* wild type, the values are R = 0.91 for autosomal genes, R = 0.27 for significantly changed X-linked genes, and R = 0.60 for all X-linked genes.

Statistical analyses were performed with the use of custom scripts and packages in R (http://www.r-project.org) (Ihaka and Gentleman 1996) and Bioconductor (Gentleman *et al.* 2004). The affy package (Gautier *et al.* 2004) was used to quantile normalize the data across replicates (Bolstad *et al.* 2003) and the robust multichip average algorithm was used to obtain probe-set expression values (Bolstad *et al.* 2003). Log_2_-transformed data were used in subsequent analysis and plotting. Statistical analysis for misexpression was performed using the moderated *t*-test from the Bioconductor package limma (Smyth 2004). Statistical significance of misexpression (false discovery rate q) was obtained with the qvalue package (Storey and Tibshirani 2003). Genes with q ≤ 0.05 were called significant for all comparisons. Microarray data were deposited in National Center for Biotechnology Information’s Gene Expression Omnibus and are accessible through GEO series accession number GSE52064.

For box-and-whisker plots in Figure 1, Figure 2, Figure S1, A and B, and Figure S4, the transcript level of each gene within the set was represented by its normalized probe set log_2_ intensity (or the average of multiple probe sets corresponding to one gene). For the box-and-whisker plot in Figure S1C, log_2_(normalized read depth per transcript + 1) were plotted (data can be accessed at http://intermine.modencode.org/ under accession ID 4006). Log_2_-fold change expression values compared with the wild type were calculated for each gene in each strain. Boxes extend from the 25th to the 75th percentile, with the median indicated by a horizontal line; whiskers extend to the 2.5th and 97.5th percentiles. The Student’s *t*-test was used to calculate statistical significance.

**Figure 1:**
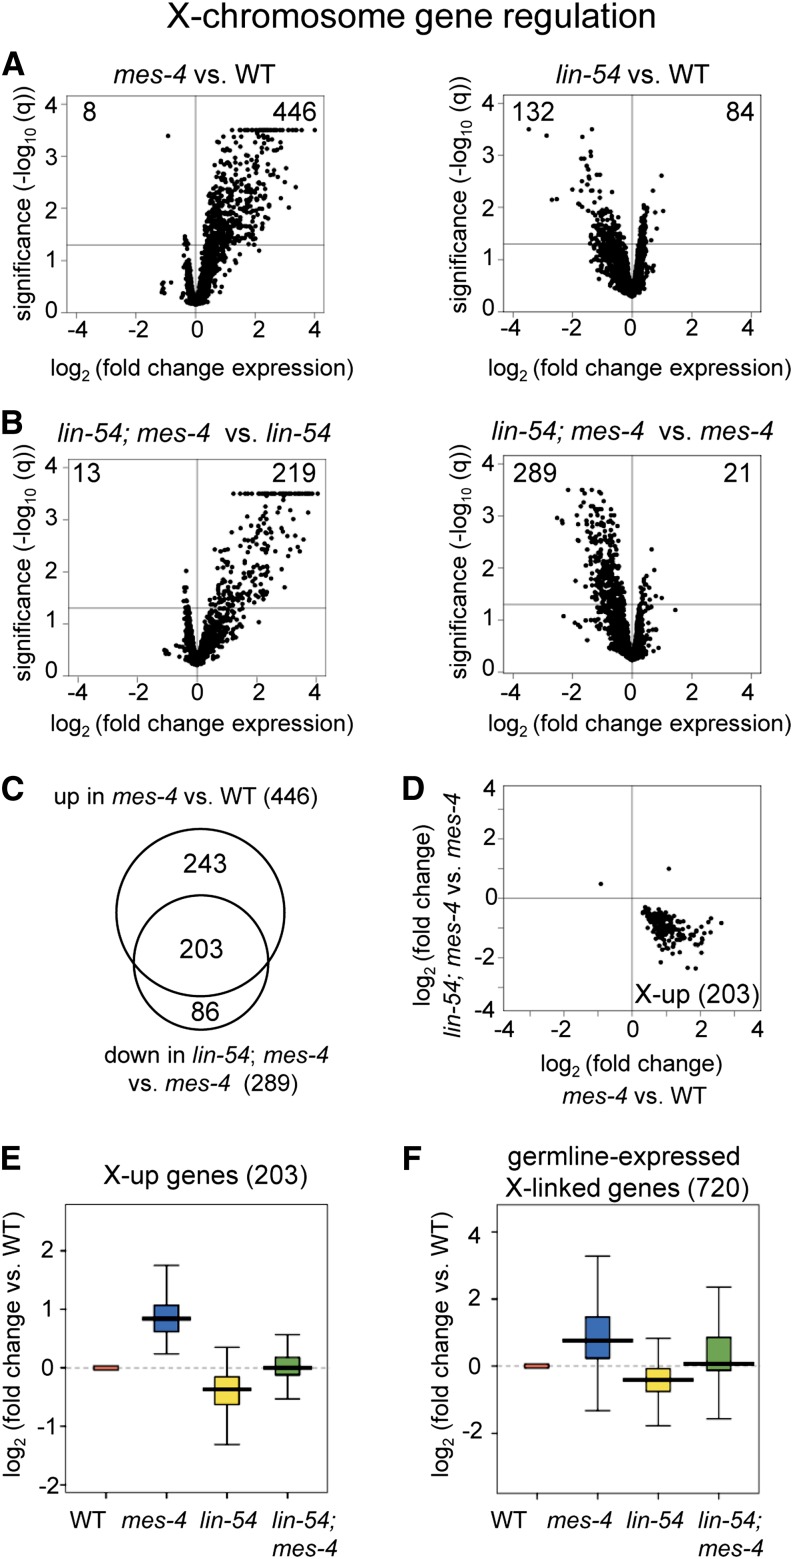
In germ cells, MES-4 and LIN-54 antagonistically regulate X-linked genes, and a double mutant restores more normal X expression. (A-F) Microarray analysis of dissected hermaphrodite germlines showing only X-linked transcripts. (A-B) Volcano plots with x-axis values showing log_2_ of the fold change in transcript level (A) between *mes-4(ok2326) vs.* wild type (WT) and *lin-54(n3423) vs.* WT and (B) between the double mutant *vs. lin-54* or the double mutant *vs. mes-4* single mutant. The y-axis values indicate the statistical significance (−log_10_ q-value) of misexpression of X-linked genes. The gray line marks the significance cutoff of q = 0.05. The numbers of genes significantly up- or down-regulated (q ≤ 0.05) are indicated in the top corners. Genes with −log_10_ q ≥ 3.5 are shown as 3.5. (C) The overlap of X-linked genes significantly up-regulated in *mes-4 vs.* WT and significantly down-regulated in *lin-54*; *mes-4 vs. mes-4* defines 203 genes named “X-up” for their behavior in the *mes-4* mutant (overlap *P* < 10^−99^, hypergeometric test). (D) Scatterplot of X-linked transcripts significantly changed in *mes-4 vs.* WT (q ≤ 0.05) and in the double *vs. mes-4* (q ≤ 0.05). (E-F) Transcript levels (log_2_ fold change) of X-up genes (E) or all germline-expressed X-linked genes (F) in *mes-4(ok2326)* (blue), *lin-54(n3423)* (yellow), and the double mutant (green) relative to WT (red). Each box extends from the 25th to the 75th percentile, with the median indicated by the horizontal line; whiskers extend from the 2.5th to the 97.5th percentile. All differences are statistically significant (Student’s *t*-test, *P* < 0.001), except for WT *vs. lin-54*; *mes-4* in E and F. See also Table S1 and Figure S2 and Figure S3.

**Figure 2:**
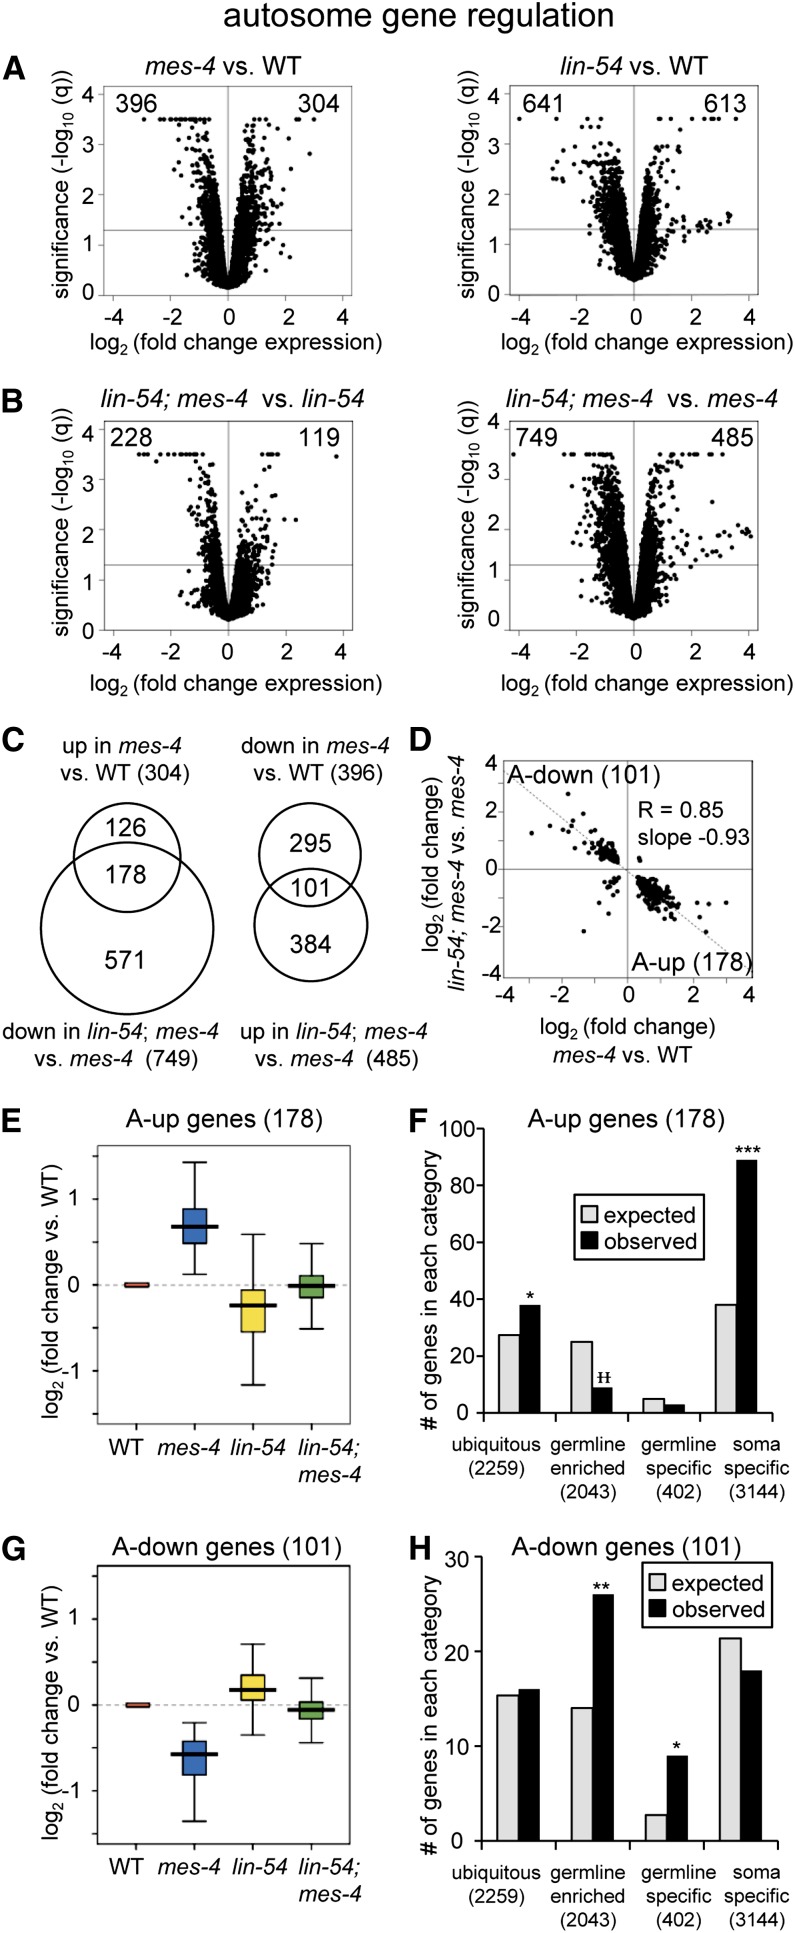
In germ cells, MES-4 and LIN-54 antagonistically regulate two classes of autosomal genes. (A-H) Microarray analysis of dissected hermaphrodite germlines showing only autosomal transcripts. (A and B) Volcano plots with x-axis values showing log_2_ of the fold change in autosomal transcript levels between each single mutant and wild type (WT) or between the double mutant and single mutant, and y-axis values showing statistical significance (−log_10_ q-value) of all autosomal genes on the microarray. The gray line marks the significance cut-off of q = 0.05. The numbers of genes significantly up- or down-regulated (q ≤ 0.05) are in the top corners. Genes with −log_10_ q ≥ 3.5 are shown as 3.5. (C) The overlap of autosomal genes significantly up-regulated in *mes-4 vs.* WT and down-regulated in *lin-54*; *mes-4 vs. mes-4* defines 178 genes, named “A-up” for their behavior in the *mes-4* mutant (overlap *P* < 10^−154^, hypergeometric test). The opposite direction of transcript changes defines 101 “A-down” genes (overlap *P* < 10^−61^). (D) Scatter plot of 296 autosomal genes significantly changed in *mes-4 vs.* WT (q ≤ 0.05) and in the double *vs. mes-4* (q ≤ 0.05); only 17 do not fall into the A-up or A-down categories. This illustrates the mostly opposite directions of transcript fold changes caused by loss of MES-4 and LIN-54. Linear regression analysis yields a slope of -0.93, R = 0.85, indicating strong anti-correlation (*P* < 0.001). (E and G) Transcript levels (log_2_ fold change) of A-up genes (E) or A-down genes (G) in *mes-4(ok2326)* (blue), *lin-54(n3423)* (yellow), and the double mutant (green) relative to WT (red). Each box extends from the 25th to the 75th percentile, with the median indicated by the horizontal line; whiskers extend from the 2.5th to the 97.5th percentiles. All differences are statistically significant (Student’s *t*-test, *P* < 0.001), except for *lin-54*; *mes-4 vs.* WT. (F and H) Expected (gray) and observed (black) numbers of A-up genes (F) or A-down genes (H) in different expression categories defined in (Gaydos *et al.* 2012). Significant enrichment (*) or depletion (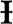) over expected are indicated (*P < 0.05, **P < 0.001, ***P < 10^−10^ by hypergeometric test). See also Table S1, Figure S2, and Figure S3.

To define expressed genes in Figure 1F, we used the present/marginal/absent calls generated by the mas5calls algorithm in the Bioconductor affy package. We required two or more present calls, or at least one present call and at least one marginal call among three biological replicates. To define expressed genes in Figure S4A, the top 720 highly expressed X-linked genes in wild-type soma (L1 larvae) were selected (Petrella *et al.* 2011).

Except where noted, if multiple probe sets correspond to the same gene annotation, the probe set with the most statistical significance of misexpression was used. The area-proportional Venn diagrams were created using the VennDiagram package, and the statistical significance of overlap was calculated using the hypergeometric test in R.

### Phenotypic analysis of germlines in single and double mutants

L4 stage wild-type or homozygous mutants from heterozygous mothers (M+Z- generation) were transferred to plates, and embryos laid within 24 hr were raised to adults (the M-Z- generation) and analyzed. Young adults were fixed with Carnoy’s solution and stained with the DNA dye DAPI. Images were acquired on a Zeiss Axioskop and processed with Image J and Adobe Photoshop. To facilitate quantification of germ cells in wild type, *lin-54(n2990)* single mutant, and *dpy-11(e224)* mutant animals, gonads were dissected and germ cells in one of the two gonad arms were counted and multiplied by two (Figure 3B). For *mes-4* single and *lin-54*; *mes-4* double mutant animals, germ cells in intact worms were counted.

**Figure 3:**
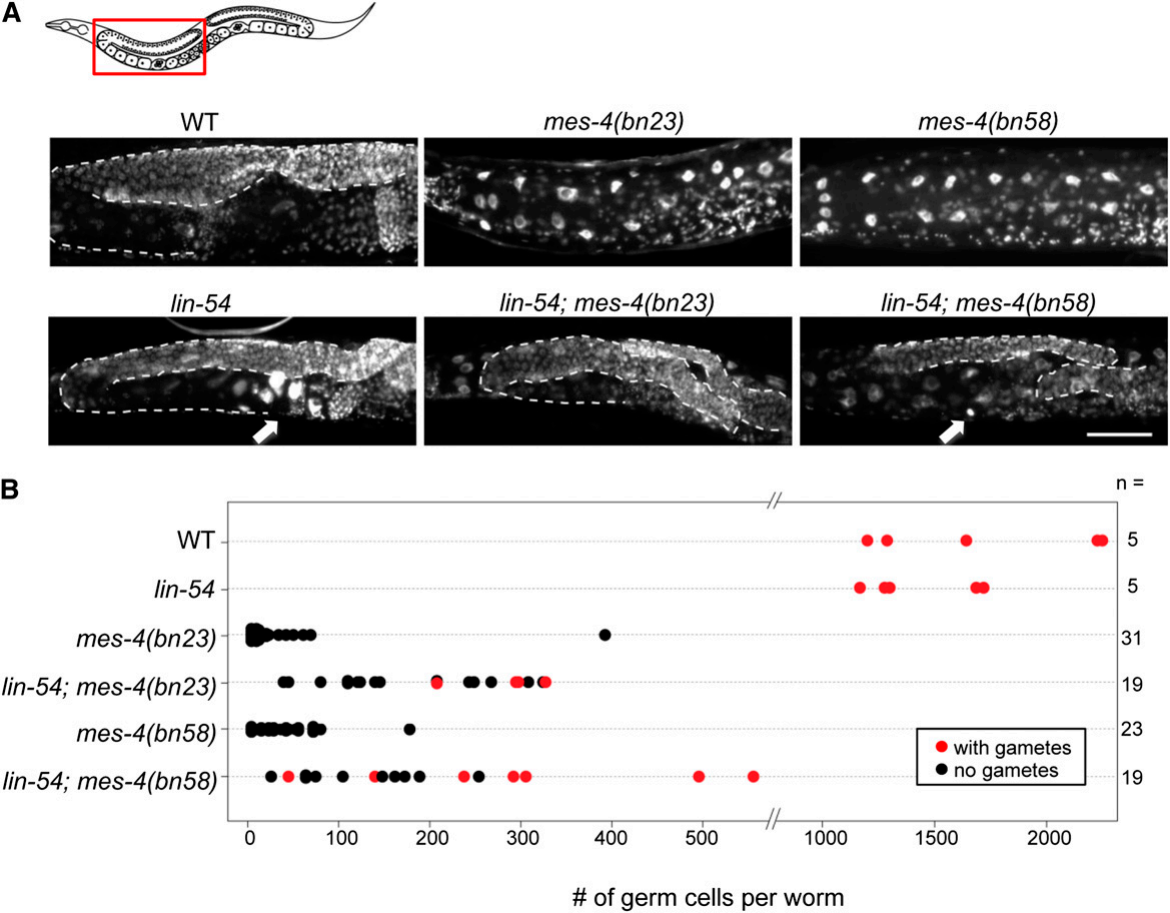
DNA staining of adult hermaphrodites in wild type (WT) and in mutants at the M-Z- generation with the following genotypes: *lin-54(n2990)*, *mes-4(bn23)*, *mes-4(bn58)*, *lin-54(n2990); mes-4(bn23)*, and *lin-54(n2990); mes-4(bn58)*. The images show a region including germ cells in one of the two gonad arms (indicated by the box in the illustration), with the distal end of each gonad arm oriented to the top right and the vulva at the bottom right. Gonad arms are outlined with dashed white lines to show the extent of germline proliferation. The *mes-4(bn23)* or *mes-4(bn58)* worms have no or few germ cells, whereas the double mutants have expanded germlines and sometimes contain gametes. Arrows point to endomitotic oocytes in *lin-54* and *lin-54*; *mes-4(bn58)*. Because the *mes-4(bn23)* and *mes-4(bn58)* alleles are linked to the phenotypic marker *dpy-11(e224)*, this mutant was included as a control; *dpy-11* hermaphrodites contained close-to-normal numbers of germ cells (∼1200) and gametes (not shown). (B) Germ-cell number per worm in each strain. Germ-cell counts were significantly greater in the *lin-54*; *mes-4* double mutants than in the *mes-4* single mutants (Wilcoxon signed-rank test, *P* < 10^−4^). Worms that contained gametes (sperm, oocytes, or endomitotic oocytes) are indicated with red dots. Scale bar = 50 μm.

### Chromatin immunoprecipitation (ChIP) data

ChIP-chip data for MES-4, H3K36me3, and H3K27me3 (in early embryos) can be obtained from GEO under the accession ID GSE38180, and H3K36me2 can be obtained under GSE22717 (Gaydos *et al.* 2012; Rechtsteiner *et al.* 2010). MES-4−bound genes were determined as described in Rechtsteiner *et al.* (2010). ChIP-chip data for LIN-54 (in mixed staged animals) were obtained from GEO under the accession ID GSE28852 (Tabuchi *et al.* 2011); LIN-54−bound genes were determined as described in Tabuchi *et al.* (2011). The LIN-54 genome browser tracks in Figure 4C display the ratio of IP/Input channel intensities. Intensity ratios were scaled to a median absolute deviation of 1, and the median was set to 1. All ChIP-chip data except LIN-54 were obtained on platforms based on genome assembly WS170. LIN-54 was lifted over from WS120 to WS170 using the UCSC Genome Browser liftover utility (http://genome.ucsc.edu/util.html). Ppie-1::EFL-1::GFP ChIP-seq data (EFL-1 expressed under the *pie-1* germline promoter; ChIP performed from young adults) were obtained from GEO under the accession ID GSE30246 (Kudron *et al.* 2013). Raw reads were mapped to WS170 using bowtie with default parameters (Langmead *et al.* 2009). MACS1.4 (Zhang *et al.* 2008) was used to call peaks for the mapped data using a bandwidth parameter of 300 and *P*-value of 10^−5^. Final peak calls for EFL-1 retained only peaks that overlapped in two biological replicates. A gene was called promoter bound by EFL-1 if a peak overlapped at least 200 bp with the region 500 bp upstream from the transcript start site to 500 bp downstream from the transcript start site as obtained from Wormbase.

**Figure 4:**
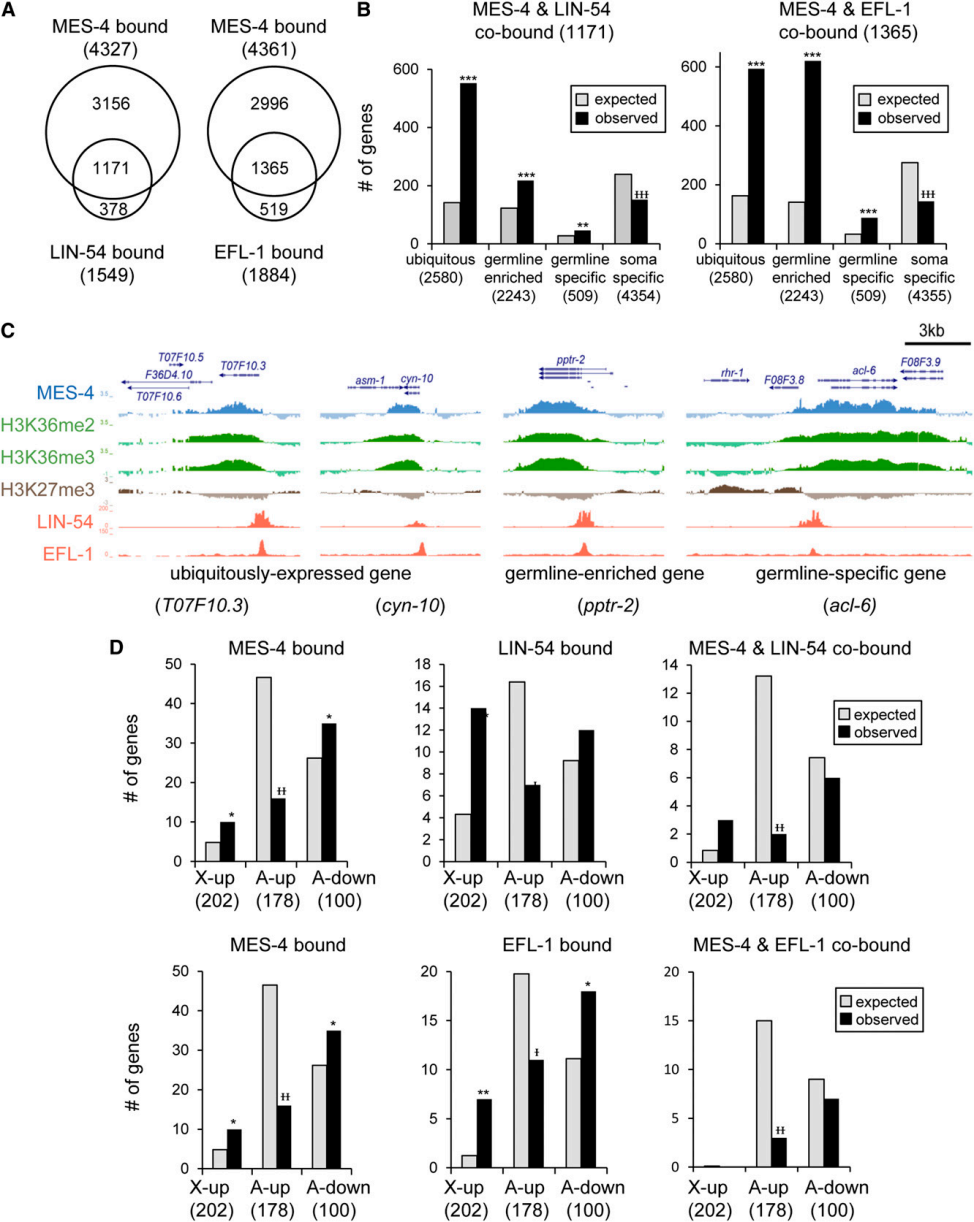
MES-4 and the DRM complex co-bind germline-expressed genes. (A) Overlap of gene bodies bound by MES-4 in embryos (Gaydos *et al.* 2012; Rechtsteiner *et al.* 2010) with gene promoters bound by LIN-54 in mixed-stages (Tabuchi *et al.* 2011) or by EFL-1 in the germline [determined from raw data of (Kudron *et al.* 2013), see *Materials and Methods*]. Overlap significance for both Venn diagrams is *P* < 10^−300^. (B) Expected (gray) and observed (black) numbers of genes co-bound by MES-4 and LIN-54 (left) or by MES-4 and EFL-1 (right) in different gene expression categories defined in (Gaydos *et al.* 2012). (C) View of ChIP binding data at representative genes expressed in the germline, which are enriched for MES-4 and H3K36me2/3 over the gene bodies (blue and green, respectively), depleted for H3K27me3 (brown), and bound by LIN-54 and EFL-1 (red) at the promoters. (D) Expected (gray) and observed (black) numbers of genes bound by MES-4, LIN-54, EFL-1, and both MES-4 and LIN-54 or MES-4 and EFL-1, among X-up, A-up, and A-down genes defined in Figures 1 and 2. Significant enrichment (*) or depletion (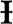) is indicated (* or 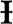 *P* < 0.05, ** or 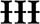 *P* < 0.001, *** or 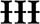 *P* < 10^−10^ by hypergeometric test). See also Figure S5.

## Results

### In germ cells, MES-4 and LIN-54 antagonistically regulate X-linked genes, and a double mutant restores more normal X expression

X chromosomes in many species and tissues are subject to special chromosome-wide forms of gene regulation. In *C. elegans* hermaphrodites, gene expression from the two X chromosomes is dampened in somatic and germ cells, but dampening occurs by different mechanisms in the two cell types. In the hermaphrodite soma, a “dosage compensation complex” related to chromosome condensation factors binds the two X chromosomes and down-regulates their expression to equal that of the single X in males (Meyer 2010). In the hermaphrodite germline, different factors including the MES proteins repress X-chromosome gene expression, and the X chromosome produces lower overall transcript levels than an average autosome (Figure S1A, also compare Figure S2, A−C, to Figure S2, D−F) (Bender *et al.* 2006; Gaydos *et al.* 2012; Kelly *et al.* 2002; Reinke *et al.* 2000; Wang *et al.* 2009). 

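In wild-type germlines the median transcript level of X-linked genes lay below that of autosomal genes on each of the 3 arrays. The median log2 level was 5.51 over 2355 X-linked genes and 5.84 over 14722 autosomal genes, and the difference within an array (X minus autosomes) was −0.33 ± 0.02 (mean ± SD, n = 3 arrays). By chromosome, the median was 6.66 on I, 5.88 on II, 6.75 on III, 5.85 on IV and 5.27 on V, so that chromosome V lay below the X. Each gene was given the mean of its probe sets on the log2 scale of the robust multichip average. Probe sets differ in affinity, so these medians describe groups of many genes. Over probe sets above the median level the difference was −2.06, and without probe sets shared between genes it was −0.19.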

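Several germline gene groups hardly occur on the X. None of 35 genes of meiotic prophase and recombination, none of 18 oocyte and eggshell genes, and 1 of 58 mitosis and cell cycle genes on the array is X-linked, compared with 26 of 96 neuronal genes and 14 of 44 intestinal genes. In the wild-type arrays the median log2 level was 10.06 ± 0.07 (SD, n = 3) for the meiotic genes, 10.55 ± 0.06 for the mitosis genes and 10.33 ± 0.04 for 37 germline RNA regulators and P-granule genes. It was 5.44 ± 0.06 for the neuronal genes. Among well-expressed genes the X lay further below the autosomes than the medians of all genes do. The upper quartile of the log2 level was 6.36 for X-linked genes and 8.66 for autosomal genes, and 4.37% of X-linked genes and 28.3% of autosomal genes were above the upper quartile of all genes. These groups were listed from general knowledge before the data were examined and are not the expression categories of Figure S1.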

In germline tissue, genes with germline expression that reside on the X chromosome exhibit lower expression than those that reside on the autosomes (Figure S1A) (Reinke *et al.* 2004; Reinke *et al.* 2000). In contrast, in somatic tissues, genes with somatic expression that reside on the X chromosome show expression similar to those that reside on autosomes (Figure S1, B and C) (Deng *et al.* 2011; Gupta *et al.* 2006). Perhaps as an evolutionary consequence of germline X-chromosome repression, fewer germline-expressed genes are located on the X chromosome compared with autosomes (Figure S1D) (Piano *et al.* 2000; Reinke *et al.* 2004; Reinke *et al.* 2000).

Previous studies implicated the MES proteins in repressing the X chromosomes in the germline, and the DRM complex in preventing excessive X-chromosome repression, but did not link the two systems in this process (Bender *et al.* 2006; Gaydos *et al.* 2012; Tabuchi *et al.* 2011). In other cellular contexts, such as vulva development, MES-4 and DRM mutants exhibit genetic antagonism (*e.g.*, Cui *et al.* 2006; Petrella *et al.* 2011; Wang *et al.* 2005; Wu *et al.* 2012). We therefore hypothesized that MES-4 and DRM counteract each other to promote proper germline gene expression, in particular by maintaining adequate but not excessive dampening of X-chromosome expression. To test this idea, we performed microarray analysis of germlines dissected from wild-type, *mes-4(ok2326)* null mutant, *lin-54(n3423)* null mutant, and *lin-54(n3423)*; *mes-4(ok2326)* double-mutant adult hermaphrodites. 

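Germlines, from the mitotic tip through late pachytene, were dissected from adult hermaphrodites 24 hr after the L4 stage at 20°. There were 3 biological replicates each of wild type, *mes-4(ok2326)*, *lin-54(n3423)* and the *lin-54*; *mes-4* double mutant, which makes 12 arrays. The mutants came from heterozygous mothers (M+Z−), so that their germlines had received maternal product. RNA was amplified linearly and hybridized to the Affymetrix GeneChip for *C. elegans*, which measures a transcript with probe sets of short oligonucleotides. The authors applied quantile normalization and the robust multichip average, so that the values start here as normalized log2 levels of 22548 probe sets and 77 controls. Array medians ranged from 5.81 to 5.93, and arrays of the same genotype correlated at 0.989 to 0.996. The 3 arrays per genotype limit the precision of every value.
A probe set was used for a gene when it was annotated to 1 gene, which held for 20766 probe sets. Of these, 20701 matched a gene of the reference annotation and gave 17085 genes, of which 2355 are X-linked, 14722 autosomal and 8 mitochondrial. Limma, the paper's tool, was fitted to all 12 arrays with 1 mean per genotype, Storey q-values were computed per comparison, and a gene was called by its most significant probe set at q at or below 0.05. The paper does not state over which probe sets q was computed. Here it was all non-control probe sets, by which 22 of 203 X-up, 24 of 177 A-up and 17 of 98 A-down genes of Table S1 were not called; with q over the most significant probe set of each gene, tried after the data were seen, all were called. For all 1568 entries of probe sets in Table S1, the log2 fold change obtained this way lay within 0.01 of the tabulated one and the p within 1%. Tested on simulated data built from these arrays, the *mes-4* comparison called 67.0% of genes changed 1.5-fold, 95.8% of those changed 2-fold and 99.2% of those changed 4-fold, while 4.01% of its calls fell on unchanged genes. Named gene lists were compared with all other probe sets by camera at a preset correlation of 0.01, and adjusted over 22 lists and 5 comparisons.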

Because LIN-54 and other DRM subunits bind and regulate gene expression similarly in the germline and because LIN-54 is required for DRM complex formation and DNA binding, we presume that results with LIN-54 reflect activities of a germline DRM complex (Chi and Reinke 2006; Harrison *et al.* 2006; Kudron *et al.* 2013; Tabuchi *et al.* 2011).

Consistent with previous findings, we observed that many X-linked genes were up-regulated in *mes-4* mutant germlines (446 genes, false discovery rate q ≤ 0.05 for all expression differences we report, Figure 1A left, Figure S2A, Table S1A), and many were down-regulated in *lin-54* mutant germlines (132 genes, Figure 1A right, Figure S2B, Table S1B). 

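In germlines that lack MES-4, 418 of 2355 X-linked genes (17.7%) were up-regulated and 4 were down-regulated, and 249 of them rose more than 2-fold. The largest increase was that of *rpl-11.2*, which encodes a protein of the large ribosomal subunit and rose from a log2 level of 9.33 ± 0.15 to 13.33 ± 0.54 (SD, n = 3; log2 fold change 4.00, standard error 0.35, q = 5.43e-05, limma). Among regulators of chromatin on the X, *utx-1*, which encodes an H3K27 demethylase, rose by 2.74 (standard error 0.36, q = 0.000922), the synMuv gene *lin-15B* by 2.32 (standard error 0.15, q = 9.34e-06) and *hpl-1*, which encodes an HP1 homolog, by 0.78 (standard error 0.15, q = 0.00896). *sdc-1*, a member of the somatic dosage compensation machinery, rose by 1.54 (standard error 0.18, q = 0.000512). The X-linked gene with the largest decrease was *C52B11.4* (log2 fold change −0.92, standard error 0.11, q = 0.000494).
All 6 X-linked members of a list of 43 genes of oxidative phosphorylation rose in *mes-4* germlines and none of its autosomal members was called (6 also when adjusted over the list alone; camera adjusted p = 9.36e-06, and adjusted p = 0.361 with an estimated correlation). They are *gas-1* of complex I (log2 fold change 3.36, standard error 0.24, q = 1.64e-05), *ucr-2.1* and *ucr-2.2* of complex III (3.56 and 2.47), *sdha-1* of complex II (2.61), and *asb-2* and *asg-2* of the ATP synthase (2.87 and 2.03). *ucr-2.2* and *asg-2* were named after their values were seen. Of 25 other synMuv and heterochromatin factors, 5 rose, all X-linked (6 up and 1 down when adjusted over the list alone; adjusted p = 0.00481, and adjusted p = 0.361 with an estimated correlation). Of 64 cytosolic ribosomal proteins 1 rose, *rpl-11.2* (1 adjusted over the list alone; adjusted p = 0.768). Genes of the major sperm protein (MSP), which mark spermatogenesis, had medians of 6.31 to 6.67 per *mes-4* array and 6.36 to 6.55 per wild-type array.
X-linked genes were called up-regulated more often than autosomal genes (odds ratio 11.5, Fisher's exact test, adjusted p = 1.65e-189 over 10 tests). The count of 418 was 213 without wild-type replicate 3, 247 without wild-type replicate 2 and 246 without *mes-4* replicate 3, and the 4 down-regulated genes were 1 to 8 under other settings.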

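In germlines that lack LIN-54, 101 X-linked genes (4.29%) were down-regulated, 53 of them more than 2-fold, and 45 were up-regulated. The largest decrease on the X was that of *tbh-1*, which encodes tyramine beta-hydroxylase, an enzyme of octopamine neurons and of the gonadal sheath, at 6.34 ± 0.79 in *lin-54* and 9.80 ± 0.47 in wild type (log2 level, SD, n = 3; log2 fold change −3.47, standard error 0.34, q = 0.000439, limma). *hsp-3*, which encodes a BiP chaperone of the endoplasmic reticulum, fell by 1.80 (standard error 0.33, q = 0.0114), although its call ended without wild-type replicate 1 or *lin-54* replicate 3. Decreases were also found for the protease gene *try-14* (−2.53, q = 0.00950) and for *C39D10.7* (−2.87, q = 0.000647). Of the up-regulated genes, *pkhm-2* (log2 fold change 0.98, standard error 0.14, q = 0.00360) and *cab-1* (0.70, q = 0.00661) were among the largest, and the median increase of all 45 was 0.38.
Genes of other cell types moved in the same arrays. *inx-8*, an autosomal gene for a gap junction subunit of the gonadal sheath, went from 10.03 ± 0.38 in wild type to 7.57 ± 0.47 in *lin-54* germlines (log2 fold change −2.46, standard error 0.31, q = 0.00198), while of 35 somatic gonad and sheath genes only *inx-8* fell and *mig-6* rose (6 up and 2 down when adjusted over the list alone; adjusted p = 0.822). The median of 22 MSP genes was 10.17, 7.20 and 8.83 in the 3 *lin-54* arrays, above every wild-type array.
The odds ratio of X-linked to autosomal decreases was 1.29 (Fisher's exact test, adjusted p = 0.0253 over 10 tests), but this excess was not kept under every setting, being 0.917 without wild-type replicate 2 (adjusted p = 0.682) and 1.07 with the Benjamini-Hochberg adjustment (adjusted p = 0.654). The number of genes down was 28, 41 or 43 without wild-type replicate 1, 2 or 3, 40 or 26 without *lin-54* replicate 2 or 3, 174 without *lin-54* replicate 1, 56 with the Benjamini-Hochberg adjustment, 67 without shared probe sets and 191 with only the 2 groups compared in the model. The 45 up-regulated genes were 4 to 81 under the settings tried.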

We then asked whether the double mutant would reverse the trend of X-linked gene misregulation in each single mutant. Indeed, the *lin-54*; *mes-4* double mutant compared with the *mes-4* single mutant showed down-regulation of X-linked genes (289 genes, Figure 1B right, Table S1C). Thus, loss of MES-4 derepresses X-linked genes, and additional loss of LIN-54 brings X-linked gene expression back down. 

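Loss of LIN-54 in germlines that already lacked MES-4 lowered 258 X-linked genes (11.0%), 98 of them more than 2-fold, and raised 16. The secretory-pathway gene *pdi-2*, which encodes a protein disulfide isomerase, fell from 9.70 ± 0.26 to 7.55 ± 0.10 (log2 level, SD, n = 3; log2 fold change −2.15, standard error 0.20, q = 0.000191, limma). *tbh-1* (−2.52, q = 0.00158) and *glit-1*, which encodes a gliotactin homolog (−2.35, q = 0.00174), fell by similar amounts, and *hsp-3* by more than in the comparison of *lin-54* with wild type (log2 fold change −2.33, standard error 0.33, q = 0.00191), a difference that did not pass as an interaction. Of the chromatin and dosage compensation genes that had risen in *mes-4*, *sdc-1* changed by −1.33 (q = 0.00404), *hpl-1* by −1.04 (q = 0.00186) and *lin-15B* by −0.67 (q = 0.0173).
Of 21 dosage compensation and sex determination genes, *sdc-1*, *sdc-2*, *sdc-3* and *xol-1* fell and none rose (5 down and 1 up when adjusted over the list alone; camera adjusted p = 0.000816, and adjusted p = 0.201 with an estimated correlation). The 4 decreases were 2 to 5 (limma) when an array was left out, being 2 without any wild-type or double-mutant replicate, *mes-4* replicate 1 or 3 or *lin-54* replicate 2. *sdc-3* is autosomal, and the call of *xol-1* ended without shared probe sets. None of the 6 X-linked genes of oxidative phosphorylation was called in this comparison. The sheath gene *inx-8* was lower in the double mutant than in *mes-4* (log2 fold change −1.55, standard error 0.31, q = 0.0108), and 19 of 22 MSP genes were higher. Of 35 somatic gonad and sheath genes, 5 fell and 2 rose.
Of the 101 X-linked genes down in *lin-54* compared with wild type, 78 were also down here (11.065 by independence; exact hypergeometric test, p = 4.88e-59), and across X-linked genes both effects of losing LIN-54, which share no array, correlated at r = 0.726 (genes are not independent replicates). The odds ratio of X-linked to autosomal decreases was 2.63 (Fisher's exact test, adjusted p = 1.59e-31 over 10 tests). The count of 258 was 120, 126 or 156 without double-mutant replicate 1, double-mutant replicate 3 or *mes-4* replicate 3, 150 with only the compared groups in the model and 166 without shared probe sets.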

We also compared the *lin-54*; *mes-4* double mutant to the *lin-54* single mutant, and found up-regulation of X-linked genes (219 genes, Figure 1B left, Table S1D). Thus, loss of LIN-54 enhances repression of X-linked genes, and additional loss of MES-4 brings X-linked gene expression back up.

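Loss of MES-4 in germlines that already lacked LIN-54 raised 211 X-linked genes (8.96%) and lowered 6, and 184 of the increases exceeded 2-fold. *fis-2*, which encodes a mitochondrial fission factor, rose from 6.04 ± 0.71 to 10.08 ± 0.60 (log2 level, SD, n = 3; log2 fold change 4.04, standard error 0.39, q = 9.9e-05, limma). *vps-52*, which encodes a subunit of a vesicle tethering complex (3.78, standard error 0.19, q = 2.78e-06), *nkat-3*, which encodes a kynurenine aminotransferase (3.78, q = 1.79e-05), and *usp-33*, which encodes a ubiquitin protease (3.86, q = 0.000229), rose by almost as much. Respiratory genes rose as well, *gas-1* by 3.69 (q = 7.22e-06) and *ucr-2.1* by 3.74, and so did the chromatin genes *utx-1* (3.43, q = 0.000155) and *lin-15B* (2.06, q = 1.29e-05).
The 6 X-linked genes were again the only called members of the oxidative phosphorylation list (7 up when adjusted over the list alone; adjusted p = 0.000235, and adjusted p = 0.430 with an estimated correlation). The 3 called members of the synMuv and heterochromatin list were *utx-1*, *lin-15B* and *lin-15A* (4 up when adjusted over the list alone; adjusted p = 4.96e-06, and adjusted p = 0.207 with an estimated correlation). Neither oocyte and eggshell genes (0 of 18; 0 adjusted over the list alone) nor sperm genes (0 of 47; 0 adjusted over the list alone) were called between these genotypes, which both lack LIN-54 (limma; at an unadjusted p under 0.05, 4 oocyte genes up and 1 down, and 1 sperm gene up and 1 down; camera adjusted p = 0.00564 and 0.0458, and adjusted p = 0.483 and 0.763 with an estimated correlation).
Of the 211 genes, 200 were also up in *mes-4* compared with wild type (37.5 by independence; exact hypergeometric test, p = 7.47e-155), although the 2 comparisons share no array, and the fold changes of X-linked genes correlated at r = 0.911 across genes, which are not independent replicates. X-linked genes were up-regulated more often than autosomal ones (odds ratio 15.3, Fisher's exact test, adjusted p = 2.97e-110 over 10 tests). Over all chromosomes 60.8% of called genes were up, and 78.7% when arrays were centred on their autosomal median. The count of 211 was 132 without *lin-54* replicate 3 and 140 without *lin-54* replicate 2, and the 6 down-regulated genes were 0 to 12 under the settings tried.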

We sought to define common X-linked genes antagonistically regulated by LIN-54 and MES-4. Given the genotypes we analyzed, antagonistically regulated genes could be defined in several ways, which are illustrated at the bottom of Figure S3A. We observed that many of the same X-linked genes with increased expression in the *mes-4* single mutant were down-regulated in the double mutant compared with the *mes-4* single mutant (Figure 1, C and D, Figure S3A, overlap significance *P* < 10^−99^). 

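Of the 418 X-linked genes up-regulated in *mes-4*, 181 (43.3%) were down-regulated in the double mutant compared with *mes-4*, where 45.8 would be shared by independent lists (exact hypergeometric test, p = 1.69e-90). These 181 genes had risen by a median of 0.84 in *mes-4* and lay at −0.01 in the double mutant compared with wild type. They include the dosage compensation genes *sdc-1* and *xol-1*, the chromatin genes *hpl-1* and *lin-15B*, the linker histone gene *hil-3* (−0.71 in the double mutant compared with *mes-4*, q = 0.00138) and *ced-8*, which acts in apoptosis (−0.91, q = 0.00395). Another 132 of the 418 genes were up-regulated in the double mutant compared with wild type too, by a median of 1.87 after 2.02 in *mes-4*. The second group holds *rpl-11.2*, *gas-1*, *ucr-2.1*, *utx-1*, *lin-15A* and also *lin-15B*, and 8 genes belong to both groups.
Both comparisons behind the overlap use the *mes-4* arrays. In 100 simulations without any changed gene, in which as many top genes were taken as had been called, this sharing gave an overlap of 120 genes on average and 135 at most. They take genes by rank, without a threshold on q, so they do not settle how much of the 181 the shared arrays give. With the threshold, limma called 0 genes in a simulated comparison without a changed gene (10 simulations). The overlap of 181 was 78 or 93 without wild-type replicate 3 or 2, 79 without *mes-4* replicate 3, 96 or 98 without double-mutant replicate 1 or 3, 104 with only the compared groups in the model and 116 without shared probe sets.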

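X-linked genes that rose without MES-4 and fell again without LIN-54 belong to several cellular processes. *cst-1*, a gene for a Hippo-pathway kinase, lay 0.91 above wild type in *mes-4* (q = 0.0383) and fell in the double mutant compared with *mes-4* (q = 0.00942). The values of the nuclear Argonaute gene *nrde-3* were 1.05 (q = 0.0243) and −1.01 (q = 0.0245), and those of the translation initiation factor gene *ife-4* were 0.81 (q = 0.0230) and −0.84 (q = 0.0168). For *dyn-1*, which encodes dynamin, they were 2.12 (standard error 0.25, q = 0.000519) and −1.17 (q = 0.0150). All were tested by limma on 3 arrays per genotype. The calls of *cst-1*, *nrde-3* and *ife-4* in *mes-4* ended, among other settings, without wild-type replicate 2 or 3 or *mes-4* replicate 3. Every gene of Table S1E was found on the array, and all 181 genes called here are among them. Since the study chose that table on these same arrays, its genes' direction in *mes-4* and in the double mutant compared with *mes-4* is not independent evidence.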

We used this overlap to define 203 X-linked genes antagonistically regulated by MES-4 and LIN-54, which we named “X-up” genes (referring to their behavior in the *mes-4* mutant, Table S1E). Figure 1D shows the 205 genes significantly misregulated in both the *mes-4* single mutant *vs.* wild type (effect of the *mes-4* mutation) and in the *lin-54*; *mes-4* double mutant *vs.* the *mes-4* single mutant (effect of the *lin-54* mutation). Of these 205 genes, 203 (99%) are the antagonistically regulated X-up genes.

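Across X-linked genes called in both comparisons, 183 in all, 182 (99.5%) changed in opposite directions, and all but 1 of these rose in *mes-4*. The exception is *C52B11.4*, which was lower in *mes-4* and 0.48 higher in the double mutant than in *mes-4* (q = 0.0186, limma). *F54G2.2* was the gene that moved the same way in both, up by 1.08 (q = 0.0447) and by a further 0.99 (q = 0.0483), and was named after its values were seen. Some genes with large increases returned in part. *F28H6.4* rose by 2.24 (standard error 0.21, q = 0.000102) and fell by 0.80 (q = 0.0372), and *sor-3* by 2.62 (standard error 0.20, q = 2.75e-05) and −0.83 (q = 0.0267). The least-squares slope of the second change on the first was −0.47 (standard error 0.0559; Pearson's r = −0.530, Spearman's rho = −0.637), computed across genes, which are not independent replicates. Simulated unchanged X-linked genes taken in both comparisons, which share the *mes-4* arrays, had opposite signs in 98.6% of cases on average and a slope of −1.01. Opposite directions among genes called in both therefore cannot tell opposition of the 2 factors from the effect of shared arrays. The simulated genes were taken by rank without a threshold on q, and their slope differs from the −0.47 of the called genes.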

Next, we investigated whether removal of both factors would restore wild-type transcript levels. We found that although transcript abundance of X-up genes increased in the *mes-4* mutant compared with wild type (*P* < 0.001) and decreased in the *lin-54* mutant compared with wild type (*P* < 0.001), transcript abundance returned closer to wild-type levels in the double mutant (no significant difference from wild type, Figure 1E, Figure S2C). These results are reminiscent of transcript dose tuning by antagonistic coactivators and corepressors in mammalian stem cells, where depletion of either regulator oppositely skews target transcript levels, and depletion of both regulators restores more wild-type expression (Hu and Wade 2012; Reynolds *et al.* 2013; Yildirim *et al.* 2011). 

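The 203 X-up genes of Table S1 had a median log2 level of 6.46 ± 0.11 in wild type, 7.35 ± 0.23 in *mes-4*, 6.07 ± 0.15 in *lin-54* and 6.51 ± 0.11 in the double mutant (SD, n = 3 arrays each). Their median change against wild type was 0.84 ± 0.23 in *mes-4* (SD of the 3 arrays), −0.37 ± 0.17 in *lin-54* and 0.003 ± 0.14 in the double mutant. The *mes-4* arrays all lay above and the *lin-54* arrays all below the wild-type arrays (exact permutation test, two-sided, p = 0.1 in each case, the smallest that 3 arrays against 3 allow), while the double-mutant arrays overlapped them (exact permutation p = 0.6), which at this size does not show a return to the wild-type level. For 199 of 203 genes the double mutant was closer to wild type than *mes-4* was, and 153 were closer than in *lin-54*. Of the 203 genes, 50 were called down in *lin-54* and none up, a direction that the choice of the list did not use, and 8 genes were called up and 6 down in the double mutant compared with wild type.
The list was chosen by the study on these arrays as up in *mes-4* and down in the double mutant compared with *mes-4*, so that a rise and a return are not independent evidence. When genes were chosen instead as up in *mes-4* and down in *lin-54*, which fixes their direction in both, the median in the double mutant was −0.06. The paper likens the behavior of X-up genes to the tuning of transcript dose by coactivators and corepressors in mammalian stem cells.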

Interestingly, the counteracting activities of MES-4 and LIN-54 extend to the whole-chromosome scale: the average expression of all X-linked genes we defined as expressed in the wild-type germline (720 genes, see *Materials and Methods*) behaved like X-up genes (Figure 1F). 

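Averaged over the 720 X-linked genes with the highest wild-type levels, transcripts were higher in *mes-4*, lower in *lin-54* and near wild type in the double mutant. Their median log2 level was 6.86 ± 0.10 in wild type, 7.34 ± 0.12 in *mes-4*, 6.68 ± 0.10 in *lin-54* and 6.97 ± 0.10 in the double mutant (SD, n = 3 arrays each). The median change was 0.44 ± 0.16 in *mes-4* (exact permutation test, p = 0.1, the smallest possible), −0.21 ± 0.13 in *lin-54* (exact permutation p = 0.2) and 0.05 ± 0.09 in the double mutant (exact permutation p = 0.3). Of these genes 271 were called up in *mes-4* and 2 down, 86 down in *lin-54* and 10 up, and 118 up in the double mutant and 15 down. The double mutant was closer to wild type than *mes-4* for 513 of the 720.
The X-linked median relative to the autosomal median rose from wild type to −0.24 ± 0.01 in *mes-4*, and was −0.38 ± 0.01 in *lin-54* and −0.31 ± 0.02 in the double mutant (SD, n = 3). Over all X-linked genes the median change was 0.005 in *mes-4*, 0.04 in *lin-54* and 0.02 in the double mutant. The paper took 720 genes by present calls, which need probe-level values, so the same number was taken here by level. With the highest 400 genes the median was 0.76 in *mes-4* and −0.40 in *lin-54*, and with the highest 1000 it was 0.25 and −0.066.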

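Without the X-up genes, 598 of the 720 X-linked genes with the highest wild-type levels remained, among them *rpl-11.2*, *gas-1*, *utx-1* and *ucr-2.1*, which stayed up in the double mutant. The median change of the 598 genes was 0.22 ± 0.03 in *mes-4* (SD, n = 3 arrays; exact permutation test, p = 0.1, the smallest possible), −0.10 ± 0.07 in *lin-54* (exact permutation p = 0.2) and 0.06 ± 0.07 in the double mutant (exact permutation p = 0.1). In *mes-4* 158 of these genes were called up and 2 down, and in *lin-54* 46 were called down and 10 up. In the double mutant 111 were called up and 9 down compared with wild type, and 395 were closer to wild type than in *mes-4*. The double mutant differed from *mes-4* by a median of −0.07. After these genes, the paper concludes that each factor acts on X transcripts by countering the other.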

Even when the 203 X-up genes are subtracted from these 720 genes, the remaining genes show the same trend (data not shown). Thus, the critical role in X transcript regulation played by each factor is executed by countering the other factor, such that removal of both restores a closer-to-wild type X-chromosome expression level. We re-analyzed published transcript profiles of *mes-4* and DRM mutant somatic tissue (Petrella *et al.* 2011) and found no such X-chromosome-wide transcriptional regulation by MES-4 and DRM (Figure S4A). Together, these results show that in the hermaphrodite germline, but not in the soma, opposing activities of MES-4 and DRM modulate X-chromosome-wide transcript levels to achieve partial X-chromosome repression.

### In germ cells, MES-4 and LIN-54 antagonistically regulate two classes of autosomal genes

In *C. elegans*, most genes required for germline function reside on the autosomes (Figure S1D) (Kamath and Ahringer 2003; Piano *et al.* 2000; Reinke *et al.* 2000, 2004), perhaps because as X-chromosome repression evolved it imposed pressure for genes required for fertility and viability to relocate to autosomes. 

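On the autosomes, loss of MES-4 raised 272 genes and lowered 329 of 14722, with median changes of 0.73 and −0.58. *mig-14*, which encodes the Wnt secretion factor Wntless, fell from 9.09 ± 0.14 to 6.17 ± 0.42 (log2 level, SD, n = 3; log2 fold change −2.92, standard error 0.24, q = 4.12e-05, limma), and *tcab-1*, which encodes a telomerase Cajal body protein homolog, by 2.01 (standard error 0.13, q = 1.07e-05). Among the increases, *C18D4.6* (log2 fold change 3.00, standard error 0.16, q = 5.06e-06), the F-box gene *fbxa-65* (2.85, q = 0.00191) and the transporter subunit gene *atgp-1* (2.47, q = 9.32e-05) were largest. Of 35 histone genes, *his-41* rose (1.48, q = 0.00460) and so did the X-linked *hil-3*, while the linker histone gene *hil-8* fell by 1.24 (q = 0.00149; 5 up and 1 down when adjusted over the list alone; camera adjusted p = 0.00287, and adjusted p = 0.381 with an estimated correlation).
Most germline gene lists held few changes in *mes-4*. The meiotic genes had 1 decrease among 35, the chromosome V pairing factor gene *zim-2* (−0.49, q = 0.0119; 1 adjusted over the list alone; adjusted p = 0.00185, and adjusted p = 0.285 with an estimated correlation). The germline RNA regulators had 1 increase and 2 decreases among 37 (2 up and 4 down adjusted over the list alone; adjusted p = 0.751), the small RNA genes 2 increases among 42, *alg-2* and *nrde-3* (2 adjusted over the list alone; adjusted p = 0.989), and the DNA replication genes 1 decrease among 37, *psf-2* (1 adjusted over the list alone; adjusted p = 0.426). None of 18 oocyte and eggshell genes (1 down at an unadjusted p under 0.05; adjusted p = 0.0548) or 58 mitosis genes (4 up and 9 down at that p; adjusted p = 0.154) was called by limma, on all probe sets or adjusted over the list alone. Of 47 sperm genes, 1 rose, *cst-1*, whose kinase acts beyond sperm (0 adjusted over the list alone; adjusted p = 0.726). Of these list members, the germline RNA regulators were 0 to 2 up and 0 to 4 down, the small RNA genes 0 to 3 up and the meiotic genes 0 to 3 down (limma) when an array was left out. The counts of 272 and 329 were 111 and 130 without wild-type replicate 3, 123 and 194 without wild-type replicate 2, 175 and 195 without wild-type replicate 1, 159 up without *mes-4* replicate 3 and 201 down without *mes-4* replicate 2. With a minimum of 1.5-fold, 160 were down.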

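Loss of LIN-54 raised 399 autosomal genes and lowered 494. Oocyte and eggshell genes fell, 11 of 18 with no increase (14 down when adjusted over the list alone; camera adjusted p = 6.70e-17, and adjusted p = 0.188 with an estimated correlation). They include *perm-4* (11.33 ± 0.35 in wild type and 8.87 ± 1.07 in *lin-54*, log2 level, SD, n = 3; log2 fold change −2.46, standard error 0.42, q = 0.00764, limma) and *perm-2* (−2.09, standard error 0.31, q = 0.00373), which encode components of the eggshell permeability layer, *egg-1*, which encodes an oocyte receptor needed for fertilization (−0.65, q = 0.0129), and *puf-5*, which encodes a translational regulator of oocytes (−0.62, q = 0.0125). In the same arrays MSP genes rose and the sheath gene *inx-8* fell, the only decrease among 35 somatic gonad and sheath genes, of which 1 rose. Of 47 sperm genes 14 were up and 2 down (29 up and 3 down when adjusted over the list alone; adjusted p = 2.41e-07, and adjusted p = 0.381 with an estimated correlation), of which 10 belong to the MSP family, such as *msp-36* (9.14 ± 2.02 and 5.79 ± 0.28; log2 fold change 3.35, standard error 0.85, q = 0.0355).
Genes of other processes changed as well. Of 43 genes of oxidative phosphorylation 12 rose, all autosomal (23 when adjusted over the list alone; adjusted p = 3.32e-10, and adjusted p = 0.234 with an estimated correlation), such as *isp-1* of complex III (0.46, standard error 0.07, q = 0.00629) and *nuo-2* of complex I (0.52, q = 0.0125). Mitosis and cell cycle genes fell in 8 of 58 cases (12 down when adjusted over the list alone; adjusted p = 4.70e-11, and adjusted p = 0.201 with an estimated correlation), among them the kinase gene *cdk-1* (−0.42, standard error 0.07, q = 0.00507) and the spindle checkpoint gene *mdf-1* (−0.60, q = 0.00773). Of 42 small RNA genes 7 fell (1 up and 10 down when adjusted over the list alone; adjusted p = 0.000235, and adjusted p = 0.234 with an estimated correlation), and of 16 apoptosis genes 2, *ced-1* and *ced-9* (6 down when adjusted over the list alone; adjusted p = 0.000344, and adjusted p = 0.188 with an estimated correlation). The synaptonemal complex gene *syp-1* rose (log2 fold change 0.97, standard error 0.14, q = 0.00351), in a list of 35 meiotic genes with 1 increase and 3 decreases (1 up and 4 down when adjusted over the list alone; adjusted p = 0.0746). Stress genes of the endoplasmic reticulum, *xbp-1* (−1.04, q = 0.00449) and *hsp-4* (−0.78, q = 0.00447), were lower, in a heat shock and stress list of 32 genes with 2 increases and 4 decreases (2 up and 9 down when adjusted over the list alone; adjusted p = 0.0323, and adjusted p = 0.281 with an estimated correlation). The calls of *egg-1* and *puf-5* ended without wild-type replicate 1 or *lin-54* replicate 3, those of *msp-36* without any wild-type replicate or *lin-54* replicate 1 or 3, and *nuo-2*, *isp-1* and *cdk-1* changed by less than 1.5-fold.
The counts of list members depended on single arrays. The 11 oocyte genes were 2, 6 or 4 without wild-type replicate 1, 2 or 3 and 2 without *lin-54* replicate 3. The 14 sperm genes were 1, 1 or 0 (limma) without wild-type replicate 1, 2 or 3, 2 or 0 without *lin-54* replicate 1 or 3, 26 without *lin-54* replicate 2 and 1 without shared probe sets. The 12 genes of oxidative phosphorylation were 4 or 5 without wild-type replicate 1 or 2, 6 or 3 without *lin-54* replicate 2 or 3, 3 without shared probe sets and 0 with a minimum of 1.5-fold (limma). The 8 mitosis genes were 2 or 3 without wild-type replicate 1 or 3 and 4 or 2 without *lin-54* replicate 2 or 3, and the 7 small RNA genes were 3 without wild-type replicate 2 and 0 (limma) without wild-type replicate 1 or 3 or *lin-54* replicate 2 or 3. The heat shock and stress genes were 0 up and 2 down (limma) without wild-type replicate 1 or *lin-54* replicate 3, and 0 up (limma) without wild-type replicate 2 or *lin-54* replicate 2. The 2 apoptosis genes were 0 (limma) without any wild-type replicate or *lin-54* replicate 3, and the 3 meiotic genes down were 0 (limma) without wild-type replicate 1 or 3 or *lin-54* replicate 2 or 3.
Over all chromosomes 42.7% of called genes were up, and 17.5% when arrays were centred on their autosomal median. The counts of 399 up and 494 down were 75 and 119 without wild-type replicate 1, 137 and 279 without wild-type replicate 2, 93 and 197 without wild-type replicate 3, 188 and 235 without *lin-54* replicate 2, and 85 and 117 without *lin-54* replicate 3. With the Benjamini-Hochberg adjustment they were 190 and 329, without shared probe sets 243 and 292, and with a minimum of 1.5-fold 85 and 271; centred on autosomes 155 were up, and with q over genes, a setting added after the values were seen, 616 were up.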

MES-4 and DRM show autosome-enriched binding (Fong *et al.* 2002; Tabuchi *et al.* 2011), and in germline tissue each up-regulates and down-regulates many autosomal genes in addition to influencing expression of genes on the X (Figure 2, A and B; Figure S2, D and E) (Chi and Reinke 2006; Gaydos *et al.* 2012; Kudron *et al.* 2013; Tabuchi *et al.* 2011). Previously it was not known whether these two transcriptional regulators shared common targets and belonged to a common pathway of germline gene regulation.

Our analysis revealed that MES-4 and LIN-54 antagonistically regulate two groups of autosomal genes, in reciprocal manners. One set of autosomal genes mirrors the trend seen with X-linked genes: up-regulated in the *mes-4* mutant, and down-regulated in the *lin-54*; *mes-4* double mutant compared with the *mes-4* single mutant. 

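Of the 272 autosomal genes up-regulated in *mes-4*, 155 (57.0%) were down-regulated in the double mutant compared with *mes-4*, where 12.14 would be shared by independent lists (exact hypergeometric test, p = 1.21e-140). *F35H10.10* changed by 2.39 in *mes-4* (q = 5.06e-06, limma, 3 arrays per genotype) and by −2.18 with the loss of LIN-54 (standard error 0.13, q = 4.44e-06). The F-box gene *fbxb-97* changed by 2.19 (standard error 0.35, q = 0.00385) and −1.66 (q = 0.0146). *gon-2*, which encodes a TRPM channel needed for gonad development, lay 0.76 above wild type (q = 0.00722) and fell below its *mes-4* level in the double mutant (q = 0.00165), although its calls ended with probe sets above the median level alone and with the mean of its probe sets. *alg-2*, an Argonaute gene of the microRNA pathway, rose by 1.17 (q = 0.0112), except without wild-type replicate 3, and changed by −0.89 in the double mutant compared with *mes-4* (q = 0.0330). In the double mutant *inx-8* and 12 of 18 oocyte and eggshell genes fell and MSP genes rose compared with *mes-4*, none of them in this group of 155. Of 35 somatic gonad and sheath genes, 5 fell, *inx-8* among them, and 2 rose. The oocyte list did not pass the threshold of camera with an estimated correlation.
Sharing the *mes-4* arrays gave an overlap of 79.2 genes on average and 99 at most in the simulations of unchanged genes. These take top genes by rank, without a threshold on q, so they do not settle how much of the 155 the shared arrays give. The count of 155 was 69 or 80 without wild-type replicate 3 or 2, 84 without *mes-4* replicate 3, 88 or 87 without double-mutant replicate 1 or 3, and 98 without shared probe sets.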

We named this set of genes “A-up” for its behavior in the *mes-4* mutant; these genes in wild-type germlines are repressed by MES-4 and their repression is antagonized by LIN-54 (178 genes, Figure 2, C and D, Table S1F, Figure S3B, overlap significance *P* < 10^−154^). The second gene set is also antagonistically regulated by MES-4 and LIN-54, but reciprocally: down-regulated in the *mes-4* mutant and up-regulated in *lin-54*; *mes-4* compared to *mes-4*. We named this gene set “A-down” because of its behavior in the *mes-4* mutant; these genes in wild-type germlines are activated by MES-4, and their activation is antagonized by LIN-54 (101 genes, Figure 2, C and D, Table S1G, Figure S3C, overlap significance *P* < 10^−61^). 

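Of the 329 autosomal genes down-regulated in *mes-4*, 83 were up-regulated in the double mutant compared with *mes-4*, where 8.85 would be shared by independent lists (exact hypergeometric test, p = 7.15e-58). *mig-14* rose by 1.26 in the double mutant compared with *mes-4* (standard error 0.24, q = 0.00921, limma, 3 arrays per genotype). The zinc finger gene *ztf-28* changed by −1.80 in *mes-4* (standard error 0.18, q = 0.000132) and 1.31 with the loss of LIN-54 (q = 0.00159), and the F-box gene *fbxa-107* by −1.97 (standard error 0.22, q = 0.000291) and 1.38 (q = 0.00308). *F57A10.4* went from −1.82 in *mes-4* (q = 5.17e-06) to a rise of 2.63 (q = 1.14e-07), past the wild-type level. *pgl-2*, which encodes a P-granule component, was −0.55 in *mes-4* (q = 0.0498) and 0.53 in the double mutant compared with *mes-4* (q = 0.0445), and its first call held under 10 of 23 settings tried. MSP genes rose and *inx-8* fell in the same double-mutant arrays, none of them in this group of 83. Of 35 somatic gonad and sheath genes, 5 fell and 2 rose compared with *mes-4*.
In the simulations of unchanged genes that share the *mes-4* arrays, the overlap was 66.8 genes on average and 82 at most. Top genes were taken there by rank, without a threshold on q, so how much of the 83 the shared arrays give is not settled. The count of 83 was 41 without wild-type replicate 3, 55 without wild-type replicate 1 or 2, 50 without *mes-4* replicate 2, 46 or 45 without double-mutant replicate 1 or 3, 32 with only the compared groups in the model, 47 centred on autosomes, 30 with a minimum of 1.5-fold and 142 after quantile normalization of the probe set values.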

The scatter plot in Figure 2D compares expression changes of all genes significantly misexpressed both in the *mes-4* single mutant *vs.* wild type (effect of the *mes-4* mutation) and in the double mutant *vs. mes-4* single mutant (effect of the *lin-54* mutation). 

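In all, 246 autosomal genes were called both in *mes-4* compared with wild type and in the double mutant compared with *mes-4*, and 238 of them (96.7%) moved in opposite directions. Simulated unchanged genes that share the *mes-4* arrays, taken by rank, did so in 99.9% of cases. The share of opposite directions therefore cannot by itself tell opposition of the 2 factors from the effect of shared arrays. The histone gene *his-41*, which rose in *mes-4*, was not among the 246 genes and stayed up in the double mutant compared with wild type (log2 fold change 1.88, standard error 0.25, q = 0.00111, limma). Of autosomal genes, 115 were down both in *mes-4* and in the double mutant compared with wild type (10.5 by independence). This was more than in any simulation without a changed gene that shares the wild-type arrays (74.9 on average and 96 at most). Up in both were 37 (4.06 by independence), not above these simulations (38.3 on average and 50 at most). The simulations take top genes by rank, so they do not settle how much of the 37 the shared arrays give. Among those up, *C18D4.6* had a change of −1.16 between the double mutant and *mes-4* (standard error 0.16, q = 0.00160) and remained 1.84 above wild type (q = 5.95e-05), as measured on 3 arrays per genotype. Comparing each single mutant with wild type instead, 59 of 93 autosomal genes and 65 of 68 X-linked genes called in both had opposite directions. Of 460 autosomal genes called in both comparisons that remove LIN-54, which share no array, 458 moved the same way, and so did 147 of 147 called in both comparisons that remove MES-4.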

Of 296 autosomal genes with significantly altered expression in both experiments, 279 (94%) are antagonistically regulated. 

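Across the 246 autosomal genes called in both comparisons, the least-squares slope of the change upon losing LIN-54 on the change upon losing MES-4 was −0.80 (standard error 0.0282), with Pearson's r = −0.875 and Spearman's rho = −0.861. The slope describes genes, which are not independent replicates. *F35H10.10* and *mig-14* are among those with the largest changes in *mes-4*, and *atgp-1* had 2.47 in *mes-4* and −1.21 in the double mutant compared with *mes-4* (q = 0.00933, limma, 3 arrays per genotype). *F25E5.1* had 2.12 (standard error 0.28, q = 0.000942) and −1.16 (q = 0.0228). Because *mes-4* arrays enter both changes with opposite signs, simulated unchanged genes gave a slope of −0.91 on average and r = −0.972. Those genes were taken by rank on the mean of a gene's probe sets, without a threshold on q, and not called as the 246 genes were. Between comparisons that share no array, both effects of losing LIN-54 correlated at r = 0.747 across all autosomal genes and both effects of losing MES-4 at r = 0.588.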

The line of best fit has a slope of −0.93 and a correlation coefficient R-value of 0.85 (*P* < 0.001), indicating a strong negative correlation between the two mutants and thus similar degrees of gene misregulation but in opposite directions in the two mutants.

For both sets of autosomal genes, we found a restoration of more wild-type expression levels in the absence of both factors. 

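The 177 A-up genes of Table S1 that were found on the array had a median log2 level of 6.17 ± 0.07 in wild type, 6.88 ± 0.20 in *mes-4*, 5.89 ± 0.12 in *lin-54* and 6.17 ± 0.06 in the *lin-54*; *mes-4* double mutant (SD, n = 3 arrays each). Their median change against wild type was 0.68 ± 0.15 in *mes-4* (exact permutation test, p = 0.1, the smallest possible), −0.24 ± 0.10 in *lin-54* (exact permutation p = 0.1) and −0.01 ± 0.06 in the double mutant (exact permutation p = 0.9). Of the 177 genes 172 were closer to wild type in the double mutant than in *mes-4*. In *lin-54*, 41 of these genes were called down and 1 up. The group was chosen by the study on these arrays, so that its rise in *mes-4* and its fall from *mes-4* to the double mutant are not independent evidence. Chosen instead as opposite in the single mutants, which fixes the direction in both, A-up genes had a median of −0.15 in the double mutant.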

Expression of A-up genes was increased in the *mes-4* mutant compared with the wild type (*P* < 0.001), decreased in the *lin-54* mutant compared with the wild type (*P* < 0.001), and returned to near-normal levels in the *lin-54*; *mes-4* double mutant (no significant difference from wild type, Figure 2E). 

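A-down genes of Table S1 moved the opposite way. The 98 of them found on the array had a median log2 level of 9.15 ± 0.11 in wild type, 8.33 ± 0.12 in *mes-4*, 9.32 ± 0.04 in *lin-54* and 9.03 ± 0.11 in the *lin-54*; *mes-4* double mutant (SD, n = 3 arrays each). The median change against wild type was −0.57 ± 0.03 in *mes-4* (exact permutation test, p = 0.1, the smallest possible), 0.17 ± 0.01 in *lin-54* (exact permutation p = 0.1) and −0.06 ± 0.06 in the double mutant (exact permutation p = 0.3). All 98 genes were closer to wild type in the double mutant than in *mes-4*. In *lin-54*, 19 were called up and none down. This group too was chosen by the study on these arrays. With the arrays centred on autosomes its median in *lin-54* was 0.10, and with list and level taken from different replicates, in 3 lists of 33, 15 and 9 genes, its median in *lin-54* was 0.27, 0.51 and −0.09, so that 1 of the 3 ran the other way.

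**Figure D1:**
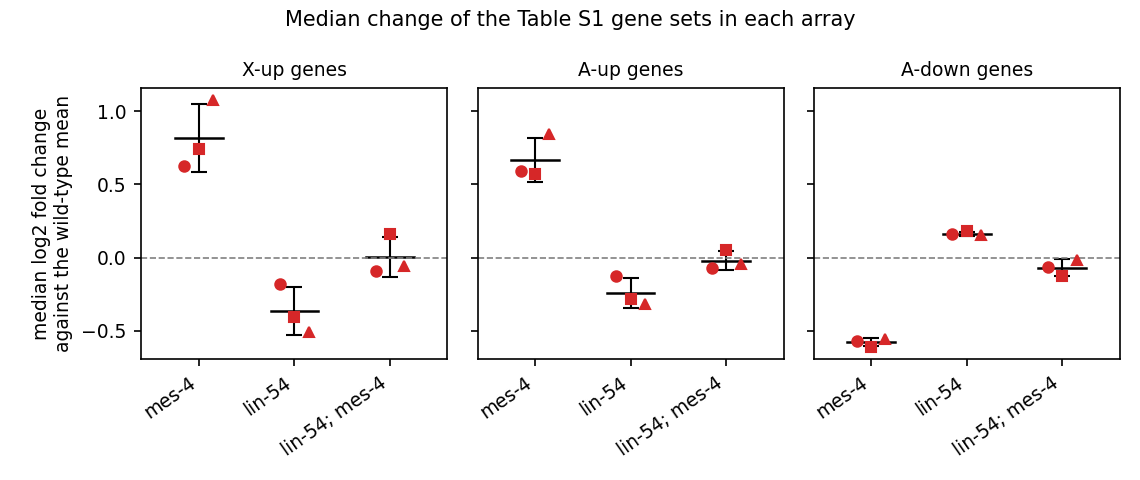
Median log2 fold change of the X-up, A-up and A-down genes of Table S1 against the mean of the wild-type arrays, for each *mes-4*, *lin-54* and *lin-54*; *mes-4* array (circle, square and triangle for replicates 1, 2 and 3; horizontal line and bar, mean and SD of 3 arrays; dashed line, no change). The A-down arrays lie near −0.57 in *mes-4*, near 0.17 in *lin-54* and near −0.06 in the double mutant.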

Reciprocally, expression of A-down genes was decreased in the *mes-4* mutant compared with the wild type (*P* < 0.001), increased in the *lin-54* mutant compared with the wild type (*P* < 0.001), and returned to near-normal levels in the double mutant (no significant difference from wild type, Figure 2G, Figure S2F). These results demonstrate that MES-4 and LIN-54 antagonistically modulate transcription of two sets of autosomal genes, in reciprocal manners, and that removing both factors restores target autosomal gene expression to nearer-to-normal levels.

### MES-4 and DRM and antagonistic regulation of genes expressed in germline or soma

One role of the DRM complex is to prevent the ectopic activation of germline genes in the soma of *C. elegans*, and this function is antagonized by MES-4 and other germline chromatin factors (Cui *et al.* 2006; Petrella *et al.* 2011; Tabuchi *et al.* 2011; Wang *et al.* 2005; Wu *et al.* 2012). Reciprocally, one role of MES-4 is to prevent expression of somatic genes in the *C. elegans* hermaphrodite germline, protecting pluripotent germ cells from differentiating into somatic cell types (Gaydos *et al.* 2012; Patel *et al.* 2012). These findings prompted us to investigate what types of genes (germline-expressed, somatically expressed, or ubiquitously expressed) are antagonistically regulated by MES-4 and DRM in germline tissue.

First we examined X-up genes. The X-up genes are X-linked genes that go up in the *mes-4* mutant and back down in the double mutant, implying that wild-type MES-4 represses these genes and LIN-54 antagonizes their repression. We found that X-up genes include more genes with ubiquitous, germline-enriched, and germline-specific expression than expected by chance (Figure S4B). 

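The ubiquitous, germline-enriched and germline-specific categories were not used here. Against 22 gene lists fixed from general knowledge, X-up genes held 2 of 5 X-linked genes of dosage compensation and sex determination (*sdc-1* and *xol-1*), where 0.431 would fall by chance, and 2 of 5 X-linked synMuv and heterochromatin factors (*hpl-1* and *lin-15B*; Fisher's exact test, p = 0.0621 for each and adjusted p = 1). They held none of 26 X-linked neuronal genes (2.24 by chance), none of 14 intestinal genes (1.21 by chance) and none of 11 muscle genes (0.948 by chance). Of 8 somatic gonad genes they held 1, *lam-2*, which encodes a laminin subunit (0.690 by chance). No list was over-represented after adjustment. The background was the 2355 X-linked genes on the array, and the X-up genes were chosen by the study on these arrays.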

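In wild-type germlines the 203 X-up genes had a median log2 level of 6.45 (quartiles 5.71 and 7.29), and 81.3% of them lay above the median of all X-linked genes. In 10000 random lists of as many X-linked genes the highest median was 5.91. The level also exceeded the autosomal median in 69.0% of X-up genes. Among them, *sdc-1* lay at 7.06 ± 0.34 in wild type (SD, n = 3), *hpl-1* at 6.00 ± 0.02 and *lin-15B* at 6.61 ± 0.21. On a single array the median of the X-up genes ranged from 6.38 to 6.59. The list was chosen from genes called on these arrays, and a gene near background is called less easily than one well above it.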

Consistently, X-up genes show greater transcript levels than all X-linked genes in wild type, because the latter category includes genes not expressed in the germline (Figure S4C). Next, we considered A-up genes, the 178 autosomal genes that go up in the *mes-4* mutant and back down in the double mutant, which we infer are repressed by wild-type MES-4 and whose repression is antagonized by LIN-54. 

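The soma-specific, ubiquitous and germline-enriched categories were not used here. Among lists fixed from general knowledge, A-up genes (autosomal genes of Table S1 that rose in *mes-4* and fell again in the double mutant) held 2 of 27 autosomal somatic gonad genes, *gon-2* and *fos-1*, where 0.325 would fall by chance (Fisher's exact test, p = 0.0414, adjusted p = 1 over all lists and groups). They held *pat-6*, an attachment gene of body wall muscle (0.75 in *mes-4*, q = 0.0354), among 28 muscle genes, and none of 70 neuronal, 30 intestinal or 47 hypodermal and cuticle genes. They also held none of the 35 meiotic, 18 oocyte and eggshell or 46 autosomal sperm genes. By chance 0.842 neuronal, 0.361 intestinal, 0.565 hypodermal and cuticle, 0.421 meiotic, 0.216 oocyte and 0.553 sperm genes would be held. A count of 0 therefore does not tell depletion from chance. The call of *pat-6* in *mes-4* ended without any one wild-type or *mes-4* replicate.
Somatic lists as a whole held few changes in *mes-4*. Of 39 muscle genes 1 rose (0 adjusted over the list alone; camera adjusted p = 0.130), of 96 neuronal genes 1, the secretion factor gene *unc-18* (0 adjusted over the list alone; adjusted p = 0.934), of 35 somatic gonad genes 3, *fos-1*, *gon-2* and *lam-2* (4 adjusted over the list alone; adjusted p = 0.0746), and none of 44 intestinal (1 up at an unadjusted p under 0.05; adjusted p = 0.322) or 57 hypodermal and cuticle genes (2 up and 3 down at that p; adjusted p = 0.745), on all probe sets or adjusted over the list alone by limma. Of 32 heat shock and stress genes 2 rose, both X-linked, *hsp-3* and *hsp-25* (2 adjusted over the list alone; adjusted p = 0.320).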

A-up genes include more genes with ubiquitous and soma-specific expression and fewer genes with germline-enriched expression than expected by chance (Figure 2F). Thus, as in a prior study (Gaydos *et al.* 2012), we find that MES-4 represses somatic genes to prevent their ectopic expression in germline tissue, and we now show that LIN-54 antagonizes this activity. Finally, we considered A-down genes, the 101 autosomal genes whose expression goes down in the *mes-4* mutant and back up in the double mutant, implying that wild-type MES-4 activates these genes and LIN-54 antagonizes their activation. A-down genes include more genes with germline-enriched and germline-specific expression than expected by chance (Figure 2H). 

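The germline-enriched and germline-specific categories were not used here. Among the fixed lists, A-down genes held *mes-4* itself, 1 of 5 MES proteins and H3K36 factors (Fisher's exact test, p = 0.0328, adjusted p = 1 over all lists and groups), and *pgl-2*, 1 of 35 autosomal germline RNA regulators and P-granule genes (0.233 by chance). The *mes-4* probe sets fell by 0.73 to 0.74 in an allele that deletes part of the gene. None of the 35 meiotic, 18 oocyte and eggshell, 57 autosomal mitosis or 37 DNA replication genes, none of the 46 autosomal sperm genes and none of the somatic lists had a member in the group. By chance 0.12 (oocyte and eggshell) to 0.466 (neuronal) genes of such a list would fall in the group, so that 0 does not tell depletion from chance. The background was the 14722 autosomal genes on the array, and the study chose the A-down genes on these arrays.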

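In wild-type germlines the A-down genes of Table S1, which fell without MES-4 and rose again without LIN-54, were highly expressed. Their median log2 level was 9.10 (quartiles 8.17 and 9.91), and all 98 that were found on the array lay above the median of autosomal genes. The highest median among 10000 random lists of as many autosomal genes was 7.21. *mig-14* lay at 9.09 ± 0.14 in wild type (SD, n = 3), *ztf-28* at 9.59 ± 0.10 and *pgl-2* at 9.24 ± 0.04. The 3 wild-type arrays gave medians between 9.07 and 9.27. A decrease is called more readily in a gene well above background, and the genes were chosen from calls on these arrays.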

Consistently, transcript levels from A-down genes in wild-type germline tissue are higher than those from all autosomal genes, since the latter category includes genes not expressed in the germline (Figure S4D). This result supports previous reports that MES-4 activates germline-expressed genes (Gaydos *et al.* 2012), many of which are on autosomes, and we now show that LIN-54 antagonizes this activity.

Together, our findings show that MES-4 and LIN-54 each have both activating and repressing capability, but act oppositely on common target gene sets. LIN-54 antagonizes the repressive role of MES-4 on the X chromosomes (X-up) and on somatic genes (A-up), and antagonizes the activating role of MES-4 on germline genes (A-down). Removal of either factor skews levels of target transcripts, while removal of both factors restores more wild-type expression levels for these transcripts. We propose that together DRM and MES-4 tune gene expression to levels that are appropriate for germ-cell function.

### Loss of LIN-54 suppresses germ-cell defects caused by loss of MES-4

Disruption of either MES-4 or LIN-54 causes germ-cell defects (Capowski *et al.* 1991; Garvin *et al.* 1998; Tabuchi *et al.* 2011), presumably as the result of to gene misexpression (Bender *et al.* 2006; Gaydos *et al.* 2012; Tabuchi *et al.* 2011). *lin-54* mutants have well-proliferated germlines but produce endomitotic oocytes (Figure 3A) (Tabuchi *et al.* 2011). *mes-4* mutants contain drastically stunted germlines due to death of nascent germ cells (Figure 3A) (Capowski *et al.* 1991; Garvin *et al.* 1998). We wondered whether the more normal patterns of gene expression restored to the germlines of *lin-54*; *mes-4* double mutants would restore germ-cell development. We therefore scored germline proliferation in single and double mutants by quantifying the number of germ cells per worm and their ability to produce gametes (allele choices explained in File S1).

Wild-type adult hermaphrodite germlines, which proliferate in two gonad arms, contain ~1500 germ cells per worm and include gametes (Figure 3, A and B). Germlines of homozygous *lin-54(n2990)* mutants from homozygous mothers (the M-Z- generation, which lacks both maternal and zygotic gene product) proliferate similarly well (~1300 germ cells/worm) and produce gametes, although many oocytes are endomitotic with excess DNA (Figure 3, A and B; endomitotic oocyte indicated by arrow). *mes-4(bn23)* and *mes-4(bn58)* M-Z- mutant germlines contain very few germ cells (Figure 3, A and B; median of 8 and 34 germ cells per worm, respectively). The weakest *mes-4* allele, *mes-4(bn58)*, occasionally produces gametes and embryos (Bender *et al.* 2006; Capowski *et al.* 1991; Garvin *et al.* 1998; Rechtsteiner *et al.* 2010). Strikingly, in *lin-54(n2990)*; *mes-4(bn23)* and *lin-54(n2990)*; *mes-4(bn58)* double mutants, the number of germ cells was significantly increased (median of 203 and 169 germ cells per worm, respectively) compared with *mes-4* single mutants (Figure 3, A and B; Wilcoxon signed-rank test *P* < 10^−4^). Moreover, some double mutant animals produced gametes (sperm, oocytes, or endomitotic oocytes) (Figure 3, A and B; endomitotic oocyte indicated by arrow). Despite the improvement in germline proliferation and gamete production, the double mutant did not restore the production of viable progeny. Of 50−100 animals tested per genotype, only 2% of *lin-54*; *mes-4(bn23)* and 1% of *lin-54*; *mes-4(bn58)* were fertile, compared with 0–1% for *mes-4* alone and 68% for *lin-54* alone (data not shown). Together, our results indicate that the germ-cell proliferation and gamete production defects caused by disruption of *mes-4* are suppressed when both *mes-4* and *lin-54* function are disrupted. The improvement in germline formation and function in *lin-54*; *mes-4* double mutants likely reflects the restoration of gene expression patterns and levels closer to those appropriate for germ cells.

### MES-4 and the DRM complex cobind germline-expressed genes

To begin to address how MES-4 and DRM oppositely regulate gene expression, we assessed the overlap between antagonistically regulated genes and genes bound by MES-4, DRM, and key histone modifications. On genes expressed in the germline, MES-4 binds and catalyzes the active mark H3K36me2/3 and repels the repressive mark H3K27me3, helping to keep H3K27me3 concentrated on the X chromosomes and somatic genes (Bender *et al.* 2006; Gaydos *et al.* 2012; Rechtsteiner *et al.* 2010). We therefore analyzed MES-4, DRM, H3K36me3, and H3K27me3, using available ChIP data. To assess germline patterns of MES-4 and histone marks, we analyzed ChIP data from early embryos, which retain germline chromatin signatures (Gaydos *et al.* 2012; Rechtsteiner *et al.* 2010). To assess germline binding of the DRM complex, we analyzed ChIP data for EFL-1(E2F) obtained from adults carrying tagged EFL-1 expressed from a germline-specific promoter (Kudron *et al.* 2013). In addition, we analyzed LIN-54 ChIP data from mixed-stage worms, which contain but are not limited to germline tissue (Tabuchi *et al.* 2011).

Our analyses indicate that MES-4 and DRM cobind many germline-expressed genes. Of the 1549 genes bound by LIN-54 and the 1884 genes bound by germline-specific EFL-1, 1171 and 1365 also are bound by MES-4, respectively (Figure 4A, *P* < 10^−300^ for both Venn diagram overlaps). Accordingly, EFL-1−bound genes are enriched for binding of MES-4 and H3K36me3 in wild-type animals, an enrichment that is lost in MES-4−depleted animals (Figure S5, A and B). Genes cobound by MES-4 and DRM subunits are enriched for genes normally expressed in the germline, and depleted for genes with soma-specific expression (Figure 4B). Figure 4C illustrates representative genes expressed in the germline, with promoters occupied by the DRM subunits LIN-54 and EFL-1, and gene bodies enriched for MES-4 and H3K36me2/3 and depleted for H3K27me3.

Next, we examined MES-4 and DRM binding enrichment on the three categories of antagonistically regulated genes. The A-up genes show significantly fewer MES-4, LIN-54, and EFL-1 binding peaks than expected by chance (Figure 4D). These results imply that A-up genes, which include soma-expressed genes repressed by MES-4 and whose repression is antagonized by DRM (Figure 2, E and F), may be regulated indirectly (also see Gaydos *et al.* 2012). We predicted that in contrast, the A-down category, which includes autosomal genes activated by MES-4 and whose activation is antagonized by DRM, might be directly bound targets, since this category was enriched for germline-expressed genes (Figure 2, G and H) (Gaydos *et al.* 2012), and because genes cobound by MES-4 and DRM tend to be germline-expressed (Figure 4B). We found that A-down genes are statistically significantly enriched for MES-4, H3K36me3, and EFL-1 binding, but not for LIN-54 binding (Figure 4D and Figure S5C), making it difficult to conclude whether these genes are regulated directly by bound MES-4 and DRM. Similarly, X-up genes show some enrichment for MES-4, LIN-54, and EFL-1 binding (Figure 4D), but the numbers of X-up genes bound by these factors is small, making it difficult to infer direct or indirect regulation. We envision two explanations for our observations concerning binding and gene regulation. First, MES-4 and DRM may in fact co-bind and directly regulate germline-expressed genes. Although this would predict strong binding enrichment on A-down genes, this may be difficult to observe because the A-down gene set is small (101 genes), and because the analysis demands intersections between multiple sets of independent microarray and ChIP data, each adding some noise to the analysis. Alternatively, MES-4 and DRM may tune most germline gene expression patterns indirectly. MES-4 and DRM might both bind and antagonistically regulate only one or a few key targets, which are then responsible for the many altered germline gene expression patterns we observe. Or, MES-4 and DRM may influence gene expression at sites distant from where they are bound, for example by altering long-range chromatin organization.

## Discussion

We show that the DRM transcription factor complex and the histone methyltransferase MES-4 regulate common genes, in opposite directions, to tune transcript levels in the *C. elegans* germline. MES-4 promotes, and DRM limits, transcription of germline-expressed genes. In contrast, MES-4 represses and DRM promotes expression of somatic and X-linked genes. Our findings show that conserved transcriptional regulators implicated in development and cancer provide antagonizing activities that together ensure normal germline transcript levels and germline proliferation, and tune chromosome-wide transcript dosage from the X chromosomes.

Here, we place DRM in a common pathway with MES-4, but with opposite action. The current model for MES-4 function is that MES-4 repels H3K27me3, catalyzed by the polycomb repressive complex 2-like MES-2/3/6 complex, from germline-expressed genes, focusing H3K27me3 on somatic and X-linked genes (Bender *et al.* 2004, 2006; Fong *et al.* 2002; Gaydos *et al.* 2012). Because DRM acts oppositely to MES-4, one model is that DRM may encourage H3K27me3 on germline-expressed genes. A potential link between DRM and H3K27me is suggested by the finding that certain *Drosophila* genes require both DRM and H3K27me2 for silencing (Lee *et al.* 2010). Perhaps in *lin-54* mutants, MES-4 activity is unchecked, causing higher H3K36 methylation of germline genes and more effective repulsion of H3K27 methylation; this could lead to greater levels of repressive H3K27me3 on somatic genes and the X chromosomes, causing their observed down-regulation. A second model is that DRM and MES-4 have antagonistic effects on MRG-1, whose homologs bind H3K36me2/3 and recruit histone modifiers, and whose mutant phenotype resembles that of *mes-4* (Takasaki *et al.* 2007). Perhaps MRG-1 binds and reinforces MES-4−mediated H3K36me2/3, and DRM limits MRG-1 at germline-expressed genes. Future tests of these models will require ChIP of candidate proteins and chromatin marks in DRM mutants with the use of techniques that assess patterns in germline tissue.

MES-4 serves critical germline functions, so why use DRM to restrict its activity? We propose that the mutual antagonism of MES-4 and DRM in the germline serves three purposes. First, it ensures tissue-appropriate transcript doses and prevents them from veering toward excessive or insufficient levels that would be detrimental to germline function. Such tuning mechanisms are critical during development, going beyond simple on/off control to produce varied transcriptional outputs that can achieve different developmental consequences (Reynolds *et al.* 2013). Second, DRM/MES-4 antagonism contributes to the specialized transcript dosage regulation of the sex chromosomes. Together, MES-4 and DRM ensure transcript levels from the X chromosomes that are lower, but not excessively lower, than those from an average pair of autosomes. An interesting question for future study is whether MES-4 and DRM act like established X dosage compensation mechanisms to balance X transcript levels between the sexes. Third, DRM/MES-4 antagonism may specify tissue-specific expression programs yet poise target genes for future changes in transcription. In *C. elegans*, chromatin states of pluripotent germ cells are propagated into early embryos, which divide to form primordial germ cells that retain those states, and somatic cells that reprogram those states (Furuhashi *et al.* 2010; Gaydos *et al.* 2012; Petrella *et al.* 2011; Rechtsteiner *et al.* 2010). We speculate that DRM limits MES-4–mediated H3K36me2/3 to make germline-expressed genes amenable to reprogramming and repression during embryonic somatic differentiation. Consistent with this idea, in DRM mutant animals, germline genes are not properly repressed in the soma, a defect that is suppressed in double mutants also lacking germline chromatin regulators like MES-4 (Cui *et al.* 2006; Petrella *et al.* 2011; Wang *et al.* 2005; Wu *et al.* 2012). Similarly, disruption of the *Drosophila* DRM-associated factor L(3)MBT causes germline gene activation in somatic tumors, and tumorigenesis is suppressed in double mutants also lacking germline specifiers (Janic *et al.* 2010). Reciprocally, in the worm germline MES-4 disruption causes ectopic somatic gene expression, which is suppressed in double mutants also lacking DRM (this study and Gaydos *et al.* 2012), and MES-4 disruption allows introduced somatic transcription factors to reprogram germline to somatic fates (Patel *et al.* 2012). Analogous to antagonism between chromatin modifiers and transcription factors on mammalian stem cell pluripotency genes (Hu and Wade 2012; Reynolds *et al.* 2013), the antagonism of MES-4 and DRM may maintain cell fate distinctions while also keeping chromatin states flexibly poised to go down other fate paths upon receiving developmental cues.

## Supplementary Material

Supporting Information

# Supplementary material for: Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells
**Source:** G3 (Bethesda). 2013 Nov 26;4(1):143–53. doi: 10.1534/g3.113.007849
**Supplement:** Supporting Information

Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells — Supporting Information 

# Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in *Caenorhabditis elegans* Germ Cells

## Supporting Information for Tabuchi *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S5, File S1, and Table S1 (PDF, 1 MB)
- Figure S1 - Comparison of X chromosome versus average autosome, in terms of gene expression and gene location. (PDF, 486 KB)
- Figure S2 - X and autosomes differ in their transcript levels in wild-type germlines, and in their response to *mes-4* or *lin-54* mutations. (PDF, 841 KB)
- Figure S3 - Comparisons of X-linked and autosomal (A-linked) genes antagonistically regulated by MES-4 and LIN-54. (PDF, 755 KB)
- Figure S4 - Lack of MES-4/DRM antagonism on X-linked genes expressed in soma, and expression characteristics of antagonistically regulated genes. (PDF, 501 KB)
- Figure S5 - Genes bound by germline DRM and A-down genes are enriched for MES-4/H3K36me3 and depleted of H3K27me3. (PDF, 461 KB)
- File S1 - Supporting Materials and Methods (PDF, 434 KB)
- Table S1 - Sets of misregulated genes identified in this study (tabs A-G). (.xlsx, 244 KB)

# Supplementary material for: Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells
**Source:** G3 (Bethesda). 2013 Nov 26;4(1):143–53. doi: 10.1534/g3.113.007849
**Supplement:** Supporting Information

Opposing activities of DRM and MES-4 tune gene expression and X-chromosome repression in *C. elegans* germ cells

Tomoko M. Tabuchi,^{*,§} Andreas Rechtsteiner,[§] Susan Strome,[§] Kirsten A. Hagstrom^{*}

DOI: 10.1534/g3.113.007849

Table S1 Sets of misregulated genes identified in this study (tabs A-G).

Available for download as an Excel file at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.113.007849/-/DC1>

Table S1A	446 X-linked genes up in <i>mes-4(ok2326)</i> vs. WT
Table S1B	132 X-linked genes down in <i>lin-54(n3423)</i> vs. WT
Table S1C	289 X-linked genes down in <i>lin-54(n3423); mes-4(ok2326)</i> vs. <i>mes-4(ok2326)</i>
Table S1D	219 X-linked genes up in <i>lin-54(n3423); mes-4(ok2326)</i> vs. <i>lin-54(n3423)</i>
Table S1E	203 X-up genes. X-linked genes up in <i>mes-4(ok2326)</i> vs. WT<br><u>and</u> down in <i>lin-54(n3423); mes-4(ok2326)</i> vs. <i>mes-4(ok2326)</i>
Table S1F	178 A-up genes. Autosomal genes up in <i>mes-4(ok2326)</i> vs. WT<br><u>and</u> down in <i>lin-54(n3423); mes-4(ok2326)</i> vs. <i>mes-4(ok2326)</i>
Table S1G	101 A-down genes. Autosomal genes down in <i>mes-4(ok2326)</i> vs. WT<br><u>and</u> up in <i>lin-54(n3423); mes-4(ok2326)</i> vs. <i>mes-4(ok2326)</i>

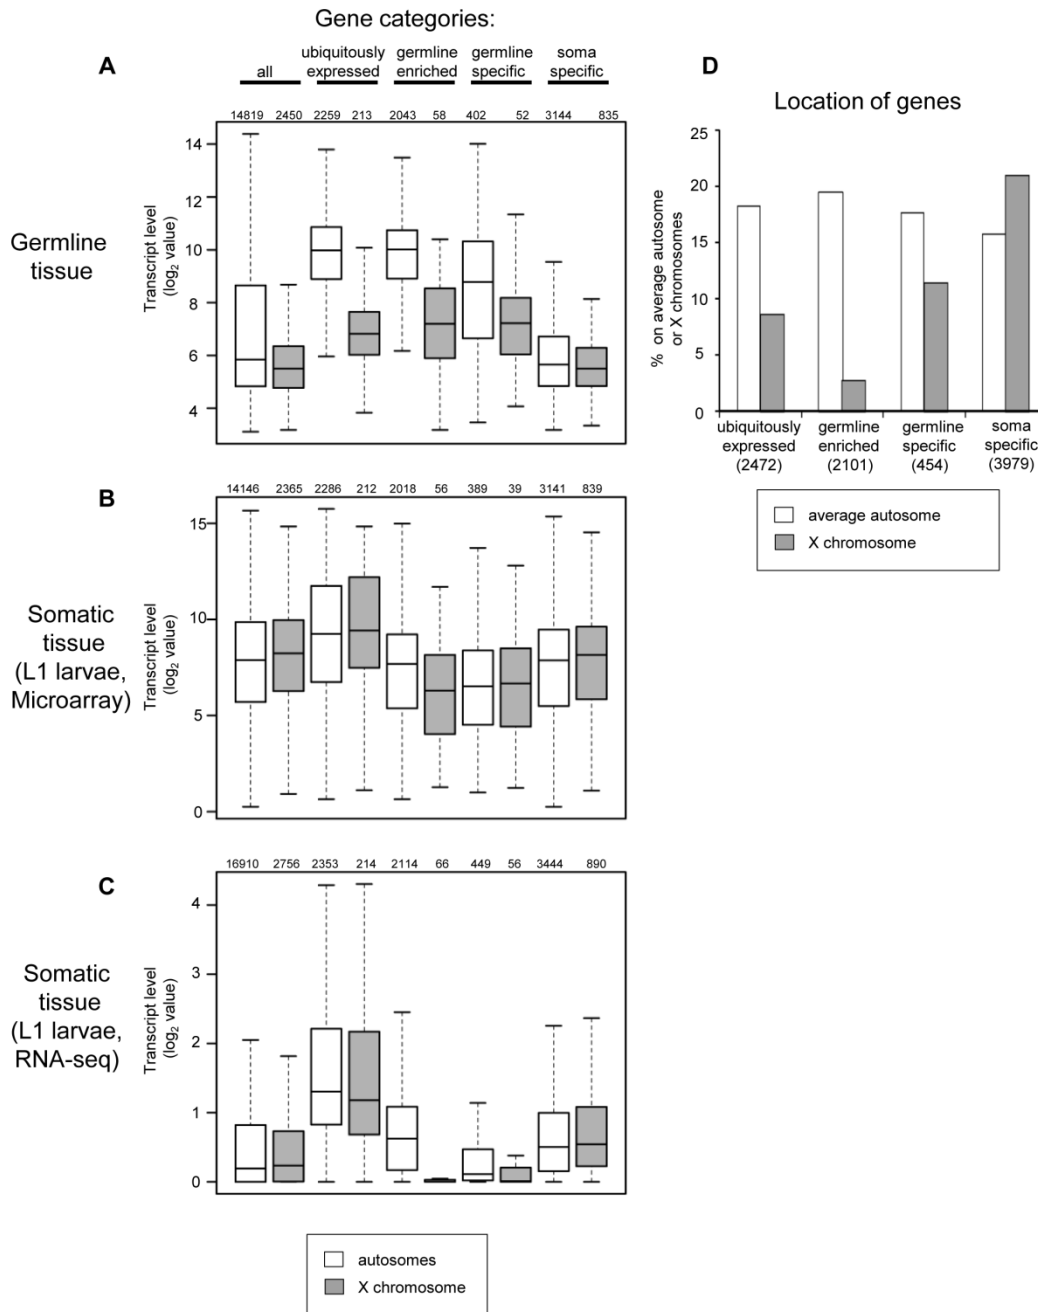

Figure S1 Comparison of X chromosome versus average autosome, in terms of gene expression and gene location. (A-C) Transcript levels of all, ubiquitously-expressed, germline-enriched, germline-specific, and soma-specific genes located on autosomes (white boxes) or on the X chromosome (gray boxes). Transcript levels calculated from (A) dissected adult hermaphrodite germlines (this study, microarray data), (B) L1 larvae which are primarily somatic tissues (microarray data from Petrella *et al.*, 2011, GEO accession ID GSE26824) and (C) L1 larvae (RNA-seq data from Hillier *et al.*, 2009, GEO accession ID 4006). In the germline, gene sets that include genes expressed in germline (all, ubiquitously-expressed, germline-enriched, and germline-specific) exhibit lower transcript levels from genes located on the X compared to autosomes (A). In somatic tissues, gene sets that include genes expressed in the soma (all, ubiquitously-expressed, and soma-specific) exhibit similar transcript levels from genes located on the X and autosomes (B,C). Each box extends from the 25th to the 75th percentile, with the median indicated by the horizontal line; whiskers extend from the 2.5th to the 97.5th percentiles. The numbers on top of the panels indicate the number of genes in each category. (D) Chromosomal location of genes in each expression category (e.g., of 2472 ubiquitously-expressed genes, 2259 are located on the five autosomes, therefore 91% on all five autosomes and 18% on an average autosome). Genes expressed in the germline (ubiquitously-expressed, germline-enriched, and germline-specific) are under-represented on the X chromosome, as described in Reinke *et al.*, 2000.

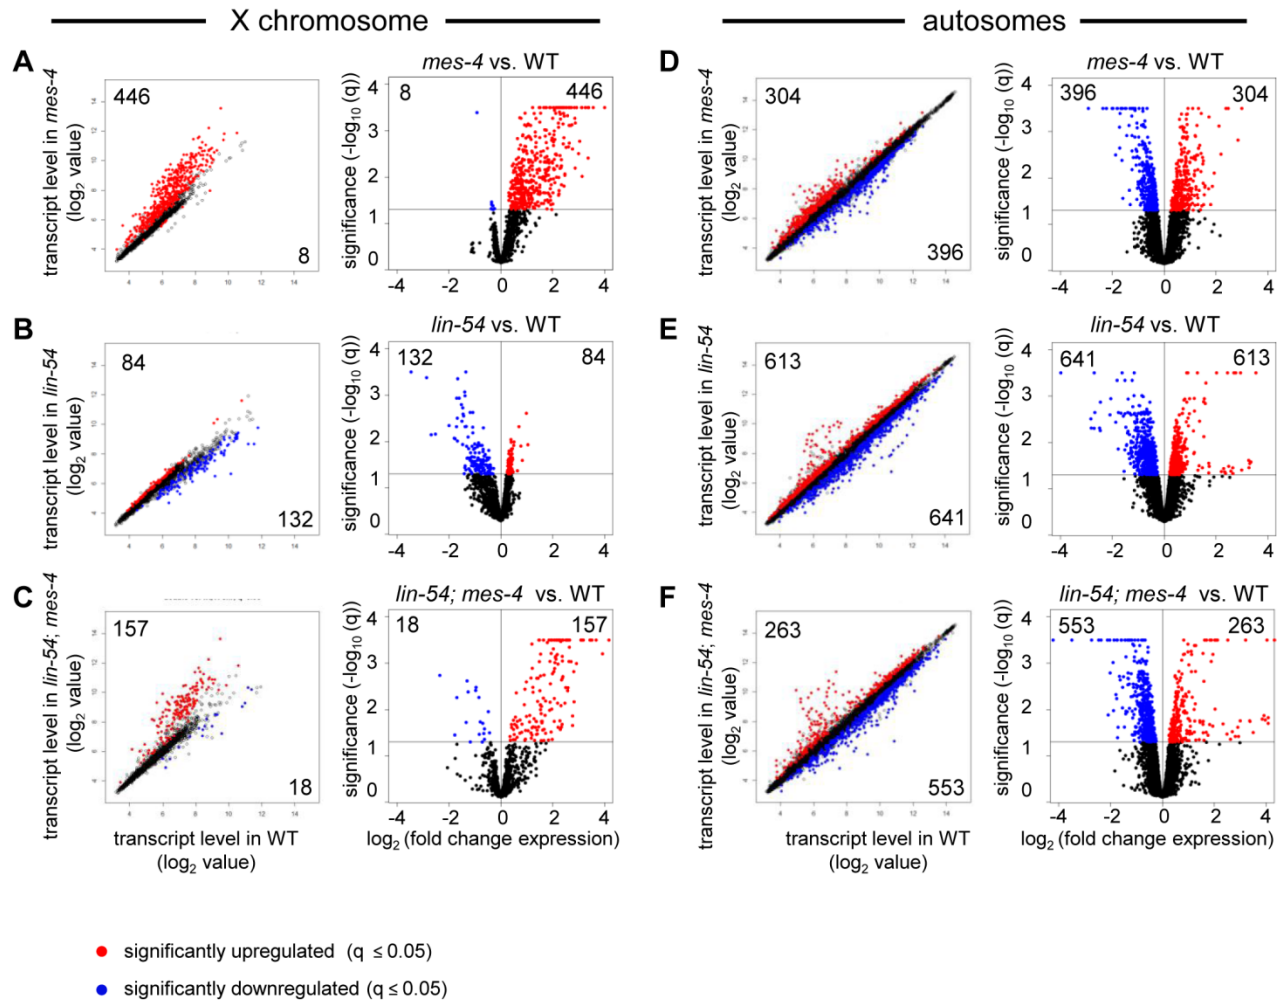

Figure S2 X and autosomes differ in their transcript levels in wild-type germlines, and in their response to *mes-4* or *lin-54* mutations. Scatter plots (left panels) show transcript levels (log₂ intensities) of X-linked genes (A-C) and autosomal genes (D-F). (A, D) *mes-4(ok2326)* (y-axis) vs. WT (x-axis), (B, E) *lin-54(n3423)* vs. WT, and (C, F) *lin-54; mes-4* double mutant vs. WT. Significantly upregulated genes are highlighted in red and downregulated genes in blue ($q \leq 0.05$). In addition to illustrating misregulated genes in mutants, these plots illustrate that in WT the overall transcript levels are lower for the X compared to autosomes. Volcano plots (right panels) show log₂ of the fold change in transcript level on the x-axis and the statistical significance (-log₁₀ q-value) on the y-axis. Significantly upregulated genes are highlighted in red and downregulated genes in blue ($q \leq 0.05$). The gray line marks the significance cutoff of $q = 0.05$. The numbers of genes significantly down- or upregulated are in the top left and right corners. Genes showing significance (-log₁₀ q-value) ≥ 3.5 are displayed as 3.5. Volcano plots in A, B, D, and E are also shown in Figures 1 and 2 and are included here for comparison.

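Compared with wild type, the double mutant had 146 X-linked genes up and 16 down, and 220 autosomal genes up and 471 down (q at or below 0.05, limma, 3 arrays per genotype). X-linked genes that stayed up include *rpl-11.2* (log2 fold change 4.16, standard error 0.35, q = 4.85e-05), *emre-1*, which encodes a subunit of the mitochondrial calcium uniporter (3.67, q = 0.000164), *ucr-2.2* (3.92), *gas-1* (3.51), *utx-1* (2.70) and *lin-15B* (1.64). Of the 146, 132 were also up in *mes-4*, where 25.9 would be shared by independent lists. Both comparisons use the wild-type arrays, and in 100 simulations without a changed gene this sharing gave 76.7 on average and 90 at most. The simulations take top genes by rank, without a threshold on q, so they do not settle how much of the 132 the shared arrays give. X-linked genes down in the double mutant include *tbh-1* (log2 fold change −2.36, standard error 0.34, q = 0.00217) and *C39D10.7* (−1.70, q = 0.00659). On autosomes, *dnj-26*, which encodes a J-domain protein, fell by 3.49 (q = 6.38e-05), the germline nuclear Argonaute gene *hrde-1* by 0.96 (q = 0.00936) and the eggshell gene *cpg-3* by 1.04 (standard error 0.17, q = 0.00487), while *fog-3*, a regulator of the sperm fate, rose by 1.44 (standard error 0.31, q = 0.0211), except without wild-type replicate 1 or 3.
Of 43 genes of oxidative phosphorylation 18 rose, 6 X-linked and 12 autosomal (29 when adjusted over the list alone; camera adjusted p = 1.27e-27, and adjusted p = 0.188 with an estimated correlation). Of 18 oocyte and eggshell genes 8 fell (12 when adjusted over the list alone; adjusted p = 7.59e-11, and adjusted p = 0.201 with an estimated correlation), and of 58 mitosis genes 9 fell (15 when adjusted over the list alone; adjusted p = 2.41e-07, and adjusted p = 0.234 with an estimated correlation). Of 47 sperm genes 17 rose and 2 fell (27 and 2 when adjusted over the list alone; adjusted p = 2.73e-13, and adjusted p = 0.281 with an estimated correlation), 15 of the increases in the MSP family. In the same arrays *inx-8* of the gonadal sheath was lower (log2 fold change −1.77, standard error 0.31, q = 0.00695). The 18 genes of oxidative phosphorylation were 10, 10 or 11 without wild-type replicate 1, 2 or 3, 9 or 11 without double-mutant replicate 2 or 3, 10 without shared probe sets and 6 with a minimum of 1.5-fold. The 8 oocyte genes were 2 without wild-type replicate 1 and 4 without double-mutant replicate 1 or 3, the 9 mitosis genes were 4 without wild-type replicate 1 or 3 or double-mutant replicate 2, and the 17 sperm genes were 0 (limma) without any wild-type replicate, double-mutant replicate 1 or 3, or shared probe sets. The X-linked increases were 92 without wild-type replicate 3 and 94 without shared probe sets. The 16 decreases were 7 without wild-type replicate 1 or without shared probe sets, 9 without wild-type replicate 2 or double-mutant replicate 1, 25 without *lin-54* replicate 1 and 31 with only the compared groups in the model; the autosomal counts ranged from 92 to 269 up and from 204 to 558 down when an array was left out.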

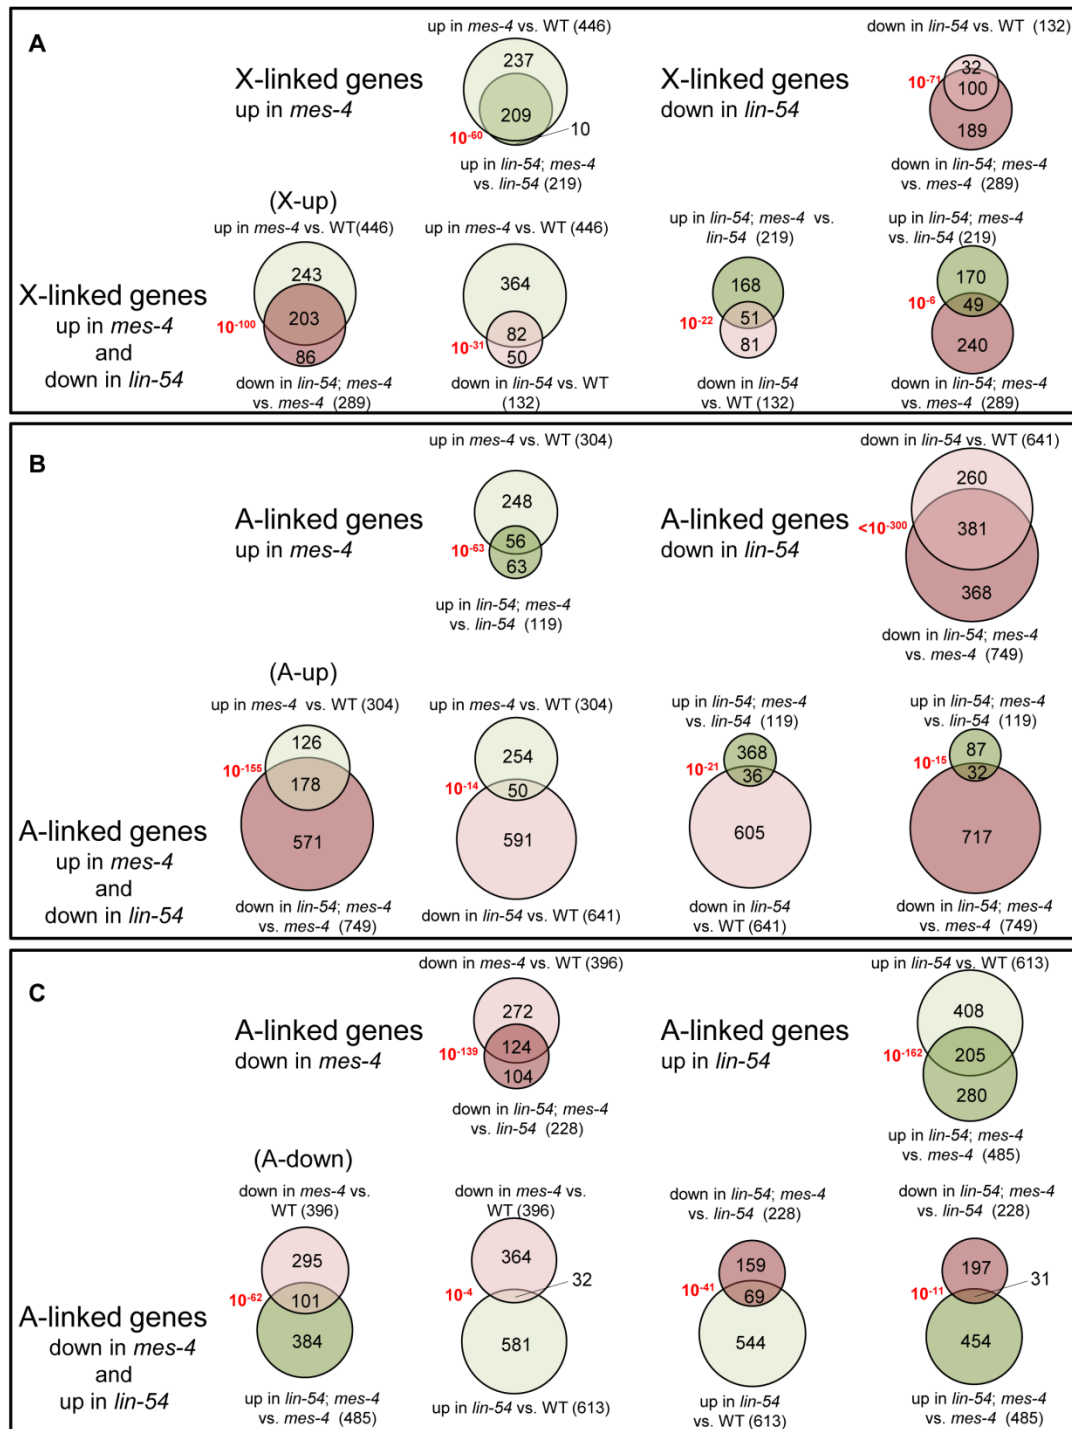

Figure S3 Comparisons of X-linked and autosomal (A-linked) genes antagonistically regulated by MES-4 and LIN-54. Circles indicate gene sets with significantly changed gene expression in indicated genotypes, from our microarray analysis of dissected adult hermaphrodite germlines (See Materials and Methods and Table S1). Upregulated gene sets are shaded green, and downregulated sets are shaded red. (A) X-linked genes whose expression is upregulated in *mes-4(ok2326)* and downregulated in *lin-54(n2423)*. (B) A-linked genes whose expression is upregulated in *mes-4(ok2326)* and downregulated in *lin-54(n2423)*. (C) A-linked genes whose expression is downregulated in *mes-4(ok2326)* and upregulated in *lin-54(n2423)*. The sizes of circles and circle overlap areas are proportional to the number of genes. The statistical significance (p-value) of Venn diagram overlaps is shown by the numbers in red (hypergeometric test). The “X-up”, “A-up”, and “A-down” overlaps we chose to define antagonistically regulated genes for further analysis in the paper are indicated. We elected to focus on those overlaps, instead of the other three options in each category, because they yielded the most significant overlap and the largest number of genes, facilitating further analysis. Also, we reasoned that we gain “sensitivity” by comparing a single mutant (*mes-4*) to the double mutant rather than comparing each single mutant to wild type.

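The 4 ways of pairing comparisons gave overlaps of different sizes. For X-linked genes, 65 were up in *mes-4* and down in *lin-54*, each compared with wild type (17.9 by independence, exact hypergeometric test, p = 1.57e-26). Down in *lin-54* and up in the double mutant compared with *lin-54* were 43 (9.05 by independence, exact hypergeometric p = 1.16e-20). Simulations without a changed gene that share the *lin-54* arrays gave 38.3 on average and 48 at most. They take as many top genes as were called, whatever the size of their change. They therefore do not settle how much of the 43 the shared arrays give. Among autosomal genes, 36 were up in *mes-4* and down in *lin-54* (9.13 by independence, exact hypergeometric p = 1.68e-12), and 23 were down in *mes-4* and up in *lin-54* (8.92 by independence, exact hypergeometric p = 3.34e-05). More of those lowered in *mes-4*, 28, were down in *lin-54* too (11.0 by independence, exact hypergeometric p = 6.33e-06), while 6 were up in both single mutants (7.37 by independence). Across all autosomal genes the changes of the single mutants had Spearman's rho = 0.014. Down in *lin-54* and up in the double mutant compared with *lin-54* were 24 autosomal genes (3.15 by independence, 29.3 on average in the simulations). The other way changed 48 (5.18 by independence, 45.2 on average and 59 at most in the simulations). Neither count exceeded these simulations, which again do not settle how much the shared arrays give. The fourth pairing, of the double mutant compared with *lin-54* and with *mes-4*, gave 42 X-linked genes up in the first and down in the second (23.1 by independence). It gave 22 such autosomal genes and 25 the other way (4.19 and 5.14 by independence). Simulations that share the double-mutant arrays gave 1.66, 0.02 and 0.01 on average. The X-linked overlap of both single mutants with wild type includes *F28H6.4* (log2 fold change −0.89, standard error 0.21, q = 0.0300, limma, 3 arrays per genotype) and *hsp-3*. Comparisons that share wild-type arrays tend to move the same way by chance, since simulated unchanged genes gave 1.10 such opposite X-linked genes on average and 4 at most. Those that share the *mes-4* arrays tend to move in opposite ways by chance.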

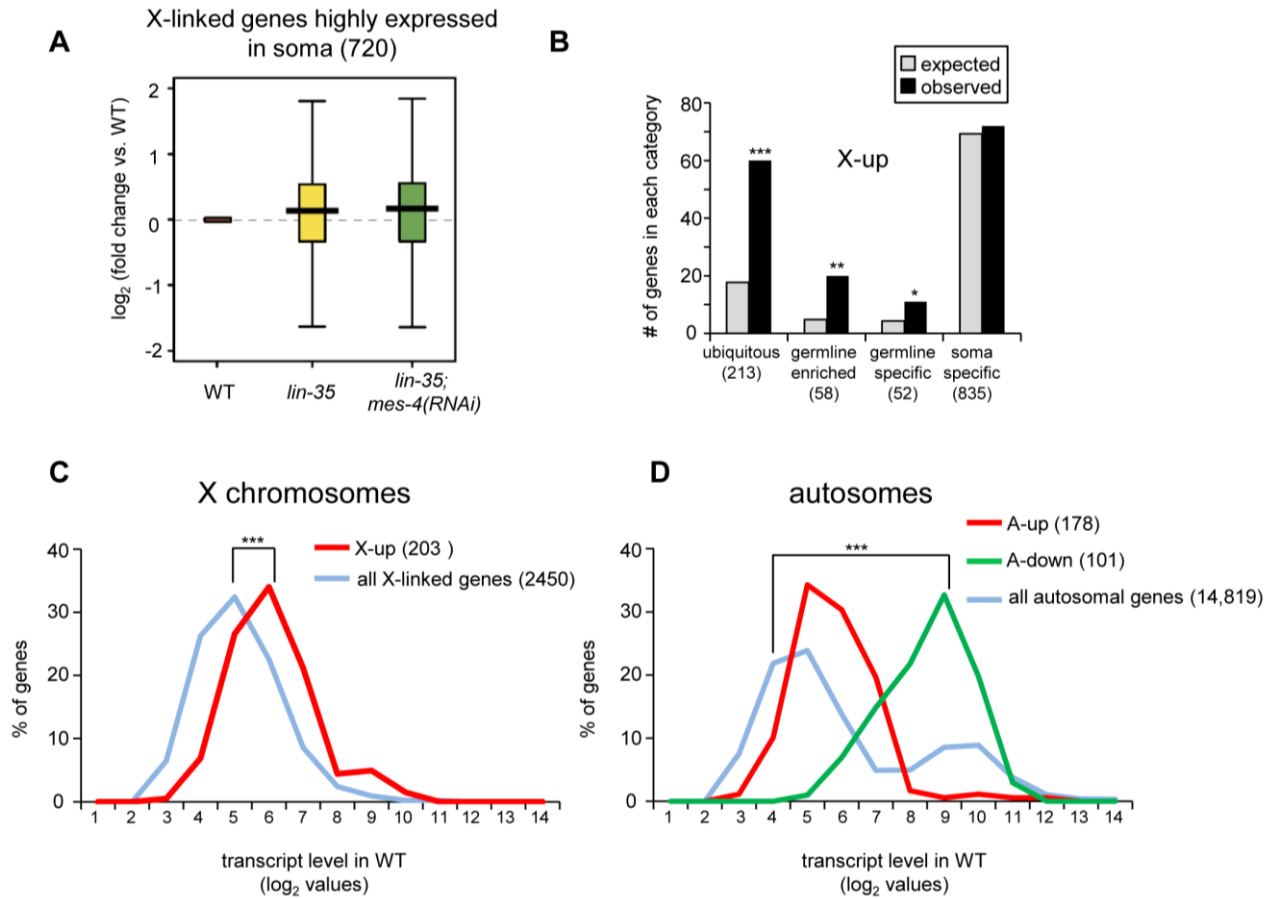

Figure S4 Lack of MES-4/DRM antagonism on X-linked genes expressed in soma, and expression characteristics of antagonistically regulated genes. (A) The transcript level ($\log_2$ fold change) of X-linked genes expressed in L1 larvae (primarily somatic cells) in *lin-35(n745)* (yellow; *lin-35* encodes the *C. elegans* homolog of the Retinoblastoma subunit of DRM) and *lin-35(n745); mes-4(RNAi)* (green) relative to WT (red) (raw data from Petrella *et al.*, 2011). Boxes extend from the 25th to 75th percentile, with the median indicated by a horizontal line; whiskers extend to the 2.5th and 97.5th percentiles. No significant differences were found between the three genotypes, unlike in the germline (see Figure 1F). To be comparable with Figure 1F, the most highly expressed 720 X-linked genes in wild-type L1 larvae were analyzed. (B) Expected (gray) and observed (black) numbers of X-up genes in the indicated expression categories show that X-up genes are enriched for those with ubiquitous and germline expression (* $p < 0.05$, ** $p < 0.001$, *** $p < 10^{-10}$ hypergeometric test). (C) Distributions of $\log_2$ transcript levels of X-up genes (red) and all genes on the X chromosome (blue) in WT. % of total genes at each expression level is shown. X-up genes are significantly more highly expressed compared to all X-linked genes (*** $p < 10^{-10}$ based on Wilcoxon signed-rank test). (D) Distributions of $\log_2$ transcript levels of A-up genes (red), A-down genes (green), and all autosomal genes (blue) in WT. % of total genes at each expression level is shown. A-down genes have significantly higher expression than all autosomal genes (*** $p < 10^{-10}$ based on Wilcoxon signed-rank test), consistent with their enrichment for germline-expressed genes shown in Figure 2H.

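A-up genes lay slightly above autosomal genes as a whole in wild type. The 177 genes of Table S1 found on the array had a median log2 level of 6.19 (quartiles 5.46 and 6.96), and 59.3% of them exceeded the autosomal median. Their median was higher than that of 97.3% of 10000 random lists of as many autosomal genes. *F35H10.10* lay at 6.24 ± 0.18 in wild type (SD, n = 3), *atgp-1* at 7.63 ± 0.14 and *gon-2* at 4.89 ± 0.03.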

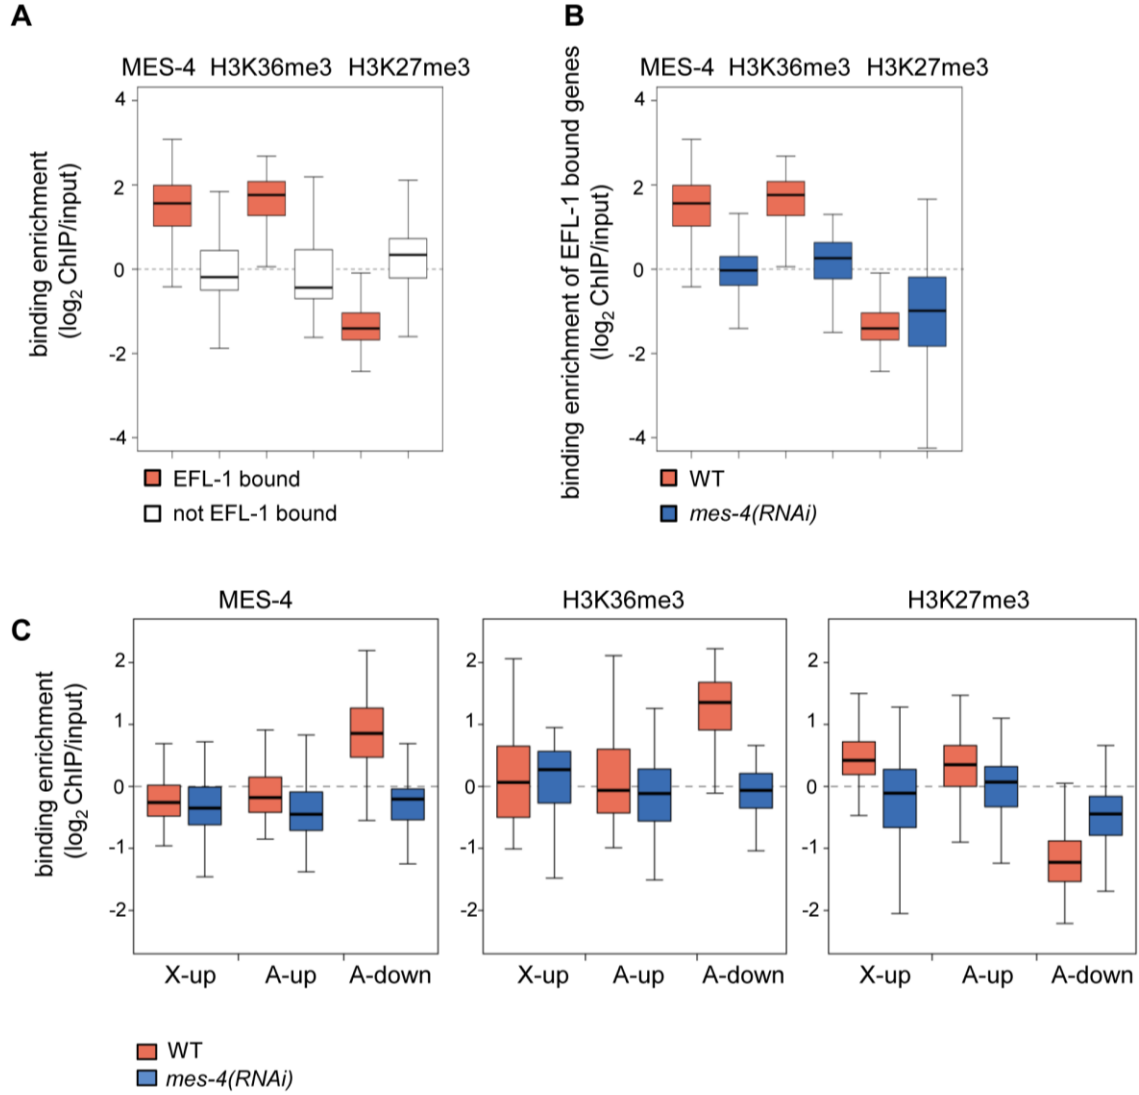

Figure S5 Genes bound by germline DRM and A-down genes are enriched for MES-4/H3K36me3 and depleted of H3K27me3. (A) Binding enrichment or depletion of MES-4, H3K36me3, and H3K27me3 on genes bound by the DRM subunit EFL-1 expressed specifically in the germline (obtained from adults carrying epitope-tagged EFL-1 expressed from a germline-specific promoter, red) and genes not bound by EFL-1 (white) in WT. (B) Binding enrichment or depletion of MES-4, H3K36me3, and H3K27me3 on genes bound by germline EFL-1 in WT (red) and on those same genes in *mes-4(RNAi)* samples (blue). (C) Binding enrichment or depletion of MES-4, H3K36me3, and H3K27me3 on X-up, A-up, and A-down genes in WT (red) and in *mes-4(RNAi)* (blue). Boxes extend from the 25th to 75th percentile, with the median indicated by a horizontal line; whiskers extend to the 2.5th and 97.5th percentiles. All ChIP data analyzed here are available from GEO under accession numbers described in Materials and Methods.

File S1
SUPPORTING MATERIALS AND METHODS

Alleles used for microarray analysis

lin-54(n3423) is a large deletion that removes most of the open reading frame and is a null allele. 

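The probe set of *lin-54* recorded a level of 10.81 ± 0.04 in wild type and 10.78 ± 0.10 in *mes-4* (log2, SD, n = 3), and 6.83 ± 0.81 in *lin-54* and 6.60 ± 0.24 in the *lin-54*; *mes-4* double mutant. The change was −3.99 in *lin-54* (standard error 0.30, q = 6.39e-05, limma) and −4.22 in the double mutant (q = 1.76e-05) compared with wild type. Within *lin-54*, replicate 2 read 7.76 and the others 6.40 and 6.32. Germlines with intact *lin-54* in that sample would raise its reading and make the changes in *lin-54* smaller, which was not tested. The median of all genes on these arrays lay at 5.81 to 5.93. Whether the probes lie inside the deleted part of the gene was not analysed here. Of the 8 DRM subunits on the array, *lin-54* was the only one called in the *lin-54* mutant (1 also when adjusted over the list alone; camera adjusted p = 0.00101, and adjusted p = 0.201 with an estimated correlation).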

Adult homozygous *lin-54(n3423)* (M+Z-) animals produce no detectable LIN-54 transcript or protein, and disrupt DRM complex function both by destabilizing other subunit proteins and by preventing DRM subunits from binding to target genes (Harrison *et al.*, 2006; Tabuchi *et al.*, 2011).

mes-4(ok2326) is a deletion that removes much of the SET domain responsible for histone methyltransferase activity, and creates a frameshift in exon 4. In *mes-4(ok2326)* M+Z- homozygous animals, qRT-PCR analysis detected a truncated polyA-tailed *mes-4* transcript (not shown). However, no MES-4 protein or its catalyzed mark H3K36me2 were detected by immunostaining in the M+Z-germline or early M-Z- embryos (not shown); this allele is likely a null. 

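Both probe sets of *mes-4* still gave a signal well above most genes in the *mes-4* mutant. Their log2 levels were 10.46 and 9.82 in wild type and 9.72 and 9.09 in *mes-4*, changes of −0.74 and −0.73 (n = 3 arrays each; q = 0.00528 and 0.00101, limma). In the double mutant the changes compared with wild type were −0.34 and −0.35 (q = 0.176 and 0.0586), and in *lin-54* they were −0.00 and −0.08. Between the double mutant and *mes-4* they were 0.41 (q = 0.0643) and 0.38 (q = 0.0309). Where the probes lie relative to the deletion was not analysed here. Of 5 MES proteins and H3K36 factors on the array, *mes-4* was the only one called in *mes-4* (1 also when adjusted over the list alone; camera adjusted p = 0.0414, and adjusted p = 0.381 with an estimated correlation).

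**Figure D2:**
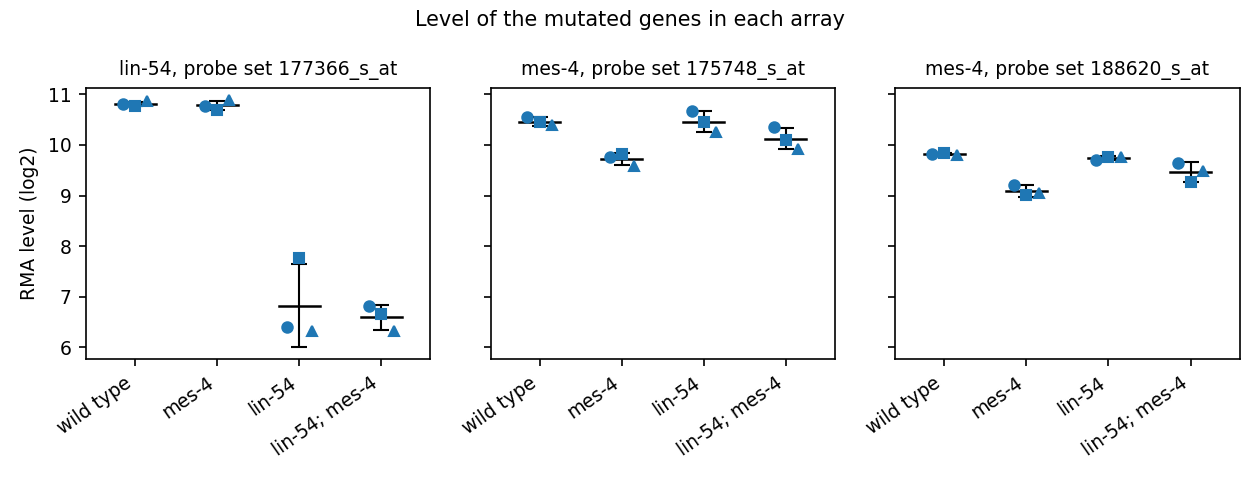
Level (log2) of the probe set of *lin-54* and of both probe sets of *mes-4* on each of the 12 arrays, by genotype (circle, square and triangle for replicates 1, 2 and 3; horizontal line and bar, mean and SD of 3 arrays). *lin-54* falls from about 10.81 in wild type to 6.83 in *lin-54* and 6.60 in the double mutant, while *mes-4* stays above 9 in all genotypes.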

Consistently, homozygous M-Z- adult hermaphrodites contain no or few germ cells.

Alleles used for phenotype analysis

lin-54(n2990) carries a point mutation in the cysteine-rich tesmin/CXC domain, causing disruption of LIN-54 DNA-binding activity and of the ability of DRM subunits to bind and regulate target genes. Compared to the *lin-54(n3423)* null, the *n2990* allele causes similar, but weaker, phenotypes (Harrison *et al.*, 2006; Tabuchi *et al.*, 2011).

mes-4(bn23) is a strong loss-of-function allele caused by a point mutation; animals produce *mes-4* transcript (not shown), but MES-4 protein and H3K36me2/3 are cytologically undetectable (Bender *et al.*, 2006). The *mes-4(bn23)* lesion changes a splice acceptor dinucleotide AG₃₁₃₀ to AA₃₁₃₀ at the 3' end of intron 7. Exon 8 starts with guanine, which acts as a splice acceptor dinucleotide AA₃₁₃₀G in the *mes-4(bn23)* mutant, removing the first guanine from exon 8 and causing a frameshift (not shown). Homozygous M-Z- adult hermaphrodites contain no or few germ cells.

mes-4(bn58) is a weak loss-of-function allele caused by a point mutation that results in an amino acid change (R389C). Cytologically, mutant MES-4 protein is detectable but not well associated with chromosomes (Bender *et al.*, 2006). This mutant MES-4 protein has weak histone methyltransferase activity (Bender *et al.*, 2006; Rechtsteiner *et al.*, 2010). This allele causes milder defects in germline proliferation than *mes-4(ok2326)* or *mes-4(bn23)* (Figure 3).

Phenotype analysis was conducted on different double mutants than the double null mutant subjected to microarray analysis, for reasons explained below. Homozygous *mes-4* mutants from heterozygous mothers (M+Z-) produce germlines with grossly normal appearance but changed gene expression, while their M-Z- progeny have few germ cells and are sterile. We wanted to ask whether germ cell defects of *mes-4* M-Z- mutants are suppressed in a double mutant with *lin-54*. The *lin-54(n3423)* null allele could not be used because it does not produce an M-Z- generation; at the M+Z- generation, germlines appear grossly normal but produce endomitotic oocytes that fail to develop (Harrison *et al.*, 2006; Tabuchi *et al.*, 2011). We therefore used the *lin-54(n2990)* hypomorphic mutant, which was appropriate for our analysis because it produces M-Z- generation worms, shows weaker but similar phenotypes to the null, and makes a DNA-binding defective LIN-54 protein that compromises the ability of DRM subunits to bind and regulate target genes (Tabuchi *et al.*, 2011). We combined the *lin-54* hypomorphic allele with both a strong and a weak *mes-4* allele (*bn23* and *bn58*).

SUPPORTING REFERENCES

- Bender, L.B., Suh, J., Carroll, C.R., Fong, Y., Fingerman, I.M., Briggs, S.D., Cao, R., Zhang, Y., Reinke, V., and Strome, S. (2006). MES-4: an autosome-associated histone methyltransferase that participates in silencing the X chromosomes in the *C. elegans* germ line. *Development* 133, 3907-3917.
- Harrison, M.M., Ceol, C.J., Lu, X., and Horvitz, H.R. (2006). Some *C. elegans* class B synthetic multivulva proteins encode a conserved LIN-35 Rb-containing complex distinct from a NuRD-like complex. *Proc Natl Acad Sci U S A* 103, 16782-16787.
- Hillier, L. W., V. Reinke, P. Green, M. Hirst, M. A. Marra *et al.*, 2009 Massively parallel sequencing of the polyadenylated transcriptome of *C. elegans*. *Genome Res* 19: 657-666.
- Reinke, V., H. E. Smith, J. Nance, J. Wang, C. Van Doren *et al.*, 2000 A global profile of germline gene expression in *C. elegans*. *Mol Cell* 6: 605-616.
- Petrella, L.N., Wang, W., Spike, C.A., Rechtsteiner, A., Reinke, V., and Strome, S. (2011). synMuv B proteins antagonize germline fate in the intestine and ensure *C. elegans* survival. *Development* 138, 1069-1079.
- Rechtsteiner, A., Ercan, S., Takasaki, T., Phippen, T.M., Egelhofer, T.A., Wang, W., Kimura, H., Lieb, J.D., and Strome, S. (2010). The histone H3K36 methyltransferase MES-4 acts epigenetically to transmit the memory of germline gene expression to progeny. *PLoS Genet* 6.
- Reinke, V., H. E. Smith, *et al.* (2000). A global profile of germline gene expression in *C. elegans*. *Mol Cell* 6(3): 605-616.

Tabuchi, T.M., Deplancke, B., Osato, N., Zhu, L.J., Barrasa, M.I., Harrison, M.M., Horvitz, H.R., Walhout, A.J., and Hagstrom, K.A. (2011). Chromosome-biased binding and gene regulation by the *Caenorhabditis elegans* DRM complex. *PLoS Genet* 7, e1002074.

# Supplementary material for: Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells
**Source:** G3 (Bethesda). 2013 Nov 26;4(1):143–53. doi: 10.1534/g3.113.007849
**Supplement:** Supporting Information

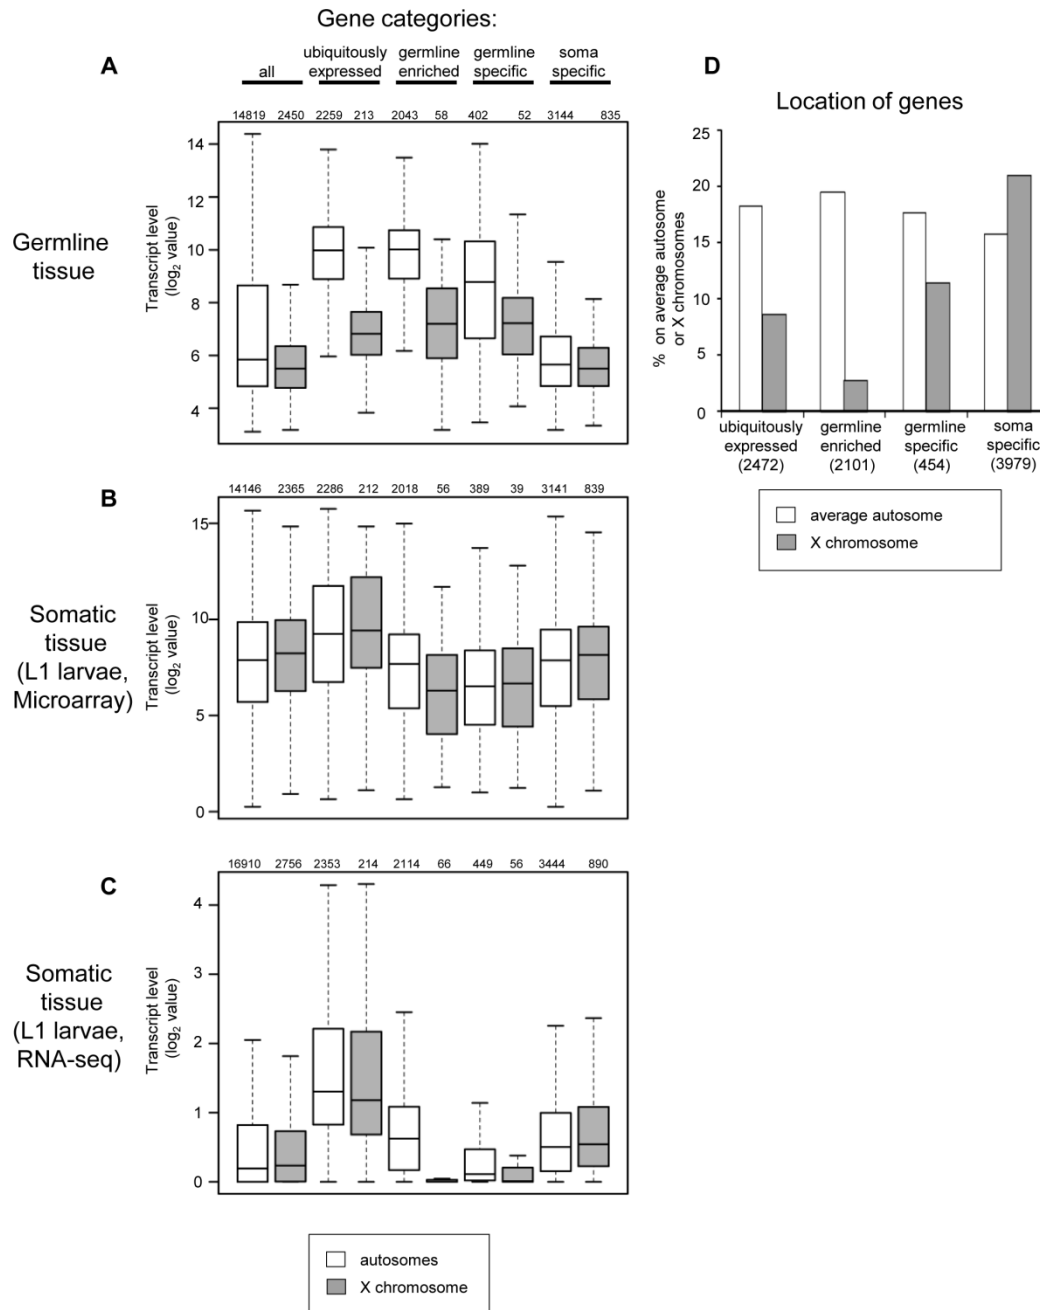

Figure S1 Comparison of X chromosome versus average autosome, in terms of gene expression and gene location. (A-C) Transcript levels of all, ubiquitously-expressed, germline-enriched, germline-specific, and soma-specific genes located on autosomes (white boxes) or on the X chromosome (gray boxes). Transcript levels calculated from (A) dissected adult hermaphrodite germlines (this study, microarray data), (B) L1 larvae which are primarily somatic tissues (microarray data from Petrella *et al.*, 2011, GEO accession ID GSE26824) and (C) L1 larvae (RNA-seq data from Hillier *et al.*, 2009, GEO accession ID 4006). In the germline, gene sets that include genes expressed in germline (all, ubiquitously-expressed, germline-enriched, and germline-specific) exhibit lower transcript levels from genes located on the X compared to autosomes (A). In somatic tissues, gene sets that include genes expressed in the soma (all, ubiquitously-expressed, and soma-specific) exhibit similar transcript levels from genes located on the X and autosomes (B,C). Each box extends from the 25th to the 75th percentile, with the median indicated by the horizontal line; whiskers extend from the 2.5th to the 97.5th percentiles. The numbers on top of the panels indicate the number of genes in each category. (D) Chromosomal location of genes in each expression category (e.g., of 2472 ubiquitously-expressed genes, 2259 are located on the five autosomes, therefore 91% on all five autosomes and 18% on an average autosome). Genes expressed in the germline (ubiquitously-expressed, germline-enriched, and germline-specific) are under-represented on the X chromosome, as described in Reinke *et al.*, 2000.

# Supplementary material for: Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells
**Source:** G3 (Bethesda). 2013 Nov 26;4(1):143–53. doi: 10.1534/g3.113.007849
**Supplement:** Supporting Information

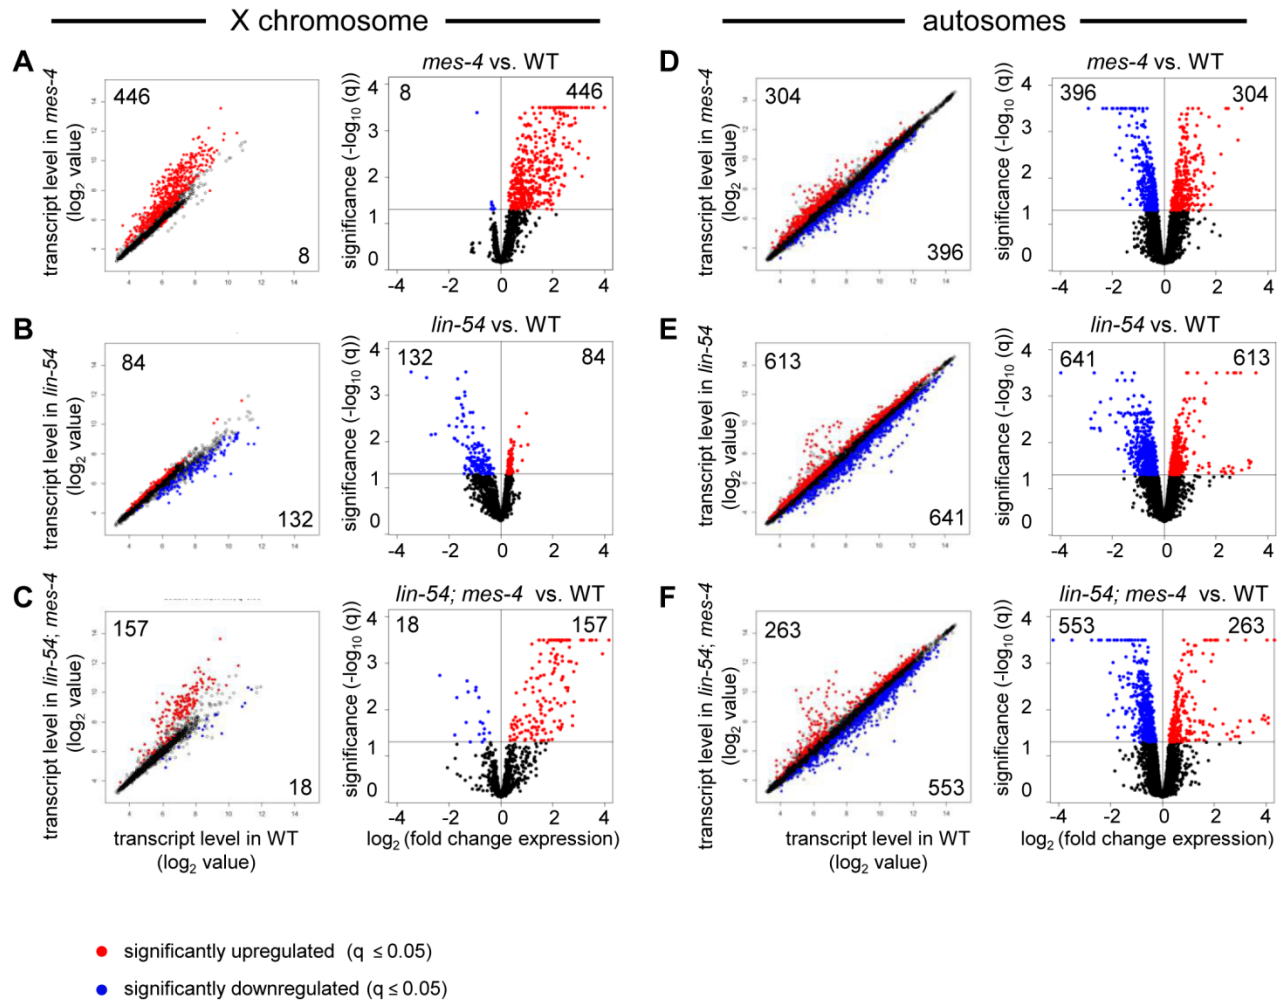

Figure S2 X and autosomes differ in their transcript levels in wild-type germlines, and in their response to *mes-4* or *lin-54* mutations. Scatter plots (left panels) show transcript levels (log₂ intensities) of X-linked genes (A-C) and autosomal genes (D-F). (A, D) *mes-4(ok2326)* (y-axis) vs. WT (x-axis), (B, E) *lin-54(n3423)* vs. WT, and (C, F) *lin-54; mes-4* double mutant vs. WT. Significantly upregulated genes are highlighted in red and downregulated genes in blue ($q \leq 0.05$). In addition to illustrating misregulated genes in mutants, these plots illustrate that in WT the overall transcript levels are lower for the X compared to autosomes. Volcano plots (right panels) show log₂ of the fold change in transcript level on the x-axis and the statistical significance (-log₁₀ q-value) on the y-axis. Significantly upregulated genes are highlighted in red and downregulated genes in blue ($q \leq 0.05$). The gray line marks the significance cutoff of $q = 0.05$. The numbers of genes significantly down- or upregulated are in the top left and right corners. Genes showing significance (-log₁₀ q-value) ≥ 3.5 are displayed as 3.5. Volcano plots in A, B, D, and E are also shown in Figures 1 and 2 and are included here for comparison.

# Supplementary material for: Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells
**Source:** G3 (Bethesda). 2013 Nov 26;4(1):143–53. doi: 10.1534/g3.113.007849
**Supplement:** Supporting Information

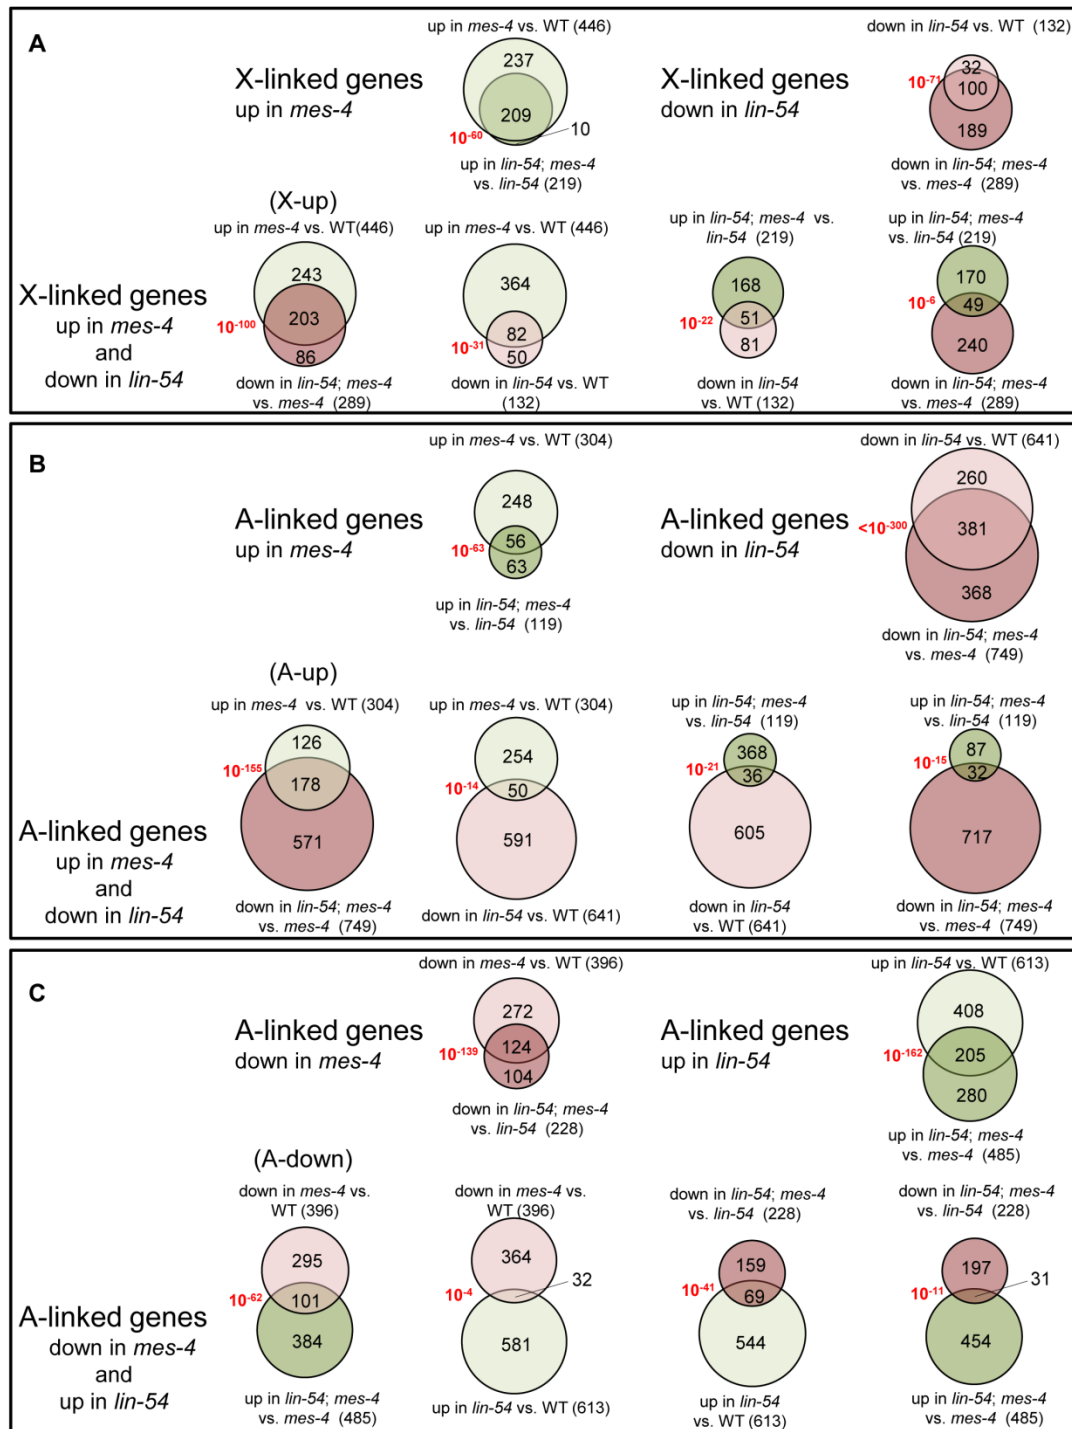

Figure S3 Comparisons of X-linked and autosomal (A-linked) genes antagonistically regulated by MES-4 and LIN-54. Circles indicate gene sets with significantly changed gene expression in indicated genotypes, from our microarray analysis of dissected adult hermaphrodite germlines (See Materials and Methods and Table S1). Upregulated gene sets are shaded green, and downregulated sets are shaded red. (A) X-linked genes whose expression is upregulated in *mes-4(ok2326)* and downregulated in *lin-54(n2423)*. (B) A-linked genes whose expression is upregulated in *mes-4(ok2326)* and downregulated in *lin-54(n2423)*. (C) A-linked genes whose expression is downregulated in *mes-4(ok2326)* and upregulated in *lin-54(n2423)*. The sizes of circles and circle overlap areas are proportional to the number of genes. The statistical significance (p-value) of Venn diagram overlaps is shown by the numbers in red (hypergeometric test). The “X-up”, “A-up”, and “A-down” overlaps we chose to define antagonistically regulated genes for further analysis in the paper are indicated. We elected to focus on those overlaps, instead of the other three options in each category, because they yielded the most significant overlap and the largest number of genes, facilitating further analysis. Also, we reasoned that we gain “sensitivity” by comparing a single mutant (*mes-4*) to the double mutant rather than comparing each single mutant to wild type.

# Supplementary material for: Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells
**Source:** G3 (Bethesda). 2013 Nov 26;4(1):143–53. doi: 10.1534/g3.113.007849
**Supplement:** Supporting Information

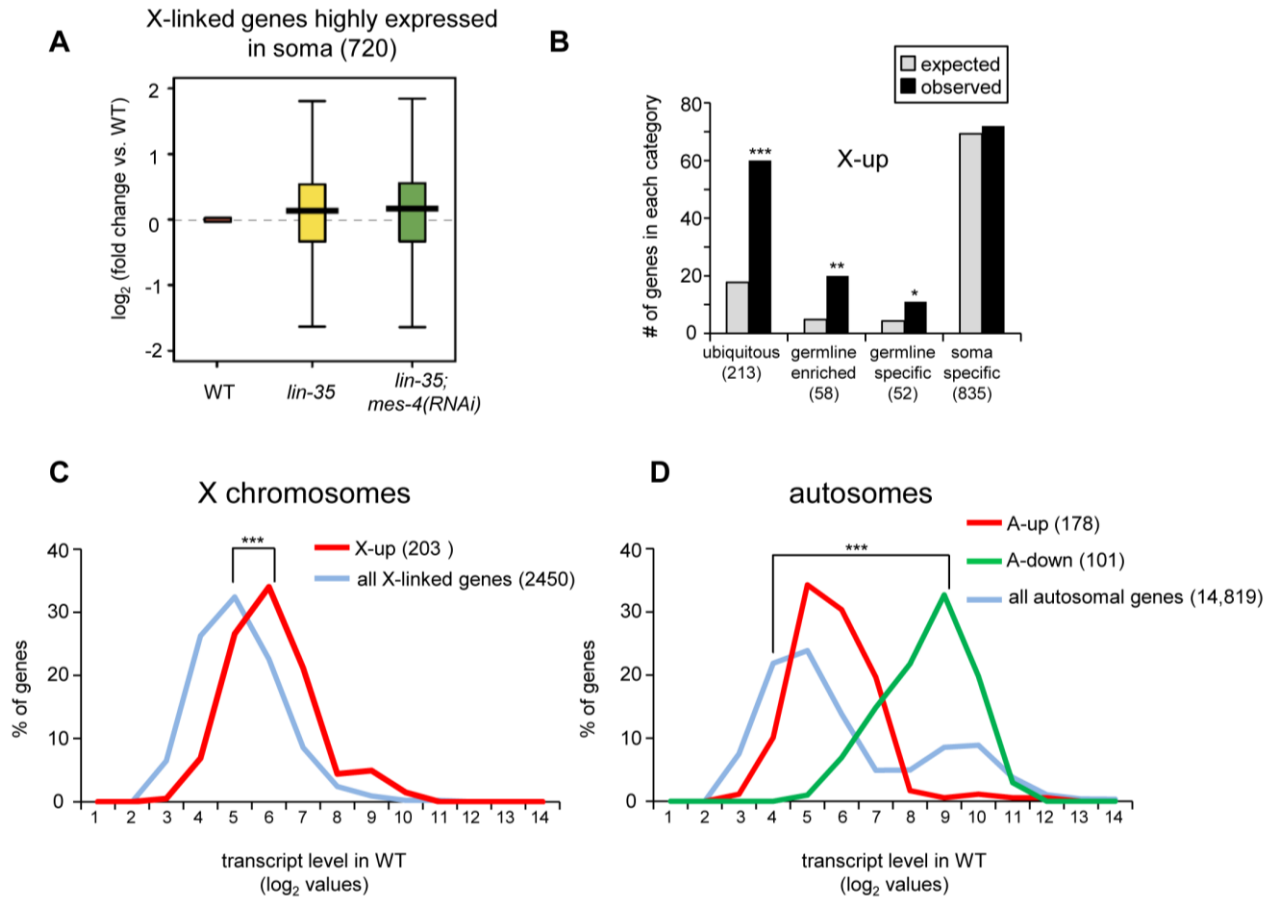

Figure S4 Lack of MES-4/DRM antagonism on X-linked genes expressed in soma, and expression characteristics of antagonistically regulated genes. (A) The transcript level ($\log_2$ fold change) of X-linked genes expressed in L1 larvae (primarily somatic cells) in *lin-35(n745)* (yellow; *lin-35* encodes the *C. elegans* homolog of the Retinoblastoma subunit of DRM) and *lin-35(n745); mes-4(RNAi)* (green) relative to WT (red) (raw data from Petrella *et al.*, 2011). Boxes extend from the 25th to 75th percentile, with the median indicated by a horizontal line; whiskers extend to the 2.5th and 97.5th percentiles. No significant differences were found between the three genotypes, unlike in the germline (see Figure 1F). To be comparable with Figure 1F, the most highly expressed 720 X-linked genes in wild-type L1 larvae were analyzed. (B) Expected (gray) and observed (black) numbers of X-up genes in the indicated expression categories show that X-up genes are enriched for those with ubiquitous and germline expression (* $p < 0.05$, ** $p < 0.001$, *** $p < 10^{-10}$ hypergeometric test). (C) Distributions of $\log_2$ transcript levels of X-up genes (red) and all genes on the X chromosome (blue) in WT. % of total genes at each expression level is shown. X-up genes are significantly more highly expressed compared to all X-linked genes (*** $p < 10^{-10}$ based on Wilcoxon signed-rank test). (D) Distributions of $\log_2$ transcript levels of A-up genes (red), A-down genes (green), and all autosomal genes (blue) in WT. % of total genes at each expression level is shown. A-down genes have significantly higher expression than all autosomal genes (*** $p < 10^{-10}$ based on Wilcoxon signed-rank test), consistent with their enrichment for germline-expressed genes shown in Figure 2H.

# Supplementary material for: Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells
**Source:** G3 (Bethesda). 2013 Nov 26;4(1):143–53. doi: 10.1534/g3.113.007849
**Supplement:** Supporting Information

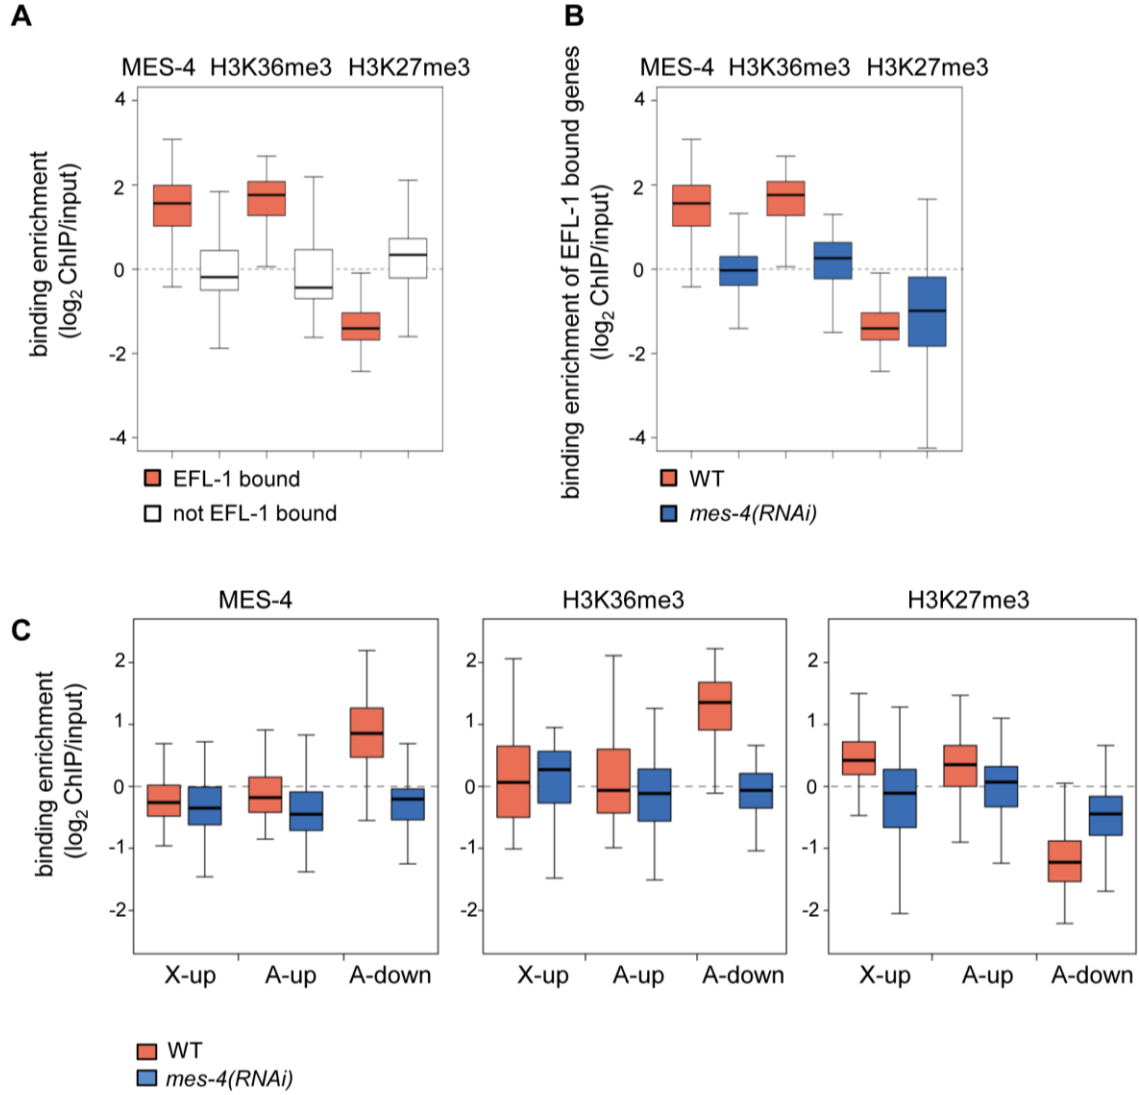

Figure S5 Genes bound by germline DRM and A-down genes are enriched for MES-4/H3K36me3 and depleted of H3K27me3. (A) Binding enrichment or depletion of MES-4, H3K36me3, and H3K27me3 on genes bound by the DRM subunit EFL-1 expressed specifically in the germline (obtained from adults carrying epitope-tagged EFL-1 expressed from a germline-specific promoter, red) and genes not bound by EFL-1 (white) in WT. (B) Binding enrichment or depletion of MES-4, H3K36me3, and H3K27me3 on genes bound by germline EFL-1 in WT (red) and on those same genes in *mes-4(RNAi)* samples (blue). (C) Binding enrichment or depletion of MES-4, H3K36me3, and H3K27me3 on X-up, A-up, and A-down genes in WT (red) and in *mes-4(RNAi)* (blue). Boxes extend from the 25th to 75th percentile, with the median indicated by a horizontal line; whiskers extend to the 2.5th and 97.5th percentiles. All ChIP data analyzed here are available from GEO under accession numbers described in Materials and Methods.

# Supplementary material for: Opposing Activities of DRM and MES-4 Tune Gene Expression and X-Chromosome Repression in Caenorhabditis elegans Germ Cells
**Source:** G3 (Bethesda). 2013 Nov 26;4(1):143–53. doi: 10.1534/g3.113.007849
**Supplement:** Supporting Information

File S1
SUPPORTING MATERIALS AND METHODS

Alleles used for microarray analysis

lin-54(n3423) is a large deletion that removes most of the open reading frame and is a null allele. Adult homozygous *lin-54(n3423)* (M+Z-) animals produce no detectable LIN-54 transcript or protein, and disrupt DRM complex function both by destabilizing other subunit proteins and by preventing DRM subunits from binding to target genes (Harrison *et al.*, 2006; Tabuchi *et al.*, 2011).

mes-4(ok2326) is a deletion that removes much of the SET domain responsible for histone methyltransferase activity, and creates a frameshift in exon 4. In *mes-4(ok2326)* M+Z- homozygous animals, qRT-PCR analysis detected a truncated polyA-tailed *mes-4* transcript (not shown). However, no MES-4 protein or its catalyzed mark H3K36me2 were detected by immunostaining in the M+Z-germline or early M-Z- embryos (not shown); this allele is likely a null. Consistently, homozygous M-Z- adult hermaphrodites contain no or few germ cells.

Alleles used for phenotype analysis

lin-54(n2990) carries a point mutation in the cysteine-rich tesmin/CXC domain, causing disruption of LIN-54 DNA-binding activity and of the ability of DRM subunits to bind and regulate target genes. Compared to the *lin-54(n3423)* null, the *n2990* allele causes similar, but weaker, phenotypes (Harrison *et al.*, 2006; Tabuchi *et al.*, 2011).

mes-4(bn23) is a strong loss-of-function allele caused by a point mutation; animals produce *mes-4* transcript (not shown), but MES-4 protein and H3K36me2/3 are cytologically undetectable (Bender *et al.*, 2006). The *mes-4(bn23)* lesion changes a splice acceptor dinucleotide AG₃₁₃₀ to AA₃₁₃₀ at the 3' end of intron 7. Exon 8 starts with guanine, which acts as a splice acceptor dinucleotide AA₃₁₃₀G in the *mes-4(bn23)* mutant, removing the first guanine from exon 8 and causing a frameshift (not shown). Homozygous M-Z- adult hermaphrodites contain no or few germ cells.

mes-4(bn58) is a weak loss-of-function allele caused by a point mutation that results in an amino acid change (R389C). Cytologically, mutant MES-4 protein is detectable but not well associated with chromosomes (Bender *et al.*, 2006). This mutant MES-4 protein has weak histone methyltransferase activity (Bender *et al.*, 2006; Rechtsteiner *et al.*, 2010). This allele causes milder defects in germline proliferation than *mes-4(ok2326)* or *mes-4(bn23)* (Figure 3).

Phenotype analysis was conducted on different double mutants than the double null mutant subjected to microarray analysis, for reasons explained below. Homozygous *mes-4* mutants from heterozygous mothers (M+Z-) produce germlines with grossly normal appearance but changed gene expression, while their M-Z- progeny have few germ cells and are sterile. We wanted to ask whether germ cell defects of *mes-4* M-Z- mutants are suppressed in a double mutant with *lin-54*. The *lin-54(n3423)* null allele could not be used because it does not produce an M-Z- generation; at the M+Z- generation, germlines appear grossly normal but produce endomitotic oocytes that fail to develop (Harrison *et al.*, 2006; Tabuchi *et al.*, 2011). We therefore used the *lin-54(n2990)* hypomorphic mutant, which was appropriate for our analysis because it produces M-Z- generation worms, shows weaker but similar phenotypes to the null, and makes a DNA-binding defective LIN-54 protein that compromises the ability of DRM subunits to bind and regulate target genes (Tabuchi *et al.*, 2011). We combined the *lin-54* hypomorphic allele with both a strong and a weak *mes-4* allele (*bn23* and *bn58*).

SUPPORTING REFERENCES

- Bender, L.B., Suh, J., Carroll, C.R., Fong, Y., Fingerhant, I.M., Briggs, S.D., Cao, R., Zhang, Y., Reinke, V., and Strome, S. (2006). MES-4: an autosome-associated histone methyltransferase that participates in silencing the X chromosomes in the *C. elegans* germ line. *Development* 133, 3907-3917.
- Harrison, M.M., Ceol, C.J., Lu, X., and Horvitz, H.R. (2006). Some *C. elegans* class B synthetic multivulva proteins encode a conserved LIN-35 Rb-containing complex distinct from a NuRD-like complex. *Proc Natl Acad Sci U S A* 103, 16782-16787.
- Hillier, L. W., V. Reinke, P. Green, M. Hirst, M. A. Marra *et al.*, 2009 Massively parallel sequencing of the polyadenylated transcriptome of *C. elegans*. *Genome Res* 19: 657-666.
- Reinke, V., H. E. Smith, J. Nance, J. Wang, C. Van Doren *et al.*, 2000 A global profile of germline gene expression in *C. elegans*. *Mol Cell* 6: 605-616.
- Petrella, L.N., Wang, W., Spike, C.A., Rechtsteiner, A., Reinke, V., and Strome, S. (2011). synMuv B proteins antagonize germline fate in the intestine and ensure *C. elegans* survival. *Development* 138, 1069-1079.
- Rechtsteiner, A., Ercan, S., Takasaki, T., Phippen, T.M., Egelhofer, T.A., Wang, W., Kimura, H., Lieb, J.D., and Strome, S. (2010). The histone H3K36 methyltransferase MES-4 acts epigenetically to transmit the memory of germline gene expression to progeny. *PLoS Genet* 6.
- Reinke, V., H. E. Smith, *et al.* (2000). A global profile of germline gene expression in *C. elegans*. *Mol Cell* 6(3): 605-616.

Tabuchi, T.M., Deplancke, B., Osato, N., Zhu, L.J., Barrasa, M.I., Harrison, M.M., Horvitz, H.R., Walhout, A.J., and Hagstrom, K.A. (2011). Chromosome-biased binding and gene regulation by the *Caenorhabditis elegans* DRM complex. *PLoS Genet* 7, e1002074.

How the deposited data were processed for this re-analysis (not part of the article)

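Transcript levels were measured in germlines dissected from adult *C. elegans* hermaphrodites 24 hr after the L4 stage, in 4 genotypes (wild type, *mes-4*, *lin-54* and the *lin-54*; *mes-4* double mutant) with 3 biological replicates each. The mutants were M+Z−, and each germline sample ran from the mitotic tip through late pachytene. RNA was amplified linearly and hybridized to the Affymetrix GeneChip for *C. elegans*. The authors processed the probe intensities with the R package affy, quantile normalization and the robust multichip average (versions not given), so that each value is a normalized log2 level of a probe set. The values used here ranged from 3.05 to 14.6, as a log2 scale would give, and were not normalized again.

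The 12 arrays carry 22548 probe sets and 77 controls. A probe set was taken for a gene when the platform annotation named 1 gene (20766 probe sets), and was left out of counts of genes when it named several (887) or none (895). Of the 20766, 65 matched no gene of the reference annotation. The remaining 20701 stand for 17085 genes, 2355 X-linked, 14722 autosomal and 8 mitochondrial, and 2957 genes had more than 1 probe set. Probe sets whose type marks them as shared between transcripts or genes (5785) were kept, and an alternative leaves them out.

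Differential expression followed the paper's methods as far as they are stated. A linear model with 1 mean per genotype was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, with moderated tests of 5 comparisons. They are *mes-4* and *lin-54* with wild type, and the double mutant with *mes-4*, with *lin-54* and with wild type. Storey q-values were computed over the non-control probe sets of a comparison, a set that the paper does not state, with lambda from 0 to 0.9 in steps of 0.05 and a smoothing spline with 3 degrees of freedom. Each gene took its most significant probe set, and it was called at q at or below 0.05. The interaction of *mes-4* and *lin-54* was tested as a contrast in the same model. On the 1568 entries of probe sets in Table S1, log2 fold changes and p were checked against the tabulated ones. The model was also tested on simulated data with 200 changed genes in 10 simulations (1.5-fold, 2-fold and 4-fold).

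Array medians of 5.81 to 5.93, correlations of 0.989 to 0.996 within a genotype and first and second principal components with 45.3% and 19.5% of the variance describe the arrays. The number of arrays limits precision, and a gene near the background signal reads a compressed change. Levels of gene groups used the mean of a gene's probe sets and the median over genes, per array, compared by exact permutation of arrays (10 splits of 3 and 3 arrays, smallest p 0.1). The gene groups X-up, A-up and A-down were read from Table S1. The 720 X-linked genes with the highest wild-type levels stand in for the paper's set of expressed genes, which rests on present calls that need probe-level values. Overlaps were tested with the exact hypergeometric test, and shares of X-linked and autosomal genes with Fisher's exact test, over the genes on the array. The effect of sharing arrays between comparisons was estimated from 100 simulations without a changed gene, each gene keeping its own spread, in which as many top genes by change over spread were taken as had been called. The simulations of comparisons that share the wild-type arrays for genes up in both, those that share the double-mutant arrays, those of X-linked genes taken in both comparisons, and the odds ratios and list counts under each alternative were added after the data were seen.

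For gene groups, 22 lists of 5 to 96 genes were written from general knowledge before the data were examined. They are DRM subunits, MES proteins and H3K36 factors, meiotic prophase and recombination, germline RNA regulators and P granules, oocyte and eggshell, sperm, DNA replication, mitosis and cell cycle, small RNA pathways, dosage compensation and sex determination, other synMuv and heterochromatin factors, apoptosis, oxidative phosphorylation, cytosolic ribosomal proteins, translation factors, muscle, intestine, neurons, hypodermis and cuticle, somatic gonad and sheath, heat shock and stress, and histones. Each was tested with camera (limma) at a preset correlation of 0.01, with the Benjamini-Hochberg adjustment over 110 tests. Camera with an estimated correlation and fry were run as alternatives. Counts of called members are also given with the members' p adjusted over the list alone.

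Genes named in the text follow a rule set before the data were examined. Per comparison it takes the 5 largest increases and 5 largest decreases on the X and on autosomes among called genes whose arrays did not overlap between the groups, up to 4 members of each list by p, every gene the paper names, and the first 5 genes of each sheet of Table S1, whose tabulated values had been seen. Genes named beyond it (*ucr-2.2*, *asg-2*, *F54G2.2*, list members in counts of 5 or fewer, and members given as examples) were chosen after their values were seen. Alternatives were the Benjamini-Hochberg adjustment, a model with only the compared groups, a block for replicate numbers, an intensity trend with a robust prior, probe sets above the median level, the mean of a gene's probe sets, no shared probe sets, arrays centred on autosomes, a further quantile normalization, a minimum of 1.5-fold, other choices of gene groups, and each array left out in turn. Computing q over the most significant probe set of each gene was added after the data were seen. Figures were drawn with matplotlib 3.10.9. Germ cell counts, chromatin immunoprecipitation and somatic data were not analysed here.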

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

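The tests of shared *mes-4* arrays, of shared probe sets as the whole cause, of sharing within the major sperm protein family and of sperm carried along were chosen only after the results were seen.

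A difference between the effect of losing LIN-54 in *mes-4* and its effect in wild type, tested as an interaction, singled out 6 autosomal genes. It was 1.92 for *F57A10.4* (log2; q = 0.000508; effect in wild type 0.71), 1.68 for *fipr-17* (q = 0.0319; 2.95), −1.04 for *F13A2.4* (q = 0.0319; −0.61), −1.75 for *C18D4.6* (q = 0.0319; 0.59), 1.70 for *F23H12.3* (q = 0.0319; 0.40) and 1.71 for *dpy-31* (q = 0.0349; 0.49). No X-linked gene passed (0 with limma), and 997 probe sets (4.42%) lay at an unadjusted p under 0.05. Regroupings of the arrays do not exclude chance for this count of 6 (8 of 100 gave as many, and the highest gave 456), but they carry the changes of the genotypes themselves, a structure of the samples, into the contrast and so do not test for a missing interaction. The count was 1 without wild-type replicate 1 or 3, *lin-54* replicate 1 or 3 or *mes-4* replicate 2, 2 without *lin-54* replicate 2 or double-mutant replicate 2 or 3, 3 without wild-type replicate 2, 23 without *mes-4* replicate 1 and 11 without *mes-4* replicate 3. With a replicate block the count was 1, and with the mean of a gene's probe sets it was 11.

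Signals in gene groups that the paper does not report on were found in 3 lists. Sperm genes rose in *lin-54* (14 of 47), in the double mutant compared with *mes-4* (23; 35 when adjusted over the list alone; camera adjusted p = 1.54e-12, and adjusted p = 0.287 with an estimated correlation) and compared with wild type (17), beyond the 1 called in *mes-4*. Oocyte and eggshell genes fell in *lin-54* (11 of 18), in the double mutant compared with *mes-4* (12; 15 when adjusted over the list alone; adjusted p = 4.10e-14, and adjusted p = 0.201 with an estimated correlation) and compared with wild type (8). Genes of oxidative phosphorylation rose in *lin-54* (12 of 43; adjusted p = 0.234 with an estimated correlation) and in the double mutant compared with wild type (18; adjusted p = 0.188 with an estimated correlation). With an estimated correlation none of the 3 lists passed the threshold in any of these comparisons. None of these signals is firm, since the sperm counts of 14, 23 and 17 were 0 without wild-type replicate 3 (limma), 2 without double-mutant replicate 1 and 0 without wild-type replicate 1 (limma), the oocyte counts of 11, 12 and 8 were 2 without wild-type replicate 1, 7 without *mes-4* replicate 1 and 2 without wild-type replicate 1, and those of oxidative phosphorylation were 3 without *lin-54* replicate 3 and 9 without double-mutant replicate 2. The 3 sperm counts were 26, 28 and 21 with a replicate block, and 5, 17 and 3 with an intensity trend and robust prior.

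Opposite changes in *mes-4* compared with wild type and in the double mutant compared with *mes-4* would arise in part from the *mes-4* arrays, which enter both. The test was the covariance, across genes, of both single mutants' changes from wild type, which shared wild-type arrays push above 0. For X-linked genes it was −0.112, against 0.0180 on average and 0.0137 at the lowest in 100 simulations without a changed gene, and for autosomal genes −0.00613, against 0.0110 and 0.00967. Shared arrays alone therefore do not explain the opposite changes across X-linked genes as a whole. The autosomal covariance was also below the simulations, but it pools all genes and does not test the A-up and A-down groups by themselves. Of autosomal genes down in *mes-4*, 23 were up and 28 down in *lin-54*. Of the 98 A-down genes, 19 were called up in *lin-54* and none down. Shared arrays enlarge the overlaps by an amount that stays open. The biological alternative, that each factor counters the other, remains as a hypothesis found and tested on the same arrays.

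Of the X-linked genes up in *mes-4*, 132 stayed up in the double mutant, with a median of 1.87 there and a wild-type level of 7.25. Near silence in wild type is argued against, since the wild-type level did not go with the change between *mes-4* and the double mutant (Spearman's rho = −0.0238 over 418 genes, permutation p = 0.63) and 5 of the 132 lay below the X-linked median. Probe sets shared with other genes stay open as a contribution, because genes up in the double mutant lacked a specific probe set 1.56 times as often as all X-linked genes (28.1% and 18.0%), although the share was alike in genes that stayed up (27.3%) and genes that returned (27.6%). As the whole cause they are argued against by the 84 of 132 genes (63.6%) that were up in both comparisons with specific probe sets alone. A requirement for LIN-54 at some X-linked genes and not at others remains as an untested biological explanation.

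Sperm transcripts were higher in arrays without LIN-54, as in *msp-36* (9.14 ± 2.02 in *lin-54* and 9.76 ± 1.39 in the double mutant, SD, n = 3) and *ssp-10* (7.52 ± 0.44 and 7.58 ± 0.38, with 6.70 ± 0.16 in wild type). Probe sets shared within the MSP family as the whole cause are argued against only weakly by the 25 sperm genes outside it, whose median lay above every wild-type and *mes-4* array in 6 of 6 arrays without LIN-54, although narrowly (6.15 to 6.67, against 6.11 at the highest) and although without shared probe sets the counts of 14, 23 and 17 sperm genes were 1, 2 and 0 (limma). The lowest of these arrays, *lin-54* replicate 2, does not decide, since the median of all autosomal genes there lay 0.044 above wild type. In *lin-54* 4 of the 25 genes were called up and 2 down, with a median change of 0.14. In the double mutant compared with wild type 2 were up and 2 down, with a median change of 0.13. Sperm or spermatocytes carried with the dissected germlines stay open as a contribution, although the dissected part ended at late pachytene. Both medians had the same order over these 6 arrays (Spearman's rho = 1), which does not tell carried sperm from other sources of sperm transcripts. The MSP medians followed the replicate number in *lin-54* (10.17, 7.20 and 8.83) and in the double mutant (10.23, 7.77 and 9.56) alike. For these genes the 6 arrays are therefore not taken as independent, no p is given, and a difference between replicate sets stays open too. Of the 47 sperm genes 31, and 17 of the 22 MSP genes, already lay above the autosomal median in wild type, and 1 is also in another list. A later switch from sperm to oocytes without LIN-54 would also raise sperm genes and lower oocyte genes, and was not tested.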

How the results depend on the processing

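The setting that computes q over the most significant probe set of each gene was added after the results were seen. Over 43 results and 746 recomputed values, 533 kept their size within the spread between arrays or, for counts, within 1.5 times. Of the rest, 213 moved and 0 reversed. A count has no sign and cannot reverse, so that the 0 speaks only for results with a direction. Where a value moved, the cause was not tested, apart from the fewer arrays, groups or probe sets that a setting uses. Leaving out an array leaves a genotype with 2 arrays. Signal near background limits what can be called among genes of low level. The interaction needs all 4 groups, so that it has no value with the compared groups alone.

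The Benjamini-Hochberg adjustment gave 2 X-linked genes down in *mes-4*, 17 up and 56 down in *lin-54* with 190 and 329 on autosomes, 10 X-linked genes up in the double mutant compared with *mes-4*, and 3 down compared with *lin-54*. With the groups compared only, the counts were 2 X-linked genes down in *mes-4*, 191 down in *lin-54*, 3 up and 150 down on the X and 165 up and 398 down on autosomes in the double mutant compared with *mes-4*, 1 down on the X and 54 up and 102 down on autosomes compared with *lin-54*, 31 X-linked genes down compared with wild type, 104 X-up genes and 32 A-down genes.

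With a replicate block 68 X-linked genes were up in *lin-54*, 10 were down in the double mutant compared with *lin-54* and 1 gene passed the interaction. The main fit does not pair the arrays by replicate number, since only 9 of 18 pairs with the same number exceeded a correlation of 0.1 (−0.07 to 0.43). However, 11 of 12 arrays correlated best with their own number, and the paper states that genotypes were collected and analyzed in parallel. A pairing by replicate number is therefore not excluded, and the main tests do not take it into account. An intensity trend and robust prior gave 2 X-linked genes down in *mes-4*. Probe sets above the median level gave 3 X-linked genes down in the double mutant compared with *lin-54*, and −2.06 for the X-linked minus the autosomal level. The mean of a gene's probe sets gave 11 genes in the interaction. The q over genes gave 8 X-linked genes down in *mes-4*, 81 up in *lin-54* with 616 up on autosomes, 11 X-linked genes down in the double mutant compared with *lin-54* and 10 genes in the interaction.

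Without shared probe sets, 1 X-linked gene was down in *mes-4*, 27 were up and 67 down in *lin-54* with 243 and 292 on autosomes, 9 up and 166 down in the double mutant compared with *mes-4* with 247 and 381, 3 X-linked genes down and 58 autosomal genes up compared with *lin-54*, 94 up and 7 down compared with wild type with 119 and 273, 116 X-up genes, 98 A-up genes, and −0.19 for the X-linked minus the autosomal level. With arrays centred on autosomes, 1 X-linked gene was down in *mes-4*, 13 were up in *lin-54* with 155 on autosomes, 8 up in the double mutant compared with *mes-4* with 261, 1 X-linked gene down compared with *lin-54* with 144 up and 97 down on autosomes, 47 genes were A-down, and the A-down median in *lin-54* was 0.10. A further quantile normalization gave 142 A-down genes. A 1.5-fold minimum gave 1 X-linked gene down in *mes-4* and 160 autosomal, 5 X-linked genes up in *lin-54* with 85 up and 271 down on autosomes, 4 up in the double mutant compared with *mes-4* with 156 and 387, 0 X-linked genes down compared with *lin-54* (3 with limma and the Benjamini-Hochberg adjustment) with 95 autosomal, 120 up and 258 down on autosomes compared with wild type, and 30 A-down genes.

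With list and level from different replicates, the mean of the medians of 3 lists was 0.85 for A-up genes in *mes-4* (101, 37 and 10 genes) and −0.88, 0.23 and −0.16 for A-down genes in *mes-4*, *lin-54* and the double mutant (33, 15 and 9 genes); in *lin-54* the 3 medians were 0.27, 0.51 and −0.09, so that 1 ran the other way. For genes opposite in the single mutants, whose direction there follows from the choice, it was 1.08 and −0.90 for X-up genes in *mes-4* and *lin-54*, −0.75 and −0.15 for A-up genes in *lin-54* and the double mutant, and −0.82 and 0.45 for A-down genes in *mes-4* and *lin-54*. The highest 400 X-linked genes gave 0.76 in *mes-4* and −0.40 in *lin-54*, the highest 1000 gave 0.25 and −0.066, and the 720 without X-up genes gave 0.22 in *mes-4*. For gene lists, an estimated correlation left 0 past the threshold in each of the 5 comparisons, where camera at the preset correlation had 7, 13, 13, 6 and 11, and fry gave 1 in *mes-4*, 6 in *lin-54*, and 5 and 1 in the double mutant compared with *mes-4* and *lin-54*.

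Leaving out each array in turn, *mes-4* had 213 to 452 X-linked genes up and 1 to 6 down, and 111 to 307 and 130 to 393 on autosomes. In *lin-54* they were 4 to 74 and 26 to 174, and 75 to 496 and 117 to 631; in the double mutant compared with *mes-4*, 4 to 18 and 120 to 294, and 176 to 478 and 333 to 742; compared with *lin-54*, 132 to 266 and 1 to 12, and 30 to 189 and 91 to 206; compared with wild type, 92 to 171 and 7 to 25, and 92 to 269 and 204 to 558. The overlaps were 78 to 229 (X-up), 69 to 187 (A-up) and 41 to 99 (A-down), the slope −0.88 to −0.76, the interaction 1 to 23 genes, and the A-down medians −0.62 to −0.54 in *mes-4* and 0.17 to 0.19 in *lin-54*. The lowest counts came without wild-type replicate 3 for X-linked genes up in *mes-4* (213), for autosomal genes changed in *mes-4* and for the 3 overlaps, without wild-type replicate 1 or *lin-54* replicate 3 for *lin-54* (75 autosomal genes up and 26 X-linked genes down), without *lin-54* replicate 3 for X-linked genes up in the double mutant compared with *lin-54* (132), and without double-mutant replicate 1 or 3 for the double mutant compared with *mes-4* (120 X-linked genes down, 4 up).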

Differences from the paper's values

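The setting with q over the most significant probe set of each gene was chosen after the values were seen; it drops 0 of the genes of Table S1's X-up, A-up and A-down lists that were called here. Of 31 values compared, 5 differ. Counts use the paper's threshold of q at or below 0.05.

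X-linked genes down in *mes-4* numbered 4, and the paper has about 8 in Figure S2A, read by eye. The alternatives set before the data were examined that differ no longer are leaving out *lin-54* replicate 1 (6) alone; q over genes, chosen after the values were seen, gave 8.

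X-linked genes up in *lin-54* numbered 45, and the paper has about 84 in Figure S2B, read by eye. Among the alternatives, a replicate block (68), leaving out *lin-54* replicate 1 (74) and leaving out *mes-4* replicate 3 (69) do not differ from the paper's value, the others do, and q over genes, chosen after the values were seen, gave 81.

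X-linked genes down in the double mutant compared with *lin-54* numbered 6, and the paper has about 13 in Figure 1B, read by eye. A replicate block (10), leaving out *lin-54* replicate 1 (12) and leaving out *mes-4* replicate 3 (9) do not differ, the other alternatives do, and q over genes, chosen after the values were seen, gave 11.

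Autosomal genes up in *lin-54* numbered 399, and the paper has about 610 in Figure S2E, read by eye. A replicate block (561), probe sets above the median level (428), the mean of a gene's probe sets (480), leaving out *lin-54* replicate 1 (434), *mes-4* replicate 3 (496) or double-mutant replicate 2 (471) do not differ, the others do, and q over genes, chosen after the values were seen, gave 616.

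The slope across autosomal genes called in both comparisons was −0.80 (SD 0.0393 over the fits that leave out an array), and the paper's is −0.93. All alternatives differ (−0.88 to −0.76 when an array is left out). On autosomes a replicate block gave the paper's number of genes called in both comparisons (296), of opposite genes (279) and its r (0.85), where 246, 238 and 0.875 were obtained here and do not differ by the 1.5-fold criterion. With q over genes, chosen after the values were seen, 300 and 286 autosomal genes were obtained. On the X the block gave 183 and 181, where the paper has 205 and 203, and q over genes gave 205 and 204. A block is not a method that the paper states. The p of all 1568 entries of Table S1 lay within 1% of the fit without a block, which argues against a block in the paper.

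For the overlaps of X-up, A-up and A-down genes, the paper gives bounds on P that are smaller than the exact hypergeometric p obtained here (1.69e-90, 1.21e-140 and 7.15e-58), in the same direction.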

Other observations

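No explanation is given here. Apart from the simulations of shared arrays and the list counts under each alternative, none of the tests in this part was chosen only after the result was seen. Lists that passed the threshold and are not given beside a claim follow, each by called members, by those called when adjusted over the list alone, and by camera's adjusted p at the preset and at an estimated correlation.

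In *mes-4*, 3 of 21 dosage compensation and sex determination genes rose, *sdc-1*, *xol-1* and *sdc-3* (6; adjusted p = 0.00311 and, with an estimated correlation, adjusted p = 0.221), and so did 3 of 28 translation factors, the X-linked *eef-1A.2* (3.37, q = 0.00500), *pab-2* and *ife-4* (4; adjusted p = 0.0366 and, with an estimated correlation, adjusted p = 0.317). The call of *eef-1A.2* ended without shared probe sets. The 3 translation factors were 1 without wild-type replicate 2 or 3 or *mes-4* replicate 3 and 5 without *mes-4* replicate 1, and the 3 dosage compensation genes were 1 without any wild-type replicate or without shared probe sets and 5 without *mes-4* replicate 1 or 2.

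Germline and chromatin lists in *lin-54* had few called members. Of 37 germline RNA regulators *puf-5* and *mex-6* fell (2; adjusted p = 5.73e-06 and, with an estimated correlation, adjusted p = 0.188), of 25 synMuv and heterochromatin factors *lin-56* and *mep-1* fell (3; adjusted p = 3.78e-06, and with an estimated correlation adjusted p = 0.207), and of 37 DNA replication genes *dut-1* and *rnr-2* fell (2; adjusted p = 0.0170, and with an estimated correlation adjusted p = 0.361). Without wild-type replicate 1 each of these 3 counts was 0 (limma), and leaving out each array in turn they reached at most 7, 4 and 3. None of 5 MES proteins and H3K36 factors (0; limma, 2 down at an unadjusted p under 0.05; adjusted p = 0.0323, and with an estimated correlation adjusted p = 0.361) or of 21 dosage compensation genes (0; 1 up and 4 down at that p; adjusted p = 0.0488, and with an estimated correlation adjusted p = 0.361) was called.

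In the double mutant compared with *mes-4*, 8 of 58 mitosis genes fell and 1 rose (15 and 2; adjusted p = 0.000275, and with an estimated correlation adjusted p = 0.361), as did 8 of 37 germline RNA regulators, with increases of *fog-3* (1.38), *cpb-1* and *pgl-2* (13 and 4; adjusted p = 0.00480, and with an estimated correlation adjusted p = 0.234), 8 of 42 small RNA genes with 2 increases, *sid-1* and *nrde-1* (10 and 4; adjusted p = 0.0117, and with an estimated correlation adjusted p = 0.361), 6 of 37 DNA replication genes with an increase of *cdc-7* (9 and 2; adjusted p = 0.0259, and with an estimated correlation adjusted p = 0.361), 7 of 35 histone genes with an increase of *his-35* (8 and 1; adjusted p = 0.00185, and with an estimated correlation adjusted p = 0.361), and 5 of 32 heat shock and stress genes, among them *hsp-3* and *hsp-4* (6; adjusted p = 0.0198, and with an estimated correlation adjusted p = 0.235). Of 16 apoptosis genes, *ced-3*, *ced-8*, *ced-9* and *ced-10* fell (5; adjusted p = 0.00622, and with an estimated correlation adjusted p = 0.201), of 25 synMuv and heterochromatin factors *hpl-1*, *lin-15B*, *lin-36* and *jmjd-2* fell (4; adjusted p = 0.00290, and with an estimated correlation adjusted p = 0.361), and of 44 intestinal genes *lys-4* fell (0; adjusted p = 0.0324, and with an estimated correlation adjusted p = 0.759). Of 43 genes of oxidative phosphorylation 10 rose, all autosomal (18; adjusted p = 2.15e-10, and with an estimated correlation adjusted p = 0.234). Leaving out each array in turn (limma), the decreases were 2 to 10 mitosis, 2 to 8 germline RNA regulator, 3 to 8 small RNA, 0 to 7 DNA replication, 3 to 7 histone, 2 to 6 heat shock and stress, 1 to 4 apoptosis, 1 to 4 synMuv and heterochromatin and 0 to 2 intestinal genes, and the increases 2 to 10 genes of oxidative phosphorylation. The 7 histone genes were 3 without *mes-4* replicate 2 or double-mutant replicate 1 or 3, and 4 without any wild-type replicate, *lin-54* replicate 3 or *mes-4* replicate 3. The 5 heat shock and stress genes were 2 without *mes-4* replicate 1 or 3 or double-mutant replicate 1, and 3 without double-mutant replicate 3. The 6 DNA replication genes were 0 (limma) and the 8 germline RNA regulators 2 without double-mutant replicate 1.

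Between the double mutant and *lin-54*, muscle and intestinal lists passed with 0 called members (0 and 0; limma, 5 muscle genes up and 5 down, and 1 intestinal gene up and 4 down, at an unadjusted p under 0.05; adjusted p = 0.0275 and 0.0136, and with an estimated correlation adjusted p = 0.636 and 0.726). Compared with wild type, in the double mutant *syp-1* rose and *him-14*, *him-17* and *htp-1* fell among 35 meiotic genes (1 and 4; adjusted p = 0.000405, and with an estimated correlation adjusted p = 0.234), *puf-5*, *puf-11*, *gld-3* and *mex-6* fell and *fog-3* rose among 37 germline RNA regulators (4 and 1; adjusted p = 0.000275, and with an estimated correlation adjusted p = 0.201), 6 of 37 DNA replication genes fell (10 and 1 up; adjusted p = 0.00101, and with an estimated correlation adjusted p = 0.234), *hrde-1*, *rde-12* and *mut-7* fell among 42 small RNA genes (7; adjusted p = 0.0122, and with an estimated correlation adjusted p = 0.361), and *pat-2* rose and *tni-4* fell among 39 muscle genes (1 and 1; adjusted p = 0.00428, and with an estimated correlation adjusted p = 0.512). Leaving out each array in turn (limma), the decreases were 2 to 3 meiotic genes, 0 to 5 germline RNA regulators, 1 to 7 DNA replication genes, 2 to 5 small RNA genes and 0 to 1 muscle gene; the germline RNA regulators were 0 without wild-type replicate 1 or 3 or double-mutant replicate 1 or 3. No apoptosis gene (0 of 16; 0; limma, 4 down at an unadjusted p under 0.05; adjusted p = 0.00971, and with an estimated correlation adjusted p = 0.207) and no MES protein or H3K36 factor (0 of 5; 4 down; 4 at that p; adjusted p = 0.000651, and with an estimated correlation adjusted p = 0.234) was called.

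Of the lists tested as groups, the interaction of *mes-4* and *lin-54* had a median of −0.40 over X-up genes, −0.43 over A-up genes and 0.32 over A-down genes (groups that the study chose on these arrays), and −0.087 over the 720 X-linked genes with the highest wild-type levels.

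The arrays of 2 groups of 3 can be split in 10 ways, which are too few splits for a share under 0.05, so that only the real count and the highest of the other splits are given. In *mes-4* compared with wild type they were 418 and 0 (X-linked up), 4 and 0 (X-linked down), 272 and 2 (autosomal up), 329 and 2 (autosomal down), and 7 and 10 lists, with 6 splits at or above the real number. In *lin-54* compared with wild type they were 45, 101, 399 and 494 genes and 0 each, and 13 and 14 lists, with 3 splits at or above. In the double mutant compared with *mes-4* they were 16 and 33 (2 splits), 258 and 33, 396 and 9, 657 and 9, and 13 and 12 lists. Compared with *lin-54* they were 211 and 10, 6 and 10 (2 splits), 94 and 53, 191 and 53, and 6 and 9 lists (7 splits), and compared with wild type 146, 16, 220 and 471 genes and 0 each, and 11 and 11 lists (3 splits). Where no number is given, the real split alone reached its count (1 of 10).

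For the overlaps, 100 regroupings of all 12 arrays test whether the genotypes differ and not whether an overlap exceeds what the shared *mes-4* arrays give. The real regrouping alone (1 of 100) reached 181 X-up genes (highest other 94), 155 A-up genes (highest other 93) and 83 A-down genes (highest other 61), where simulations that share these arrays without a changed gene gave at most 135, 99 and 82. Those simulations take top genes by rank, without a threshold on q. For the slope of −0.80, 2 other regroupings had enough genes to give a value, and all 3 were as steep (highest other −1.01), which is too few for a share under 0.05.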
